# Transcriptomic profiling of the sex-linked biological pathways of severe pulmonary arterial hypertension associated with endothelial cell caveolin-1 depletion and chronic hypoxia

**DOI:** 10.3389/fphys.2026.1794886

**Published:** 2026-05-08

**Authors:** Joseph W. Leasure, Samuel M. Lee, Kayla L. Yerlioglu, Maricela Castellon, Haibin Li, Andrés Fantauzzi, Sunny Chen, Sami B. Muslmani, Arnav Sharma, Jiwang Chen, Richard D. Minshall

**Keywords:** bone morphogenetic protein (BMP), caveolin-1 (CAV1), endothelial cells (ECS), Pulmonary Arterial Hypertension (PAH), differentially expressed genes (DEG), gene ontology (GO)

## Abstract

**Introduction:**

Pulmonary arterial hypertension (PAH) is distinguished by elevated blood pressure and vascular resistance in the arteries of the lungs. Patients with PAH demonstrate pulmonary vascular remodeling, wall thickening, and a high rate of morbidity due to right heart failure. Notably, while female patients are more likely to develop PAH, male patients suffer from higher morbidity rates after diagnosis. The molecular mechanism(s) underlying PAH development is poorly understood, though heritable PAH linked to mutations in bone morphogenic protein receptor 2 (*Bmpr2*) and caveolin-1 (*Cav1*) may provide novel insights into the disease’s pathophysiology.

**Methods:**

To interrogate this dynamic, we utilized a global *Cav1* knockout (Cav1-KO) mouse model (Cav1*^-/-^*) in conjunction with chronic hypoxia to induce symptoms of PAH as demonstrated by hemodynamic and ECHO cardiography recordings.

**Results:**

Both female and male Cav1^-/-^ mice in chronic hypoxia demonstrated elevated right ventricular systolic pressure (RVSP) of 48.49 mmHg and 47.78 mmHg respectively. Female knockout mice began dying earlier in hypoxic conditions (4 wks), though male mice showed greater total mortality by the end of the 8 wks of hypoxia. In addition to wildtype controls, we compared this knockout mouse to endothelial-specific *Cav1* reconstituted (Cav1-RC) knockouts and found that restoration of *Cav1* expression only in endothelial cells (ECs) is sufficient to ameliorate PAH symptoms, highlighting the importance of vascular Cav1 in maintaining pulmonary artery function. RNA-sequencing of the lungs revealed that *Cav1^-/-^* is associated with downregulation of biological process gene pathways involved in cilium assembly in normoxic conditions for both sexes. In hypoxic conditions, *Cav1* knockout in females leads to downregulation of bone morphogenetic protein (BMP) signaling, while male hypoxic *Cav1^-/-^* led to a significant increase in muscle cell development genes. Reconstitution of Cav1 in ECs leads to upregulation of immune signaling pathways, muscle cell development, and various cell differentiation pathways in both sexes; females showed a unique upregulation of cilia-related pathways, while males demonstrated increased BMP signaling.

**Discussion:**

These data indicate that muscle cell development, angiogenesis, cilia assembly, immune response, and BMP signaling pathways undergo sex-specific transcriptional regulation during PAH development that may underlie sex differences in PAH patient outcome.

## Introduction

Pulmonary hypertension (PH) is a chronic lung disease characterized by mean pulmonary arterial pressure (mPAP) above 20mm Hg (Ruopp and Cockrill, 2022; Maron, 2023). Pulmonary arterial hypertension (PAH) is a specific subtype of PH distinguished by pulmonary vascular resistance (PVR) above 2 wood units (WU) (Ruopp and Cockrill, 2022; Humbert et al., 2023; Maron, 2023). PAH patients present with significant vasoconstriction, thickening of the vessel walls, and aberrant remodeling of the vasculature (Yu et al., 2006; Humbert et al., 2019; Ruopp and Cockrill, 2022). Hypertrophy and proliferation of smooth muscle cells surrounding the vessels also contribute to elevated pulmonary pressure (Pathology and pathobiology of pulmonary hypertension: state of the art and research perspectives, 2019; Ruopp and Cockrill, 2022). Similarly, cardiomyocytes, particularly in the right ventricle that pushes blood into the lungs, exhibit hypertrophy in PAH as the heart compensates for the increased vascular resistance (Hsu et al., 2016; Pathology and pathobiology of pulmonary hypertension: state of the art and research perspectives, 2019). The increased workload and right ventricular systolic pressure (RVSP) contribute to right heart failure which is often how PAH results in death (Jacobs et al., 2014; Hsu et al., 2016).

Global prevalence of PAH is just over 2 per 100, 000 people, and there were 22, 000 deaths in the US associated with PAH in the year 2021 (Leary et al., 2025). While the overall prevalence is relatively low, the high mortality rate for those diagnosed with PAH, approximately 40% within 5 years of diagnosis (Gall et al., 2017; Ruopp and Cockrill, 2022; Dignam et al., 2024), indicates there is an urgent need for improved therapeutic strategies. Most treatments for PAH attempt to reduce pulmonary pressure by either activating vasodilative pathways such as eNOS or inhibiting vasoconstrictive pathways like endothelin (Nikkho et al., 2020; Ruopp and Cockrill, 2022; Weatherald et al., 2022; 2022 ESC/ERS guidelines for the diagnosis and treatment of pulmonary hypertension, 2023). While such treatments have increased overall survival rates of PAH patients, they do not work for all patients and their efficacy is limited (Nikkho et al., 2020; Ruopp and Cockrill, 2022; Weatherald et al., 2022; 2022 ESC/ERS guidelines for the diagnosis and treatment of pulmonary hypertension, 2023; Leary et al., 2025). Due to this, the underlying genetic mechanisms driving pathophysiology of the heart and lungs must be fully elucidated to identify superior targets for therapeutic intervention.

Studies on heritable PAH have implicated BMP, TGF-β, and Caveolin-1 (*Cav1*) as pathways where mutations increase PAH risk (Pathology and pathobiology of pulmonary hypertension: state of the art and research perspectives, 2019; Southgate et al., 2020). PAH often presents as a heritable disease linked to loss-of-function mutations in particular genes such as *Bmpr2, Cav1, Gdf2* (BMP-9), and *Smad1 (*Ma and Chung, 2014; Pathology and pathobiology of pulmonary hypertension: state of the art and research perspectives, 2019; Southgate et al., 2020)*. Bmpr2* mutations comprise the largest portion of heritable PAH patients, marking the BMP signaling pathway (and the interdependent TGF-β pathway) as targets for consideration (Southgate et al., 2020; Li and Quigley, 2024). Interestingly, the caveolae structural and scaffolding protein caveolin-1 is a PAH risk factor that is depleted in PAH patient lungs (Achcar et al., 2006; Southgate et al., 2020; Tomita et al., 2024). Considering caveolin-1 has been shown to interact with BMP and TGF receptors and modulate their signaling (Razani et al., 2001; Nohe et al., 2005) and the many roles of Cav1-regulated signaling plays in maintaining pulmonary function (Drab et al., 2001; Gairhe et al., 2021), investigations into the Cav1-BMP-TGF signaling axis would be a logical next step for improving our understanding PAH development.

Another approach which may elucidate the mechanisms of PAH development is investigating the disease’s paradoxical sex dynamic (Jacobs et al., 2014; Dignam et al., 2024). The “sex paradox” of PAH refers to how females comprise a larger proportion of PAH patients (around 63%), but male patients demonstrate approximately 10% higher mortality rates 5 years after diagnosis (Jacobs et al., 2014; Kozu et al., 2018; DesJardin et al., 2024; Dignam et al., 2024). This trend remains even when data is standardized to account for differences in income, drug use, smoking, and other factors, indicating sex itself as a risk factor (Kozu et al., 2018; DesJardin et al., 2024). However, like the other underlying mechanisms of PAH development, this dynamic is poorly understood; how sex, genotype, and hypoxia influence the known PAH-related pathways has not been fully elucidated.

## Results

### Caveolin-1 expression in the endothelium is sufficient to prevent hypoxia-induced mortality in Caveolin-1 knockout mice

In order to interrogate the role of endothelial caveolin-1 in the development of PAH, we utilized a *caveolin-1* global knockout model (Cav1-KO) and an EC-specific reconstitution model that retains the knockout of *caveolin-1* in non-endothelial cell types (Cav1-RC) (Murata et al., 2007) and compared these to wildtype B6/129SJ2 as background controls. Whole lungs were collected from male and female mice from all three groups for protein isolation to determine their relative levels of caveolin-1 expression (**Figures 1A, B**). As expected, caveolin-1 protein expression was nearly undetectable in both male and female Cav1-KO mice. Cav1-RC mice demonstrated low but detectable levels of expression, due to only being expressed in the endothelium. Notably, chronic hypoxia exposure induced a subtle but significant increase in caveolin-1 expression in both male and female Cav1-RC mice, and in WT male mice. This data is suggestive of potential differences between males and females in how caveolin-1 expression changes in response to hypoxia. Additionally, both WT and Cav1-RC mice demonstrated hypoxia-induced upregulation of caveolin 1, suggesting endothelial expression of caveolin 1 as playing a role in this observation.

**Figure 1:**
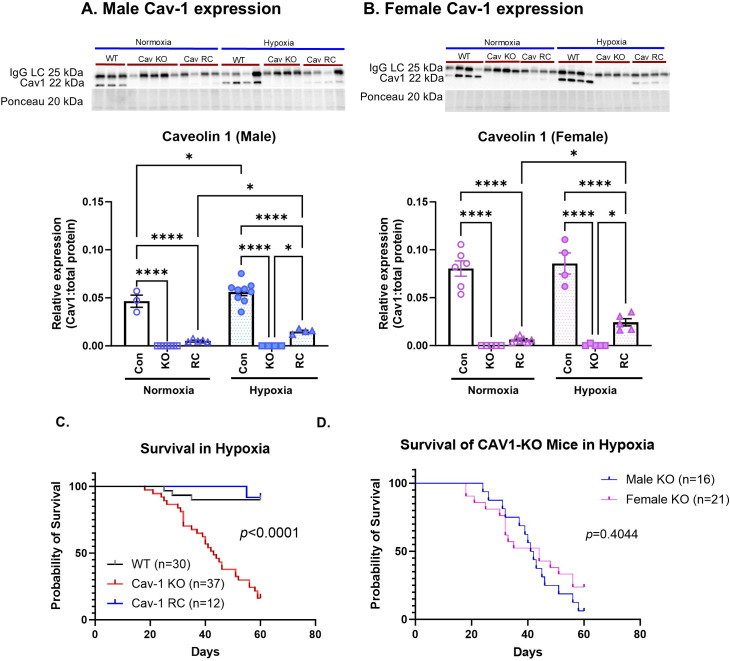
Effect of Caveolin-1 (Cav1) knockout and reconstitution on mouse survival in hypoxia. Representative Western Blots against CAV1 in **(A)** male (n = 3 – 9) and **(B)** female (n=4-7) mice after 6 weeks of hypoxia. All western blot images used for quantification are available as Source Data. Data is quantified relative to whole protein using ponceau staining. *Post-hoc* 2-way analysis of variance (ANOVA) with Bonferonni’s multiple comparisons test where *P-value < 0.05, ****P-value < 0.0001. Data presented as mean ± standard error of the mean (SEM). **(C)** Survival curves of wildtype (n=30), Caveolin-1-knockout (n=37), and reconstituted mice (n=12) in hypoxia (10% oxygen) over 60 days. **(D)** Survival curve comparing male (n=16) and female Caveolin-1 (n=21) knockout over 60 days of hypoxia. *Post-hoc* survival curve analysis was performed with Mantel-Cox comparisons.

To determine how caveolin-1 expression impacts the mouse’s ability to survive chronic hypoxia, mice of both sexes from all three groups were placed in 10% oxygen conditions using a hypoxia chamber and observed over the course of 8 weeks (**Figure 1C**). The experiment was taken to 8 weeks in order to investigate the impact of caveolin 1 expression on mortality in chronic hypoxia, as at that point the survival difference between groups was the most prominent before the death of all mice in any group. Wildtype mice experienced low rates of mortality in hypoxia with only about 10% mortality by the end of the experiment. Conversely, global Cav1-KO mice began dying after 20 days of hypoxia and ended the experiment with an approximate 89.2% mortality rate. Notably, the Cav1-RC mice survival rate in hypoxia was close to WT controls despite only expressing caveolin-1 in the endothelium. This demonstrates the key role for endothelial caveolin-1 in lung homeostasis and PAH development.

To investigate how hypoxia-induced mortality may differ by sex, the hypoxia survival experiment was conducted with male and female Cav1-KO mice over the course of 8 weeks (**Figure 1D**). While the overall survival rate was not significantly different, an interesting pattern emerged that may mirror the sex dynamics seen in human patients. In our study, we found that female mice began dying earlier than males at about 20 days of hypoxia. However, by the end of the study, a larger number of females had survived compared to males (approximately 23.8% vs. 8.3%), which mirrors the broad trends seen in human PAH patients where females develop PAH at higher rates but also experience lower PAH mortality rates.

### Cav1-KO mice in chronic hypoxia possess pathophysiology of severe PAH

To assess the pulmonary and cardiac physiology of mice in hypoxic conditions that lead to increased mortality, both sexes and the three genetic groups underwent chronic hypoxia exposure for 6 weeks and were compared to normoxic controls using echocardiography and hemodynamic measurements. Measurements of right ventricular systolic pressure (RVSP) were taken as an approximate measurement of pulmonary hypertension in the mouse (**Figure 2A**). For both males and females, hypoxia alone significantly increased RVSP compared to normoxic controls. Notably, Cav1-KO males demonstrated significantly higher pressure than their wildtype counterparts in normoxia, while Cav1-KO females did not demonstrate a significantly higher normoxic RVSP, hinting at higher male susceptibility to genetic PAH risk factors. Notably, the restoration of endothelial Cav1 expression (Cav1-RC) restored RVSP to wildtype levels, highlighting the key role of endothelial Cav1 in pulmonary vascular homeostasis. Right ventricular free wall thickness (RVFWT) measurements demonstrate the advantage of combining hypoxia with c*aveolin-1* knockout for modeling disease pathology (**Figure 2B**). For females, Cav1-KO alone and hypoxia alone were insufficient to significantly increase RVFWT, but hypoxic Cav1-KO mice demonstrated significantly higher RVFWT compared to normoxic controls. Male Cav1-KO mice in hypoxia demonstrated a similar but subtle trend that was not statistically significant compared to the male wildtype and normoxia controls, hinting at sex differences in PAH pathophysiology. Right ventricular hypertrophy (RVH) was measured directly as RV/(LV+S) (**Figure 2C**), known as the Fulton Index. RVH followed a similar pattern to RVSP where hypoxia alone is sufficient to induce a significant increase across both sexes, but the largest increase in right ventricular hypertrophy was seen when combining hypoxia and CAV1-KO. Similar to previous experiments, Cav1-RC rescued right ventricular hypertrophy to wildtype levels. Pulmonary acceleration time (PAT) was also measured and found to be increased in Cav1-KO, particularly in females, while hypoxia lowered the measurement in females (**Figure 2D**). Tricuspid annular plane systolic excursion (TAPSE) measurements (**Figure 2E**) showed minor changes in our experiment, with three-way ANOVA identifying hypoxia as a significant factor (*p* = 0.0002) but not gender or genotype. Overall, for both males and females the combination of hypoxia with Cav1-KO produced the most severe form of PAH as shown by elevated RVSP, RVH, and RVFWT, but there were also subtle differences in the pathophysiology observed in male and female mice. Interestingly, while normoxic Cav1-KO males demonstrate a slightly elevated RVSP, they do not also possess elevated RVH, RVFWT, or PAT. This could suggest a threshold of RVSP pressure required to develop the subsequent pathophysiology of hypertrophy and ventricular remodeling seen in PAH. Based on the combination of high mortality rates and elevated RVSP, RVFWT, and RVH measurements, we will refer to the hypoxic Cav1-KO mice as having pulmonary arterial hypertension (PAH) moving forward (Arnold and Chen, 2009).

**Figure 2:**
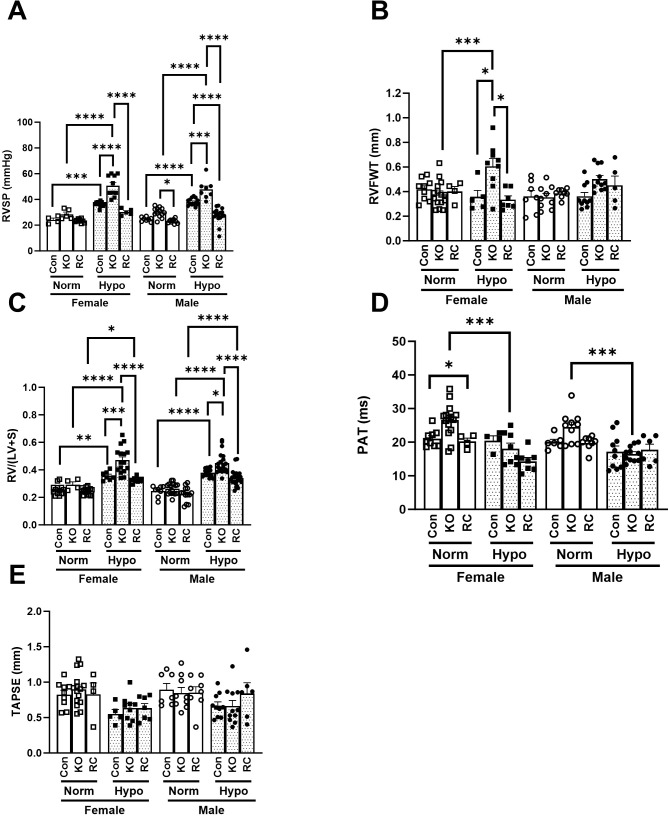
Right ventricular (RV) function and structure of Caveolin-1 (Cav1) global knockout or Caveolin-1 endothelial-specific reconstituted male and female mice exposed to 6 weeks of hypoxia. Control (Con), Cav1 global knockout (KO), and Caveolin-1 endothelial-specific reconstituted (RC) are plotted by normoxia (Normoxia), white bars, or hypoxia (Hypo), dotted bars. **(A)** Right ventricular systolic pressure (RVSP) (n = 4 – 16) **(B)** Right ventricular free wall thickness (RVFWT) (n = 4 – 11) **(C)** Right Ventricular Hypertrophy (RVH) as determined by the weight ratio of the right ventricle divided by the sum of left ventricle and septum (RV/(LV+S)) (n = 4 – 25) **(D)** Pulmonary acceleration time (PAT) (n = 4 – 15) **(E)** Tricuspid annular plane systolic excursion (TAPSE) (n = 4 – 15). *Post-hoc* 3-way ANOVA analysis with Bonferonni’s multiple comparisons tests where *P-value < 0.05, **P-value < 0.01, ***P-value <0.001, ****P-value < 0.0001. Data presented as mean ± standard error of the mean (SEM).

### Cardiac echocardiography demonstrates sex differences in cardiac physiology in pulmonary arterial hypertension

Cardiac echocardiography measurements were used to determine the effect of hypoxia and Cav1 expression on cardiac function. Cardiac output (CO) did not show consistent changes across groups, although three-way ANOVA found hypoxia status to be a significant factor in our CO data (*p* = 0.0449) and further significant in conjunction with genotype (p=0.0060) (**Figure 3A**). Ejection fraction (EF) measurements (**Figure 3B**) likewise did not show consistent trends by multiple comparison analysis, though genotype was found to be a significant factor (*p* = 0.0030). This same trend continues with the fractional shortening (FS) measurements (**Figure 3C**) where there was no significance in multiple comparisons but genotype was found to be a significant factor (*p* = 0.0029). Stroke volume (SV) (**Figure 3D**) was mostly unchanged in our experiment except for a surprising decrease in SV for Cav1-RC females in hypoxia, possibly due to loss of Cav1 in pulmonary SMCs and cardiomyocytes. Finally, isovolumetric relaxation time (IVRT) showed the most interesting trend in our cardiac data (**Figure 3E**), where IVRT is substantially increased in female Cav1-KO mice in hypoxia and recovered by Cav1-RC, while no such trend was seen in males except for a slight decrease in normoxic Cav1-RC IVRT. Additionally, there is a significant difference between male and female IVRT when comparing Cav1-KO hypoxic mice, with female IVRT being significantly higher. Overall, we see that the effect of PAH on cardiac function shows differences based on sex that may provide a hint at the underlying compensatory mechanisms that account for differences in patient outcomes.

**Figure 3:**
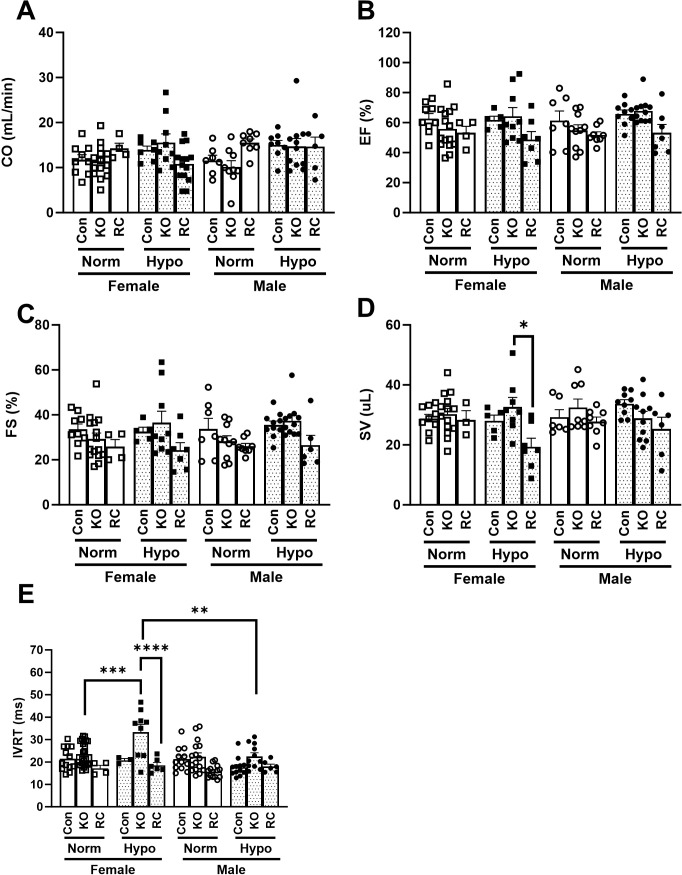
Cardiac echocardiography of Caveolin-1 (Cav1) global knockout or Caveolin-1 endothelial-specific reconstituted male and female mice exposed to 6 weeks of hypoxia. Control (Con), Cav1 global knockout (KO), and Caveolin-1 endothelial-specific reconstituted (RC) are plotted by normoxia (Normoxia), white bars, or hypoxia (Hypo), dotted bars. **(A)** Cardiac Output (CO) (n = 4 – 15) **(B)** Ejection Fraction (EF) (n = 4 – 15) **C)** Fractional Shortening (FS) (n = 4 – 15) **(D)** Stroke Volume (SV) (n = 4 – 15) **(E)** Isovolumetric relaxation time (IVRT) (n = 4 – 25). *Post-hoc* 3-way ANOVA analysis with Bonferonni’s multiple comparisons test where *P-value < 0.05, **P-value < 0.01, ***P-value < 0.001, ****P-value < 0.0001. Data presented as mean ± standard error of the mean (SEM).

### Blood gas measurements reveal sex differences in oxygen saturation in hypoxic Cav1-KO mice

To determine how hypoxia and Cav-1 expression alter the levels of blood gases and respiratory metabolites, blood was collected and analyzed after 6 weeks of normoxia or hypoxia (**Figure 4**). Measurement of oxygen saturation (**Figure 4A**) shows the most distinct sex pattern, with males demonstrating a significant decrease in oxygen saturation in hypoxic Cav1-KO compared to normoxic and wildtype controls. Additionally, the reduction in oxygen saturation was rescued by EC-specific Cav1 reconstitution (Cav1-RC). Measurement of the partial pressure of oxygen (pO_2_) (**Figure 4B**) showed a similar trend where both males and females experience an increase in oxygen pressure during chronic hypoxia, but only males had a statistically significant loss of pO_2_ in hypoxic Cav1-KO compared to normoxic Cav1-KO. In fact, male Cav1-KO in hypoxia demonstrated a pO_2_ even lower than the male normoxia samples, demonstrating a male-specific change in blood oxygen pressure. Genotype (*p=*0.0032) and hypoxia (*p=*0.005) were both significant factors for oxygen pressure variation. Partial pressure of carbon dioxide (pCO_2_) measurements (**Figure 4C**) showed how both males and females experienced a decrease in pCO_2_ in hypoxic conditions, mirroring the pattern seen with pO_2_ in reverse. Notably, the increase in pCO_2_ in Cav1-KO exposed to hypoxia was significant in males but not in females. Taken together, this indicates that Cav1-KO hypoxic males experience a more notable impact to their blood oxygen and carbon dioxide levels compared to females, which may have contributed to reduced survival. Blood pH levels did not change across any of the groups (**Figure 4D**). Despite this, there were subtle changes to extracellular base excess (BEECF) levels (**Figure 4E**), primarily a subtle decrease for both males and females in hypoxia. While multiple comparisons did not show significance between groups differing by only factor, sex (*p=*0.0010), hypoxia (*p<*0.0001), and genotype (*p* = 0.0081) were all found to be significant factors in BEECF variance in this experiment. Similarly, blood bicarbonate levels did not show differences in multiple comparisons but sex (*p=*0.0072), hypoxia (*p<*0.0001), and genotype (*p=*0.0055) were significant factors (**Figure 4F**). Lactate measurements (**Figure 4G**) showed an interesting trend where generally female lactate levels increased in hypoxic conditions, indicating a greater reliance on glycolysis and nonaerobic respiration. The pattern was far less consistent in males, with the highest levels being seen in normoxic Cav1-RC males. While specific comparisons did not find significance, the combination of sex and hypoxia was found to be a significant factor in blood lactate levels (*p=*0.0086). This could hint at a compensatory mechanism in female respiration, where glycolysis makes up for reduction in aerobic respiration in hypoxia that was not seen in male mice. Hemoglobin levels (**Figure 4H**) did not show a strong sex-specific pattern, but there is a consistent trend where hypoxia groups showed a significant increase in hemoglobin levels compared to normoxic controls, likely to compensate for low oxygen levels, particularly in males. Finally, hematocrit (Hct), which represents the percentage of blood volume that is made up of red blood cells (**Figure 4I**), was significantly increased in males and females exposed to hypoxia. Taken together, this data indicates there are sex-specific differences in how blood oxygen and lactate levels change in hypoxic conditions. However, across all the physiological data, only IVRT demonstrated a significant difference in Cav1-KO hypoxia mice when males and females were directly compared. While notable differences within male and female groups were found, this indicated physiological markers alone could not account for the difference in hypoxia survivability and PAH development. Thus, we pursued RNA-sequencing of the lungs in order to gather more information on the underlying transcriptomics.

**Figure 4:**
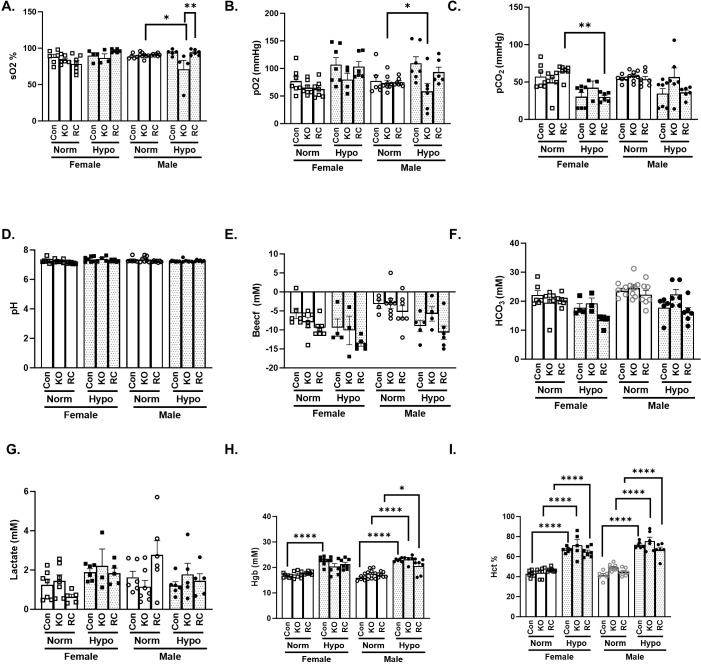
Blood gas measurements of Caveolin-1 (Cav1) global knockout or Caveolin-1 endothelial-specific reconstituted male and female mice exposed to 6 weeks of hypoxia. Control (Con), Cav1 global knockout (KO), and Caveolin-1 endothelial-specific reconstituted (RC) are plotted by normoxia (Normoxia, white bars), or hypoxia (Hypo, dotted bars). **(A)** Oxygen saturation (sO2) (n = 3 – 8) **(B)** Partial pressure of oxygen (pO2) (n = 4 – 7) **(C)** Partial pressure of carbon dioxide (pCO2) (n = 3 – 8) **(D)** pH levels (pH) (n = 4 – 8) **(E)** Extracellular base excess (BeCef) (n = 3 – 8) **(F)** Bicarbonate (HCO3) (n = 3 – 8) **(G)** Lactate (n = 3 – 7) **(H)** Hemoglobin (Hgb) (n = 5 – 9) **(I)** Hemocrit (Hct) (n = 5 – 9). *Post-hoc* 3-way ANOVA analysis with Bonferonni’s multiple comparisons test where *P-value < 0.05, **P-value < 0.01, ****P-value < 0.0001. Data presented as mean ± standard error of the mean SEM).

### RNA-sequencing of PAH mouse lungs implicates Caveolin-1 as a key regulator of gene expression important for cilia formation and muscle development

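RNA from whole lungs of 34 mice was sequenced. Control, Cav1-KO and Cav1-RC mice of both sexes had been kept at room air (normoxia) or at 10% oxygen (hypoxia) for 6 weeks, which makes 12 groups. Each group holds 3 mice, except female Cav1-KO normoxia and female Cav1-RC normoxia, which hold 2. 1 further library, whose group the labels leave uncertain, was used in no comparison. The authors enriched poly-A RNA, built directional libraries, mapped the reads to the mouse genome build mm10 and counted read pairs per gene, and they deposited the raw counts of 54532 genes and the FPKM of the same genes. In normoxia, the counts on genes per library ranged from 14037441 to 21571671 (median 15522460) in Control females, from 14342791 to 17933530 (median 16138160.5) in Cav1-KO females, and from 15103654 to 16729958 (median 15916806) in Cav1-RC females. They ranged from 17181071 to 21724288 (median 21024983) in Control males, from 15724575 to 18336638 (median 18096815) in Cav1-KO males, and from 16712446 to 24022019 (median 18345202) in Cav1-RC males. In hypoxia, the ranges were 15787932 to 33343006 (median 28077560) in Control females, 18122214 to 24097373 (median 21976296) in Cav1-KO females, and 12651977 to 25260984 (median 15868595) in Cav1-RC females. For hypoxic males they were 12425535 to 25571009 (median 19369269) in Control males, 15205360 to 27366004 (median 23795189) in Cav1-KO males, and 14977500 to 15972783 (median 15227983) in Cav1-RC males. Each comparison below was fitted to the counts of its own groups with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts. A gene was called differentially expressed at the paper's thresholds, an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p under 0.05. Expression of single genes is given in CPM, the counts scaled to library size with TMM. A count of 3 in a library was taken as the floor. Pathways were followed with 21 gene lists and tested with camera. The groups, comparisons, lists, their tests and the alternatives were fixed before the data were examined. What was added later is named as such where it is given, most of it in the closing parts. The addition used in the passages rests on the animal numbers in the paper's source data for the western blots of Fig. 1. Of the 34 sequenced mice, 12 appear in that list of 64 animals, with the same genotype, oxygen level and sex as their labels, and 22 do not. All 3 hypoxic libraries of male Control, female Cav1-KO and male Cav1-KO are on this western blot list. So is 1 library each of female Control normoxia, female Control hypoxia and female Cav1-RC normoxia, and no other of the 34. The further library of uncertain group carries the number of an animal listed as a normoxic Cav1-KO female. A fit over all 34 libraries with a term for this list, called the blot list term below, was added after the data were seen.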

Control, Cav1-KO, and Cav1-RC mice underwent 6 weeks exposure to normoxic or hypoxic conditions before lungs were isolated for RNA sequencing. A series of pairwise comparisons were performed for differential gene expression (DEG) analysis, with male and female samples separated. 

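Cav1 (ENSMUSG00000007655, chromosome 6 from 17306335 to 17341452) had 977 to 1361 CPM in the 12 Control libraries and 1.62 to 3.93 CPM in the 11 Cav1-KO libraries, where 29 to 104 counts per library lay above the floor of 3. Its log2 fold change in Cav1-KO was -9.23 (standard error 0.37, adjusted p = 0.00107) in normoxic females and -8.53 (standard error 0.26, adjusted p = 2.17e-06) in normoxic males, and -9.12 and -8.49 in hypoxic females and males. The sexes were also read from Xist, which is transcribed from the inactive X chromosome, and from the Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty. In 15 of the 18 libraries labelled male, Xist was at most 4.29 CPM and Ddx3y lay between 84.1 and 142 CPM. In the 3 others, labelled male Cav1-RC normoxia replicate 1, male Cav1-RC normoxia replicate 2 and male Control hypoxia replicate 2, Xist was 749, 866 and 777 CPM, and the 4 Y chromosome genes together reached at most 1.096 CPM against a mean of 252 CPM in the 15. The 16 libraries labelled female had 363 to 997 CPM of Xist. One of them, labelled female Cav1-KO hypoxia replicate 2, had 7.82 CPM of Ddx3y, and its Y chromosome genes summed to 6.91% of the mean of the 15 male libraries. Every library was kept in the group of its label.

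**Figure D1:**
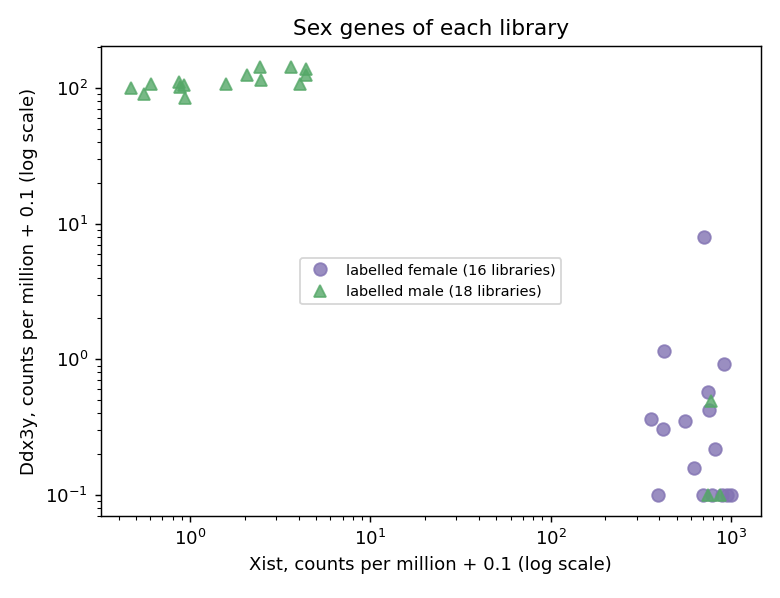
Xist (horizontal axis) against Ddx3y (vertical axis) in the 34 libraries, each as CPM plus 0.1 on a log scale, with purple circles for libraries labelled female and green triangles for those labelled male. 3 libraries labelled male sit among the females with Xist of 749 to 866, and 1 labelled female has 7.82 of Ddx3y.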

The total number of up- and down-regulated DEGs are shown for each notable pairwise comparison in **Supplementary Figure 1**. 

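Between 16981 and 17853 genes were tested in each comparison. In Cav1-KO against Control, 14 genes were higher and 7 lower in normoxic females, 220 higher and 652 lower in normoxic males, 55 higher and 81 lower in hypoxic females and 62 higher and 103 lower in hypoxic males. In Cav1-RC against Cav1-KO, the numbers were 5 higher and 12 lower in normoxic females, 389 higher of 616 called in normoxic males, 987 higher and 601 lower in hypoxic females and 1402 higher and 1132 lower in hypoxic males. Against Control, Cav1-RC had 16 higher and 8 lower in normoxic females, 215 higher and 218 lower in normoxic males, 99 higher and 45 lower in hypoxic females and 978 higher and 722 lower in hypoxic males. Hypoxia against normoxia gave 1 higher and 2 lower in Control females, 435 higher and 701 lower in Control males, 1114 higher and 1239 lower in Cav1-KO females and 1513 higher and 1552 lower in Cav1-KO males. Added to a fit over all 34 libraries, the blot list term moved these numbers in both directions, from 2977 to 79 genes in male Cav1-KO hypoxia against normoxia and from 409 to 607 in hypoxic male Cav1-KO against Control. With the Wald test of DESeq2, the package that the paper names, female Cav1-KO against Control gave 536 genes in normoxia and 1530 in hypoxia. Some numbers also change with a single library. Without female Control hypoxia replicate 1, female Cav1-KO against Control in hypoxia gave 4297 genes, and 17 to 25 without any 1 of the other 5 libraries. Control replicate 1 is the only Control library there on the western blot list, so without it the list and genotype go together. In normoxia the same comparison gave 445 genes without female Control normoxia replicate 1 and 2 without female Control normoxia replicate 2, and in males 1735 without male Control normoxia replicate 1. Male Cav1-KO against Control in hypoxia gave 541 genes without male Control hypoxia replicate 2, the library with high Xist. The genes with the smallest adjusted p among those whose libraries did not overlap included Atp6v0c-ps2, Gm10036 and Rps13-ps1 in Cav1-KO and Rpl29 in Cav1-RC. In normoxic males, the log2 fold change in Cav1-KO was 6.56 (standard error 0.15, adjusted p = 1.45e-06) for Atp6v0c-ps2 and -5.39 (standard error 0.14, adjusted p = 1.45e-06) for Gm10036, and that of Rpl29 in Cav1-RC against Cav1-KO was 6.53 (standard error 0.14, adjusted p = 1.42e-09). Atp6v0c-ps2 and Rps13-ps1 are pseudogenes, which can share reads with their parent genes.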

Principle component analysis (PCA) was performed to determine intra-group consistency (**Supplementary Figure 2**). 

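Principal components were computed from log2 CPM of the 19870 genes that passed the filter over all 34 libraries. PC1, PC2, PC3 and PC4 carried 29.5%, 13.1%, 9.35% and 7.25% of the variance. On PC1 the 12 libraries of mice on the western blot list lay between -88.98 and -43.3, and the 22 others between -5.13 and 63.6, with no overlap. Membership in that list accounted for 87.99% of the variance of PC1, genotype for 18.9%, oxygen level for 11.7% and sex for 0.504%, each taken alone. The 2 listed normoxia libraries lay with the listed hypoxia libraries. The listed libraries were apart on PC1 in each alternative except the one limited to the genes of largest variance. In the 3 groups that hold both kinds of library, the listed against other differences correlated across genes with the 6 comparisons in which 1 group is wholly listed and the other not, with a mean r of 0.669 (0.579 to 0.787). With the 4 comparisons in which neither or both groups are listed, r lay between -0.242 and 0.0269. Genes are not independent replicates, and these are correlations across genes. Those 6 comparisons are hypoxia against normoxia in Cav1-KO of both sexes and in male Control, Cav1-RC against Cav1-KO in hypoxia in both sexes, and male Cav1-RC against Control in hypoxia. In each of them the list and the condition cannot be told apart within the groups compared. Pairs of libraries within a group differed by a chi-square per gene of 4.68 to 196 over 32 pairs, where counting noise alone gives a value near 1, and the largest was between female Control hypoxia replicates 1 and 2.

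**Figure D2:**
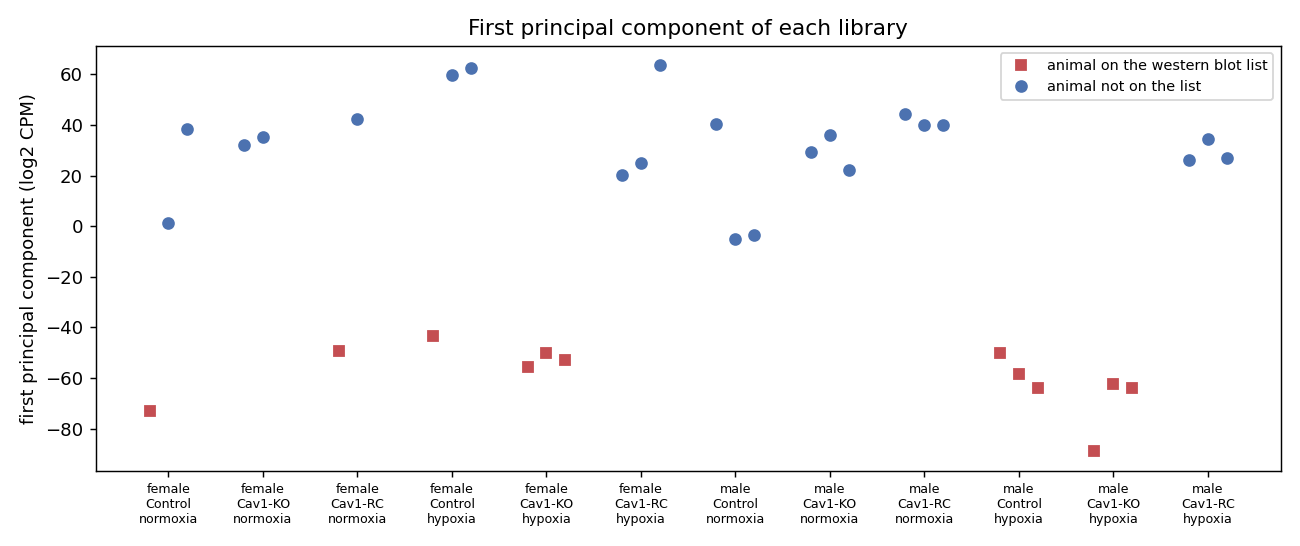
PC1 scores of the 34 libraries (vertical axis) by group (horizontal axis), with red squares for mice on the western blot list and blue circles for the others. The listed libraries sit between -88.98 and -43.3 and the others between -5.13 and 63.6.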

The DEG analysis was also used for gene ontology (GO) analysis, which categorizes genes by biological process. qPCR validation against notable DEGs is shown in **Supplementary Figure 3**. Here we compared RT-qPCR using RNA from comparable experimental mice against genes from notable pathways implicated in PAH: *DKK2, NOS3 (*eNOS), *RBPJ*, and BMPR2. These values were compared to fragments per kilobase of transcript per million mapped reads (FPKM) values for the same genes from the RNA-sequencing data. 

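The deposited FPKM are given as mean ± SD over the libraries of each group, with n = 3, or n = 2 in female Cav1-KO normoxia and female Cav1-RC normoxia. They equal the counts divided by gene length and library total, times 1 factor per library between 0.928 and 1.13. The FPKM of Dkk2 (ENSMUSG00000028031, chromosome 3 from 132085292 to 132180304) was 0.5002 ± 0.0464 in Control, 0.776 ± 0.158 in Cav1-KO and 0.361 ± 0.232 in Cav1-RC for females in normoxia, and 0.413 ± 0.0731 in Control, 1.56 ± 0.485 in Cav1-KO and 0.215 ± 0.0753 in Cav1-RC for females in hypoxia. It was 0.292 ± 0.0617 in Control, 0.656 ± 0.0598 in Cav1-KO and 0.384 ± 0.113 in Cav1-RC for males in normoxia, and 0.672 ± 0.03903 in Control, 0.755 ± 0.478 in Cav1-KO and 0.233 ± 0.0559 in Cav1-RC for males in hypoxia. For Nos3 (ENSMUSG00000028978, chromosome 5 from 24364810 to 24384474) it was 5.44 ± 0.721 in Control, 10.8 ± 0.513 in Cav1-KO and 10.8 ± 4.07 in Cav1-RC for females in normoxia, and 9.37 ± 3.395 in Control, 23.8 ± 2.52 in Cav1-KO and 11.9 ± 0.417 in Cav1-RC for females in hypoxia. In males the Nos3 values were 5.87 ± 0.82 in Control, 10.1 ± 0.615 in Cav1-KO and 8.04 ± 1.497 in Cav1-RC in normoxia, and 15.2 ± 2.29 in Control, 25.5 ± 3.47 in Cav1-KO and 12.99 ± 0.342 in Cav1-RC in hypoxia. Rbpj (ENSMUSG00000039191, chromosome 5 from 53466152 to 53657362) had 4.87 ± 0.855 in Control, 2.38 ± 0.00837 in Cav1-KO and 4.91 ± 0.955 in Cav1-RC for females in normoxia, and 4.94 ± 0.907 in Control, 2.19 ± 0.127 in Cav1-KO and 4.74 ± 0.213 in Cav1-RC for females in hypoxia. In males Rbpj had 5.35 ± 0.474 in Control, 2.49 ± 0.00361 in Cav1-KO and 5.299 ± 0.634 in Cav1-RC in normoxia, and 3.801 ± 0.158 in Control, 2.34 ± 0.0768 in Cav1-KO and 4.66 ± 0.118 in Cav1-RC in hypoxia. For Bmpr2 (ENSMUSG00000067336, chromosome 1 from 59763400 to 59879014) the means were 35.6 ± 9.42 in Control, 41.3 ± 2.51 in Cav1-KO and 34.3 ± 13 in Cav1-RC for females in normoxia, and 32.4 ± 7.47 in Control, 25.01 ± 6.797 in Cav1-KO and 27.5 ± 2.27 in Cav1-RC for females in hypoxia. In males Bmpr2 had 32.7 ± 8.86 in Control, 43.3 ± 1.19 in Cav1-KO and 39.9 ± 5.44 in Cav1-RC in normoxia, and 20.4 ± 1.29 in Control, 30.4 ± 6.11 in Cav1-KO and 31.1 ± 1.59 in Cav1-RC in hypoxia. The log2 ratio of the Dkk2 means of Cav1-KO and Control in hypoxic males, 0.17, lay between -0.48 and 0.47 with 1 library left out.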

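For Dkk2, the log2 fold change of the counts in Cav1-KO against Control was 0.62 (standard error 0.35, adjusted p = 0.546) in normoxic females, 1.17 (standard error 0.26, adjusted p = 0.0261) in normoxic males, 1.90 (standard error 0.34, adjusted p = 0.0608) in hypoxic females and 0.13 (standard error 0.44, adjusted p = 0.901) in hypoxic males. Every Cav1-KO library exceeded every Control library except in hypoxic males. Only the change in normoxic males passed both thresholds, and it fell short of them without any 1 of 5 of its 6 libraries. In hypoxic males it lay between -0.49 and 0.44 with 1 library left out, and was -0.49 without male Cav1-KO hypoxia replicate 2. In hypoxic females Dkk2 passed both thresholds without female Control hypoxia replicate 1, with 2.07. For Nos3, which encodes endothelial nitric oxide synthase, it was 0.97 (standard error 0.19, adjusted p = 0.158) in normoxic females, 0.77 (standard error 0.12, adjusted p = 0.00685) in normoxic males, 1.33 (standard error 0.25, adjusted p = 0.0645) in hypoxic females and 0.72 (standard error 0.15, adjusted p = 0.0569) in hypoxic males. In all 4 comparisons every Cav1-KO library exceeded every Control library, and with all libraries none passed both thresholds. Nos3 passed both without female Control normoxia replicate 1 in normoxic females (1.09) and without female Control hypoxia replicate 1 in hypoxic females (1.68). The sexes differed by 1.76 for Dkk2 (adjusted p = 0.257) and by 0.59 for Nos3 (adjusted p = 0.347) in hypoxia, on the log2 scale.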

Here, the trends seen in gene expression changes can be seen in both datasets, particularly the Cav1-KO induced upregulation of *DKK2* and *eNOS*. *BMPR2* does not show particularly strong trends in either reading and *RBPJ* qPCR shows a weaker trend than its FPKM counterpart, but this may be attributable to the increased variance in RT-qPCR data.

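In the counts, the log2 fold change of Bmpr2 in Cav1-KO against Control was 0.21 (standard error 0.26, adjusted p = 0.734) in normoxic females, 0.40 (standard error 0.19, adjusted p = 0.196) in normoxic males, -0.38 (standard error 0.26, adjusted p = 0.347) in hypoxic females and 0.55 (standard error 0.16, adjusted p = 0.121) in hypoxic males. None passed the thresholds, and only the hypoxic male libraries did not overlap. For Rbpj it was -1.04 (standard error 0.21, adjusted p = 0.158) in normoxic females, -1.11 (standard error 0.094, adjusted p = 0.00102) in normoxic males, -1.18 (standard error 0.17, adjusted p = 0.0349) in hypoxic females and -0.72 (standard error 0.10, adjusted p = 0.0187) in hypoxic males, with every Cav1-KO library below every Control library in each of the 4. The change passed both thresholds in normoxic males and in hypoxic females, and in the latter not without any 1 of 5 of the 6 libraries. In normoxic females it passed them without female Control normoxia replicate 1 (-1.13). Rbpj has pseudogenes, and 1 of them, Rbpj-ps3, rose by 4.37 (standard error 0.51, adjusted p = 0.0528) in normoxic females and 4.58 (standard error 0.45, adjusted p = 0.00192) in normoxic males. When the counts of Rbpj and its named pseudogenes were summed, the log2 fold change was -0.60 (standard error 0.21, adjusted p = 0.349) in normoxic females, -0.66 (standard error 0.10, adjusted p = 0.00573) in normoxic males, -1.05 (standard error 0.17, adjusted p = 0.0471) in hypoxic females and -0.62 (standard error 0.10, adjusted p = 0.0332) in hypoxic males.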

Comparing Cav1-KO to wildtype controls in normoxic conditions (**Figure 5**) revealed a major downregulation of genes belonging to GOs related to cilia such as cilium movement, cilium organization, and cilium assembly. 

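The list of motile cilia genes had a median log2 fold change of -1.21 over 97 genes, 2 higher and 95 lower (adjusted p = 8.74e-33) in Cav1-KO against Control in normoxic females, and a median log2 fold change of -1.10 over 97 genes, 1 higher and 96 lower (adjusted p = 6.31e-36) in normoxic males. In males 64 of these genes were called lower, with Dnah6 at -1.28 (standard error 0.11, adjusted p = 0.00119) and Ccdc153 at -1.97 (standard error 0.18, adjusted p = 0.00134). In females none was called, although 1981 of all tested genes had an unadjusted p under 0.05. With each library left out in turn the median stayed between -1.41 and -1.10 in females and between -1.27 and -0.99 in males. The blot list term moved it to -0.94 and -1.08. The test used, camera with a preset correlation of 0.01, gave an adjusted p under 0.05 for 140 of 330 list tests over the 16 comparisons. Of these, 27 also had one under 0.05 with fry. With the correlation estimated from the data the number was 0, with an unadjusted p under 0.05 in 16. For the cilia list, fry gave an adjusted p = 0.1202 in females and 0.0576 in males. The list of club cell genes, another airway cell type, moved the same way, with a median log2 fold change of -1.47 over 15 genes, 0 higher and 15 lower (adjusted p = 4.62e-08) in females and a median log2 fold change of -0.98 over 15 genes, 1 higher and 14 lower (adjusted p = 7.56e-06) in males. Across the 34 libraries, as deviations from the group means, the cilia and club cell lists correlated with a Pearson r of 0.725 (permutation p = 1e-05, the smallest that the permutations can give) and a Spearman rho of 0.684 (permutation p = 2e-05), with adjusted values of 2e-05 for both in this family of 2. Without the 2 farthest libraries r was 0.715. Within the libraries on the western blot list r was 0.632, and within the others 0.773.

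**Figure D3:**
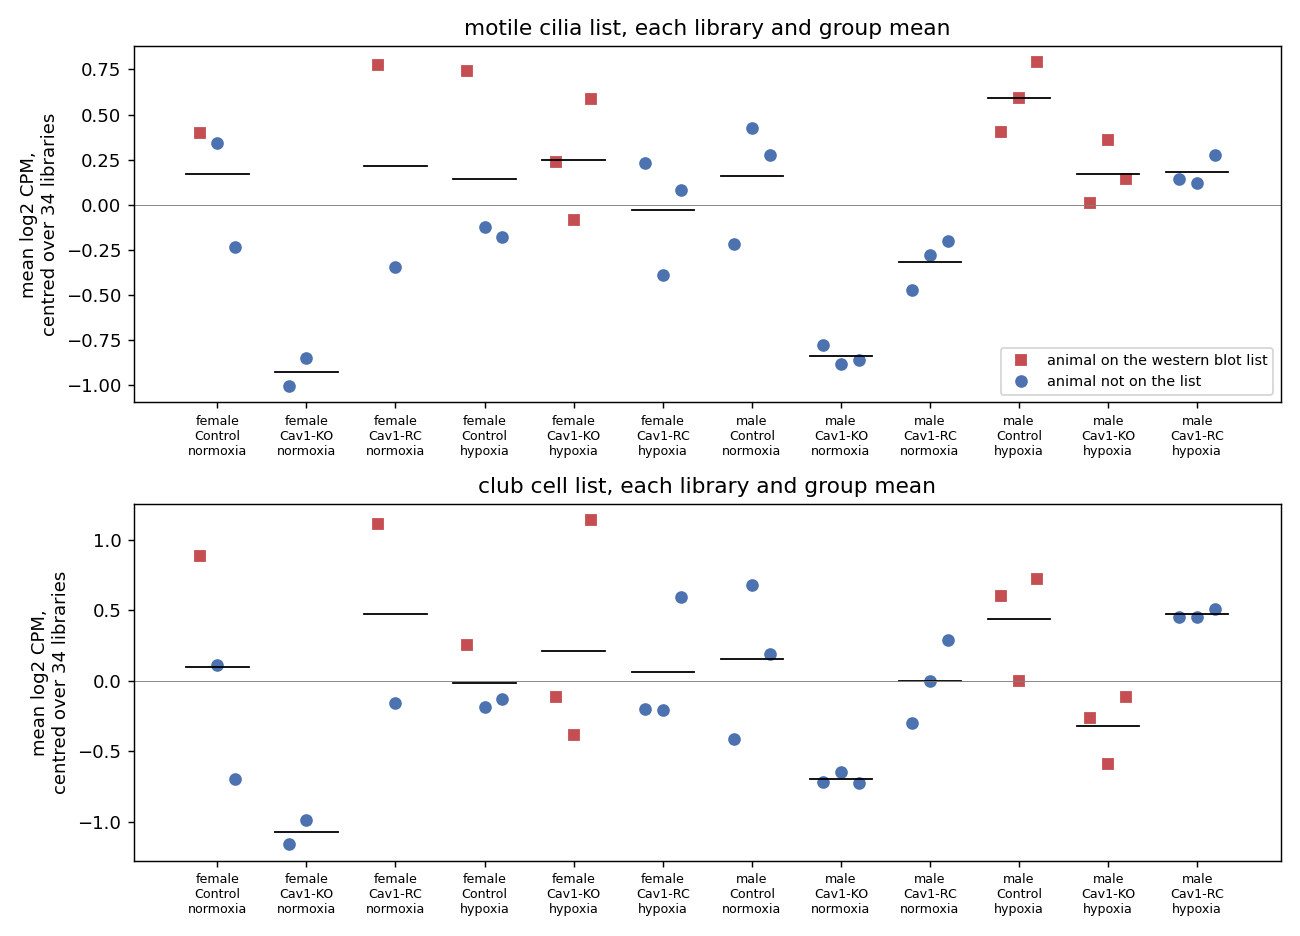
Mean log2 CPM relative to the mean of all libraries for the motile cilia and club cell lists (vertical axes), for each library by group (horizontal axis), with red squares for mice on the western blot list, blue circles for the others and a black line at each group mean. The medians fell by 1.21 for cilia and 1.47 for club cell genes in normoxic Cav1-KO females on the log2 scale.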

Particular downregulated genes across both sexes include structural protein coding gene *MNS1* and transcription factor *FOXJ1*, hinting at dysfunction of either ciliated cells (Yu et al., 2008) and/or ciliated endothelial cells in Cav1-KO mouse lungs. Conversely, comparing hypoxic Cav1-KO to normoxic Cav1-KO (**Supplementary Figure 4**) suggests chronic hypoxia may upregulate these same GOs. 

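Mns1 (ENSMUSG00000032221, chromosome 9 from 72438011 to 72462025) had 7.995 ± 1.04 CPM (SD, n = 2) in female Cav1-KO against 23.4 ± 4.896 (SD, n = 3) in Control, a log2 fold change of -1.58 (standard error 0.27, adjusted p = 0.116), and 7.56 ± 1.18 CPM (SD, n = 3) against 22.5 ± 4.43 (SD, n = 3) in males, -1.58 (standard error 0.18, adjusted p = 0.00286). Foxj1 (ENSMUSG00000034227, chromosome 11 from 116330704 to 116335399) had 67.03 ± 8.28 CPM (SD, n = 2) against 134 ± 28.9 (SD, n = 3) in females, -1.03 (standard error 0.24, adjusted p = 0.201), and 66.7 ± 5.87 CPM (SD, n = 3) against 153.1 ± 37.2 (SD, n = 3) in males, -1.22 (standard error 0.17, adjusted p = 0.00524). For both genes every Cav1-KO library was below every Control library. Both were called in males and neither in females, where both passed the thresholds without female Control normoxia replicate 1 (-1.44 for Mns1 and -1.003 for Foxj1). The difference between the sexes was 0.026 for Mns1 (adjusted p = 1) and 0.20 for Foxj1 (adjusted p = 0.999) on the log2 scale. From these genes and the cilia gene ontologies of Fig. 5, the paper proposes a dysfunction of ciliated cells or of ciliated endothelial cells in Cav1-KO lungs.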

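In hypoxic against normoxic Cav1-KO, the motile cilia list had a median log2 fold change of 1.26 over 97 genes, 95 higher and 2 lower (adjusted p = 7.97e-17) in females and a median log2 fold change of 1.13 over 97 genes, 94 higher and 3 lower (adjusted p = 1.17e-17) in males, and fry gave an adjusted p = 0.139 and 0.0121. Called higher were 66 of its genes in females and 56 in males. Mns1 rose by 1.39 (standard error 0.18, adjusted p = 0.00212) in females and 1.30 (standard error 0.21, adjusted p = 9.36e-04) in males, and Foxj1 by 1.49 (standard error 0.25, adjusted p = 0.00443) and 0.98 (standard error 0.14, adjusted p = 6e-04). All 6 hypoxic Cav1-KO libraries are of mice on the western blot list and none of the 5 normoxic ones is. Under the blot list term, the medians were 0.49 and 0.32, and Mns1 changed by 0.60 and 0.51. Hypoxic against normoxic Control females had a median of -0.040 for the list and males a median log2 fold change of 0.45 over 97 genes, 88 higher and 9 lower (adjusted p = 6.6e-08), or -0.35 with the blot list term. The hypoxic Control males are on the western blot list and the normoxic ones are not.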

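In normoxic Cav1-KO against Control, the T cell list had a median log2 fold change of -0.88 over 34 genes, 0 higher and 34 lower (adjusted p = 4.57e-12) in males and a median log2 fold change of -0.58 over 34 genes, 3 higher and 31 lower (adjusted p = 7.67e-06) in females. The B cell list had a median log2 fold change of -1.16 over 23 genes, 1 higher and 22 lower (adjusted p = 2.98e-08) in males and a median log2 fold change of -0.61 over 23 genes, 3 higher and 20 lower (adjusted p = 0.00199) in females. In males 9 T cell and 11 B cell genes were called lower, among them Cd3g at -1.66 (standard error 0.19, adjusted p = 0.00285) and Vpreb3 at -1.16 (standard error 0.14, adjusted p = 0.003397). In females none was called, with Cd3g at -1.15 (standard error 0.33, adjusted p = 0.254) and Vpreb3 at -1.59 (standard error 0.33, adjusted p = 0.167). As an interaction, the female minus male difference of the effect was 0.45 (adjusted p = 0.00128) for the T cell list, with 30 of 34 genes above 0, and fry gave an adjusted p = 0.771. It was 0.20 without male Control normoxia replicate 1 and 0.29 without female Control normoxia replicate 2, neither with an adjusted p under 0.05. For the B cell list it was 0.52 (adjusted p = 0.00128). The B cell median in females was -0.091 without female Control normoxia replicate 1. The angiogenesis list rose in both sexes, with medians of 0.21 (adjusted p = 6.59e-04) in females and 0.44 (adjusted p = 4.63e-11) in males, as did the endothelial cell list in males, with a median log2 fold change of 0.30 over 30 genes, 23 higher and 7 lower (adjusted p = 7.75e-05).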

While the most significant GOs for both males and females were related to cilia and cell motility, males also demonstrated significantly downregulated gene expression in GOs such as leukocyte cell-cell adhesion, regulation of leukocyte activation, and T and B cell activation that suggests a male-specific dysregulation of immune activation in Cav1-KO mice.

**Figure 5:**
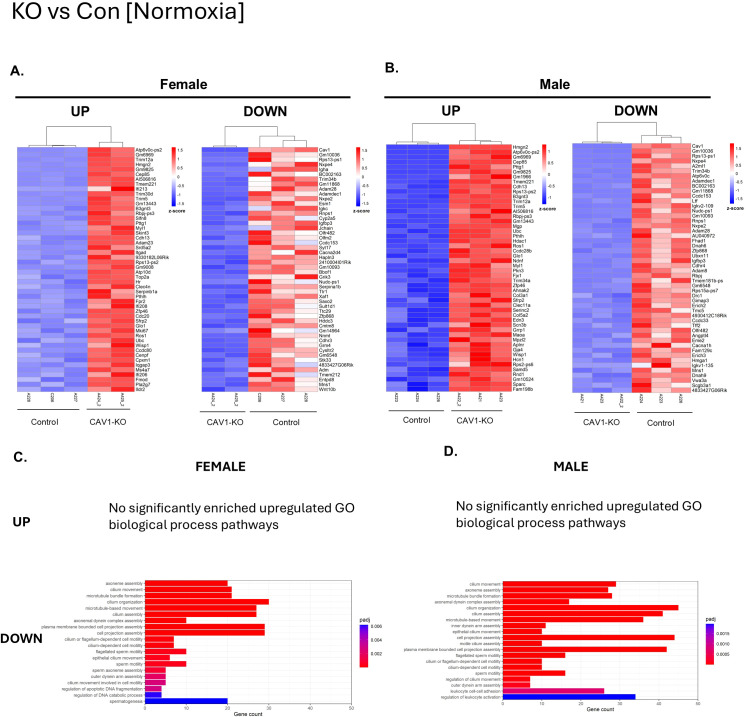
Pairwise comparison of differentially expressed genes between Caveolin-1 knockout (Cav1-KO) and wildtype control (Control) mouse lungs in normoxic conditions. Male (control n=3, Cav1-KO n=3) and female (control n=3, Cav1-KO n=2) comparisons were performed separately. The top 50 differentially expressed genes (DEG) upregulated and downregulated are shown in descending order of significance based on adjusted P-value (P_adj_) for **(A)** female and **(B)** male lungs. DEG thresholds were set at Log2Foldchange > 1, P_adj_ <0.05. Z-score coloring represents relative gene expression across all groups. Samples are sorted by complete hierarchical clustering. Gene Ontology (GO) analysis for **(C)** Female and **(D)** Male samples are shown as the top 20 gene ontologies in descending order of P_adj_. The X-axis represents the number of DEGs in this comparison that underlies the significant GO.

### Knockout of Cav-1 in males upregulates muscle cell development genes, while knockout of Cav-1 in females downregulates BMP signaling and angiogenesis

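In hypoxic Cav1-KO against Control, 31 genes were called in the same direction in both sexes, of 136 in females and 165 in males. Across genes, which are not independent replicates, the log2 fold changes of the sexes had a Pearson r of 0.377. In normoxia r was 0.735, with 20 shared genes. The difference between the sexes was tested as an interaction over the 4 groups. Under hypoxia 3077 genes had an unadjusted p under 0.05 and 0 passed both thresholds. In normoxia the numbers were 650 and 0. Without female Control hypoxia replicate 1 the interaction called 2977 genes under hypoxia. In the fit over all 34 libraries it called 37, in the same fit with the blot list term 5, and with DESeq2's Wald test 176. The sex-specific lists served as a check of the labels. For the female-specific list the female minus male difference under hypoxia was 2.79 (adjusted p = 0.912), and for the male-specific list 3.30 (adjusted p = 0.957). The comparison includes 1 library labelled male with high Xist and 1 labelled female with Y chromosome genes. Genes called in females include Gm10036 at -4.87 (standard error 0.19, adjusted p = 1.88e-04) and Rps13-ps2 at 5.23 (standard error 0.22, adjusted p = 2.05e-04), and in males Nxpe4 at -4.75 (standard error 0.28, adjusted p = 8.52e-04) and Pthlh at 3.39 (standard error 0.25, adjusted p = 0.00158).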

Comparing Cav1-KO to wildtype controls in the context of hypoxia (**Figure 6**) demonstrates even more sex differences in gene expression. 

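In hypoxic female Cav1-KO against Control, 55 genes were called higher among 17699 tested, and 5140 genes had an unadjusted p under 0.05. The genes called higher include Atp6v0c-ps2 at 5.53 (standard error 0.29, adjusted p = 3.48e-04). Of all 136 called genes, 11.8% were pseudogenes, against 5.16% of the tested genes. With DESeq2's Wald test 488 genes were higher. The fit over all 34 libraries gave 807, and 248 with the blot list term added. 1 of the 3 Control libraries in this comparison, replicate 1, is of a mouse on the western blot list, as are all 3 Cav1-KO libraries.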

Notably, while female Cav1-KO hypoxic mice had 491 upregulated DEGs, no biological process GOs were significant for this comparison. This may be because many of the genes were related to cell compartment GOs, such as those associated with spindle formation and kinetochore. These GOs were not significant in males, and instead there was an upregulation of pathways related to myeloid cell and erythrocyte development. 

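The list of spindle and kinetochore genes had a median log2 fold change of 0.77 over 71 genes, 67 higher and 4 lower (adjusted p = 3.13e-09) in hypoxic female Cav1-KO against Control, and fry gave an adjusted p = 0.135. Its median stayed between 0.44 and 0.91 with each library left out in turn. 1 gene of the list was called, Pttg1, with 4.16 (standard error 0.21, adjusted p = 3.48e-04). Cdk1 had 1.53 (standard error 0.32, adjusted p = 0.0778) and Nuf2 1.72 (standard error 0.38, adjusted p = 0.0802). In hypoxic males the list had a median log2 fold change of -0.48 over 69 genes, 12 higher and 57 lower (adjusted p = 3.26e-05). Between the sexes, the female minus male difference was 1.19 (adjusted p = 4.21e-18), with 66 of 71 genes above 0 (fry adjusted p = 0.432). The normoxic females had a median of 1.004 (adjusted p = 5.03e-26) and the normoxic males 0.10 (adjusted p = 0.0379).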

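The erythroid list had a median log2 fold change of 2.09 over 27 genes, 25 higher and 2 lower (adjusted p = 9.22e-09) in hypoxic male Cav1-KO against Control, 4 of them called, among them Hbb-bs at 5.03 (standard error 0.93, adjusted p = 0.0444) and Alas2 at 4.45 (standard error 0.75, adjusted p = 0.0343). In females it had a median log2 fold change of 0.34 over 26 genes, 15 higher and 11 lower (adjusted p = 0.245). Fry gave an adjusted p = 0.205 in males. Tested directly, the female minus male difference was -1.94 (adjusted p = 5.62e-06). The 4 hemoglobin genes of the list had a median log2 fold change of 5.66 in males and its 23 other genes one of 1.48. For both sets all 3 Cav1-KO males were above the 3 Control males, replicate 2 by the least. Relative to the mean of all libraries, the hemoglobin genes were 3.81 in replicate 1, -0.34 in replicate 2 and 3.65 in replicate 3 on the log2 scale, against -1.44, -3.47 and -3.34 in Control. Among hypoxic females the list had a median of 0.69 without Cav1-KO replicate 3 and 0.54 without Control replicate 2, each with an adjusted p under 0.05. Among myeloid genes, the neutrophil list had medians of 0.20 (adjusted p = 0.395) in males and 0.031 (adjusted p = 0.721) in females.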

Another interesting finding was the upregulation of genes in the muscle cell development GO only in males. 

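The cardiac muscle list had a median log2 fold change of 0.95 over 46 genes, 42 higher and 4 lower (adjusted p = 8.39e-08) in hypoxic male Cav1-KO against Control and a median log2 fold change of -0.43 over 51 genes, 14 higher and 37 lower (adjusted p = 0.944) in hypoxic females, with no gene called in either. In the same comparisons, the genes with an unadjusted p under 0.05 numbered 3464 in males and 5140 in females over all tested genes. Fry gave an adjusted p = 0.3096 in males. Ckmt2 had 1.47 (standard error 0.37, adjusted p = 0.09196) and Myl4 1.55 (standard error 0.42, adjusted p = 0.106). The female minus male difference was -1.30 (adjusted p = 0.00568), and without any 1 of 5 libraries its adjusted p was above 0.05. Hypoxic Control and Cav1-KO males are all on the western blot list. Among females 2 of the 3 Control libraries are not, and with the blot list term the median was 1.58 in females and 0.99 in males. Without female Control hypoxia replicate 1 the female median was -0.85, and -0.21 without replicate 2 of that group, each with an adjusted p under 0.05. The skeletal muscle list had medians of 0.18 (adjusted p = 0.858) in males and 0.23 (adjusted p = 0.682) in females. Within groups, the SD of the cardiac list was 0.694 on the log2 scale and that of the smooth muscle list 0.143.

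**Figure D4:**
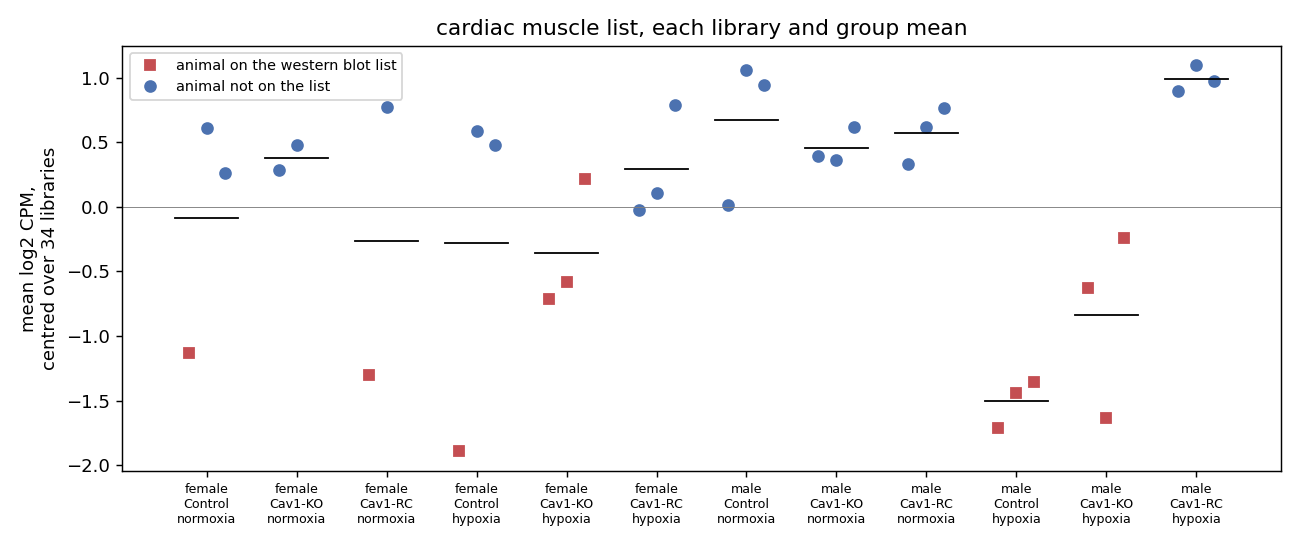
Mean log2 CPM relative to the mean of all libraries for the cardiac muscle list (vertical axis), for each library by group (horizontal axis), with red squares for mice on the western blot list, blue circles for the others and a black line at each group mean. The SD within groups is 0.694.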

In Cav1-KO, this is only seen in hypoxic males, but notably many muscle development related pathways are found to be downregulated when comparing hypoxic mice to normoxic mice (**Supplementary Figures 3**, **4**) in both males and females. However, females notably demonstrated fewer DEGs related to these pathways in normoxia. This could indicate sex differences in the transcriptomics that drive smooth muscle hypertrophy in male PAH compared to females. Conversely, hypoxic Cav1-KO males did not have any significantly downregulated biological process GOs compared to hypoxic WT controls, whereas females demonstrated several downregulated pathways. 

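Between hypoxic and normoxic mice, the cardiac muscle list had medians of -0.036 (adjusted p = 0.0177) in female Control, -2.37 (adjusted p = 3.04e-21) in male Control, -0.73 (adjusted p = 3.36e-05) in female Cav1-KO and -1.11 (adjusted p = 8.2e-07) in male Cav1-KO. The genes called lower numbered 0 of 51 in female Control, where 821 of all genes had an unadjusted p under 0.05, 43 in male Control, 15 in female Cav1-KO and 28 in male Cav1-KO. Myom2 fell by 4.06 (standard error 0.38, adjusted p = 0.00307) in male Control and by 1.54 (standard error 0.45, adjusted p = 0.0173) in male Cav1-KO on the log2 scale. In the last 3 comparisons every hypoxic library and no normoxic library is of a mouse on the western blot list. Once the blot list term was included, their medians were -0.29, 1.596 and 1.003, of the opposite sign in Cav1-KO. In female Control, where 1 library on each side is listed, the median was 0.42 without female Control hypoxia replicate 1 and 0.27 without female Control normoxia replicate 2.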

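In normoxic Cav1-KO against Control, no gene of the cardiac muscle list was called in females and 1 was called higher in males. The list had medians of 0.26 (adjusted p = 0.00981) in females and -0.34 (adjusted p = 0.09) in males, and the smooth muscle list -0.13 (adjusted p = 0.275) and -0.15 (adjusted p = 0.741). The skeletal muscle list had 0.29 (adjusted p = 0.433) in females and -0.19 (adjusted p = 0.738) in males. In females the cardiac median became -0.24 (adjusted p = 0.0602) with the blot list term.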

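In hypoxic male Cav1-KO against Control, where 103 genes were called lower, several lists were lower. The T cell list had a median log2 fold change of -0.62 over 34 genes, 2 higher and 32 lower (adjusted p = 3.97e-08), the B cell list a median of -1.11 (adjusted p = 4e-07), the motile cilia list -0.43 (adjusted p = 3.96e-15) and the smooth muscle list -0.40 (adjusted p = 5.35e-04). The list of alveolar type 2 cell genes had a median log2 fold change of -0.56 over 15 genes, 1 higher and 14 lower (adjusted p = 7.05e-07), with 2 genes called, and fry gave an adjusted p = 0.0251. That of type 1 cells had a median of -0.074 (adjusted p = 0.689). In hypoxic females, where 81 genes were called lower, the T cell list had a median of -0.53 (adjusted p = 0.00164). The medians were -0.55 (adjusted p = 0.00252) for the alveolar type 2 cell and -0.38 (adjusted p = 0.0207) for the type 1 cell list. They were -0.53 (adjusted p = 0.00169) for the smooth muscle, 0.074 (adjusted p = 0.982) for the motile cilia and 0.059 (adjusted p = 0.835) for the B cell list. For the B cell list the female minus male difference was 1.15 (adjusted p = 3.75e-04, fry adjusted p = 0.74). In females, where all Cav1-KO libraries and 1 of 3 Control libraries are on the western blot list, the blot list term gave -0.39 (adjusted p = 1.4e-11) for motile cilia and -0.10 (adjusted p = 0.442) for type 1 cells.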

BMP signaling pathway, response to BMP, and cellular response to BMP stimulus were all downregulated in female hypoxic Cav1-KO compared to hypoxic control. 

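The list of BMP signaling genes had a median log2 fold change of -0.29 over 49 genes, 18 higher and 31 lower (adjusted p = 0.0154) in hypoxic female Cav1-KO against Control, and fry gave an adjusted p = 0.215. In males it had a median log2 fold change of 0.074 over 49 genes, 27 higher and 22 lower (adjusted p = 0.148). 1 gene was called in females, Chrdl1, with -1.74 (standard error 0.28, adjusted p = 0.0491). Bmp3 had -0.82 (standard error 0.15, adjusted p = 0.0645) and Msx1 0.76 (standard error 0.15, adjusted p = 0.0664). Without female Cav1-KO hypoxia replicate 3 the median was -0.26 with an adjusted p above 0.05. In the fit with the blot list term, it was -0.071 (adjusted p = 0.381).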

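Bmp6 (ENSMUSG00000039004, chromosome 13 from 38345107 to 38500302) had 172 ± 11.3 CPM (SD, n = 3) in hypoxic male Cav1-KO against 81.5 ± 3.99 (SD, n = 3) in Control, a log2 fold change of 1.08 (standard error 0.10, adjusted p = 0.00428). In hypoxic females it was -0.20 (standard error 0.28, adjusted p = 0.644). Smad6 (ENSMUSG00000036867, chromosome 9 from 63953076 to 64022059) had 180.5 ± 17.6 CPM (SD, n = 3) against 79.2 ± 6.78 (SD, n = 3) in males, 1.19 (standard error 0.12, adjusted p = 0.00522), and -0.12 (standard error 0.47, adjusted p = 0.877) in females. Every Cav1-KO male exceeded every Control male for both genes, and the females overlapped. In females the sign turned without Cav1-KO replicate 3 for both genes, to 0.042 and 0.27, and for Smad6 also without Control replicate 1, to 0.18. As an interaction, the female minus male difference was -1.30 for Bmp6 (standard error 0.32, adjusted p = 0.257) and -1.32 for Smad6 (standard error 0.53, adjusted p = 0.268) over all genes. Adjusted over the list alone, the 23 genes that the paper names from these samples, the values were 0.0371 and 0.0612, which is not independent evidence.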

Though males did not demonstrate significant BMP-related GOs, *Bmp6* and *Smad6* were both upregulated in males, which were not DEGs in the same female comparison. This suggests males and females may regulate BMP signaling in sex-specific patterns in response to caveolin-1 depletion and hypoxia. Vascular GOs such as vasoconstriction and angiogenesis were downregulated in females, possibly as a compensatory mechanism. 

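The vasoconstriction list had a median log2 fold change of -0.78 over 25 genes, 5 higher and 20 lower (adjusted p = 3.52e-04) in hypoxic female Cav1-KO against Control, and fry gave an adjusted p = 0.0714. Adra1a was called, with -3.06 (standard error 0.49, adjusted p = 0.0472), and Ednrb had -0.99 (standard error 0.17, adjusted p = 0.0537). In hypoxic males the list had a median log2 fold change of -0.23 over 25 genes, 8 higher and 17 lower (adjusted p = 0.265). After the blot list term was added, the female median was -0.43. The angiogenesis list had a median log2 fold change of -0.19 over 76 genes, 30 higher and 46 lower (adjusted p = 0.153) in females and a median log2 fold change of 0.15 over 76 genes, 49 higher and 27 lower (adjusted p = 0.00645) in males. Angpt2 had -1.03 (standard error 0.19, adjusted p = 0.0645) in females and -0.93 (standard error 0.13, adjusted p = 0.0192) in males. The female median was -0.34 without female Control hypoxia replicate 1 and -0.24 without female Cav1-KO hypoxia replicate 1, each with an adjusted p under 0.05, and it was 0.12 with the blot list term, of the opposite sign. The male median was 0.12 without male Control hypoxia replicate 3, with an adjusted p above 0.05. The endothelial cell list had medians of 0.039 (adjusted p = 0.772) and 0.23 (adjusted p = 3.7e-04) in females and males.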

Taken together, this suggests that BMP signaling, angiogenesis, and muscle cell development are transcriptionally regulated in a sex-specific manner that may account for differences in PAH outcome.

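Tested as an interaction under hypoxia, the female minus male difference of the Cav1-KO effect was -0.39 (adjusted p = 2.29e-04) for the BMP signaling list, -0.37 (adjusted p = 4.81e-04) for the angiogenesis list and -0.54 (adjusted p = 0.00432) for the vasoconstriction list. The genes below 0 were 36 of 49, 57 of 76 and 20 of 25. With the blot list term these differences were -0.10, -0.021 and -0.26, and that of the cardiac muscle list was 0.46, of the opposite sign. Of the list tests of sex differences, 63 had an adjusted p under 0.05 with camera. With fry and with the estimated correlation the number was 0, and 14 and 9 had an unadjusted p under 0.05. From the gene ontologies that differed between the sexes in Fig. 6, the paper proposes that BMP signaling, angiogenesis and muscle cell development are regulated in a sex-specific manner.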

**Figure 6:**
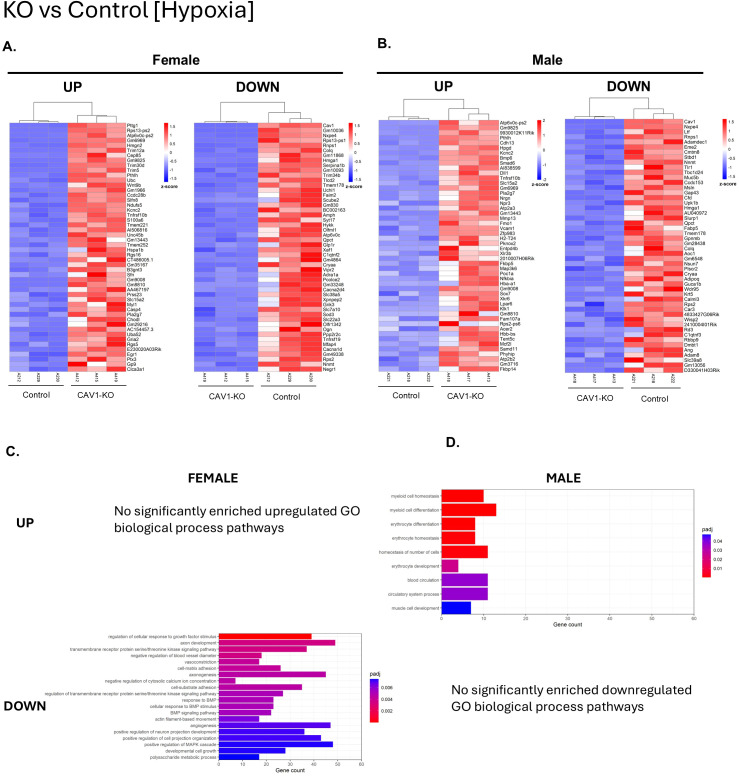
Pairwise comparison of differentially expressed genes between Caveolin-1 knockout (Cav1-KO) and wildtype control (Control) mouse lungs in hypoxic conditions. Male and female comparisons were performed separately (n=3 in each group). The top 50 differentially expressed genes (DEG) upregulated and downregulated are shown in descending order of significance based on adjusted P-value (P_adj_) for **(A)** female and **(B)** male lungs. DEG thresholds were set at Log2Foldchange > 1, P_adj_ <0.05. Z-score coloring represents relative gene expression across all groups. Samples are sorted by complete hierarchical clustering. Gene Ontology (GO) analysis for **(C)** Female and **(D)** Male samples are shown as the top 20 gene ontologies in descending order of P_adj_. The X-axis represents the number of DEGs in this comparison that underlies the significant GO.

### Reconstitution of endothelial caveolin-1 increases gene expression of cilia-related pathways, muscle cell development, and immune cell response

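Cav1 in the 11 Cav1-RC libraries was 1.48 to 6.48 CPM, with 31 to 106 counts per library, a range that overlaps that of Cav1-KO. The log2 fold change of Cav1 in Cav1-RC against Cav1-KO was 0.23 (standard error 0.44, adjusted p = 0.871) in normoxic females, -0.45 (standard error 0.32, adjusted p = 0.412) in normoxic males, 0.44 (standard error 0.44, adjusted p = 0.494) in hypoxic females and 0.42 (standard error 0.38, adjusted p = 0.391) in hypoxic males. Against Control it was -8.99 (standard error 0.40, adjusted p = 0.00277) in normoxic females and -8.05 (standard error 0.34, adjusted p = 1.84e-05) in hypoxic males. The counts are those assigned to the annotated Cav1 gene, and reads from the reconstitution construct that did not map there are not among them. The libraries labelled male Cav1-RC normoxia replicates 1 and 2 carry Xist at a female level, and both hypoxic comparisons of Cav1-RC with Cav1-KO set libraries outside the western blot list against libraries on it.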

To investigate the specific role of endothelial caveolin-1 in PAH development, we performed a pairwise comparison between Cav1-RC mice, where caveolin-1 is only expressed in the endothelium, and Cav1-KO mice, where caveolin-1 is globally knocked out. In female Cav1-RC normoxia mice (**Figure 7**), expression of cilia-related gene ontologies discussed previously was restored, while those same GOs were not found to be upregulated in either male Cav1-RC group. 

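In normoxic Cav1-RC against Cav1-KO, the motile cilia list had a median log2 fold change of 1.28 over 97 genes, 95 higher and 2 lower (adjusted p = 1.3e-31) in females and a median log2 fold change of 0.57 over 97 genes, 90 higher and 7 lower (adjusted p = 1.13e-25) in males. No gene of it was called in females, where 1482 of all genes had an unadjusted p under 0.05, and 2 were called higher in males, among them Ccdc153 at 1.55 (standard error 0.13, adjusted p = 3.69e-05). In hypoxia the list had medians of -0.28 (adjusted p = 0.00834) in females and -0.061 (adjusted p = 0.919) in males. Under the blot list term, these were 0.51 and 0.78, of the opposite sign. Between the sexes, the female minus male difference in normoxia was 0.75 (adjusted p = 1.74e-14), with 97 of 97 genes above 0. There are 2 female Cav1-RC libraries. Without replicate 1 of them the difference was 0.077 and the female median 0.63. Once the blot list term was included, they were 0.23 and 0.81. The club cell list rose by a median of 1.67 (adjusted p = 6.31e-12) in females and 0.53 (adjusted p = 3.59e-09) in males. Foxj1 rose by 1.44 (standard error 0.37, adjusted p = 0.386) in females and 0.81 (standard error 0.16, adjusted p = 0.00824) in males.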

Interestingly, two of the upregulated GOs in male Cav1-RC were downregulated in female Cav1-RC: myeloid leukocyte activation and cell chemotaxis. Both normoxic Cav1-KO males and females showed several upregulated neutrophil, leukocyte, and interferon-beta response pathways, though the GOs did not make the top 20 upregulated pathways in females. Additionally, male Cav1-RC mice showed an upregulation of several GOs related to muscle cell development and differentiation that were also upregulated in female Cav1-RC, though to a less significant degree. 

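The neutrophil list, taken for myeloid leukocytes, had a median log2 fold change of 1.005 over 30 genes, 28 higher and 2 lower (adjusted p = 7.2e-10) in normoxic male Cav1-RC against Cav1-KO and a median log2 fold change of -0.025 over 30 genes, 14 higher and 16 lower (adjusted p = 0.988) in females. In males 14 genes were called higher, among them Tlr1 at 2.02 (standard error 0.19, adjusted p = 9.9e-05), and fry gave an adjusted p = 0.0714. In females Tlr1 had 2.23 (standard error 0.38, adjusted p = 0.226) and Fpr1 -2.35 (standard error 0.41, adjusted p = 0.235). Tested directly, the female minus male difference was -1.05 (adjusted p = 6.08e-07), with 23 of 31 genes below 0. It was -0.48 without female Cav1-KO normoxia replicate 1, and the female median was then 0.13, and -0.31 without female Cav1-RC normoxia replicate 1. 2 of the 3 male Cav1-RC libraries are those with female levels of Xist.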

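In normoxic Cav1-KO against Control, the neutrophil list had a median log2 fold change of 0.050 over 31 genes, 17 higher and 14 lower (adjusted p = 0.889) in females and a median log2 fold change of -0.11 over 30 genes, 12 higher and 18 lower (adjusted p = 0.104) in males. The female median was -0.34 without Cav1-KO replicate 1, 0.29 without Cav1-KO replicate 2 and -0.16 without Control replicate 2. The male median was -0.52 without Cav1-KO replicate 2 and -0.19 without Control replicate 3, each with an adjusted p under 0.05. The interferon response list had a median log2 fold change of 0.12 over 40 genes, 25 higher and 15 lower (adjusted p = 0.276) in females and a median log2 fold change of -0.70 over 40 genes, 3 higher and 37 lower (adjusted p = 0.00273) in males, where 3 genes were called lower, among them Xaf1 at -1.67 (standard error 0.29, adjusted p = 0.0109). Fry gave an adjusted p = 0.6202 in males, and the male median was -0.12 without Control replicate 2, with an adjusted p above 0.05. The female median was 0.25 without Cav1-KO replicate 2. In Cav1-RC against Cav1-KO, the interferon response list had medians of 0.45 (adjusted p = 5.71e-06) in females and 0.34 (adjusted p = 1.64e-06) in males, where 7 genes were called higher. The female median was 0.25 without Cav1-RC replicate 1.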

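In normoxic Cav1-RC against Cav1-KO, the cardiac muscle list had a median log2 fold change of 0.041 over 52 genes, 33 higher and 19 lower (adjusted p = 0.762) in males and a median log2 fold change of -0.31 over 52 genes, 6 higher and 46 lower (adjusted p = 4.97e-04) in females. In males Nppa was called higher (adjusted p = 2.36e-04), and Myh7 lower, with -2.58 (standard error 0.092, adjusted p = 5.41e-08). In females Nppa had an adjusted p = 0.395 and Myh7 -2.20 (standard error 0.24, adjusted p = 0.0787). The female median was 0.31 without Cav1-RC replicate 1 and -1.89 without Cav1-RC replicate 2. The male median was -0.086 without Cav1-RC replicate 3, -0.032 without Cav1-KO replicate 2 and 0.17 without Cav1-RC replicate 1, the last with an adjusted p under 0.05. The smooth muscle list had medians of -0.034 (adjusted p = 0.118) in males and 0.32 (adjusted p = 0.0291) in females, and the skeletal muscle list -0.0064 (adjusted p = 0.286) and -0.19 (adjusted p = 0.333).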

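Myom2 (ENSMUSG00000031461, chromosome 8 from 15057653 to 15133541) had 41.4 ± 12.1 CPM (SD, n = 3) in hypoxic male Cav1-RC against 5.18 ± 3.88 (SD, n = 3) in Cav1-KO, a log2 fold change of 2.96 (standard error 0.47, adjusted p = 0.00153), with every Cav1-RC library above every Cav1-KO library. In normoxic males it was 0.24 (standard error 0.10, adjusted p = 0.144). The cardiac muscle list had a median log2 fold change of 1.69 over 53 genes, 50 higher and 3 lower (adjusted p = 1.17e-11) in hypoxic males, 38 of them called higher, and fry gave an adjusted p = 0.0576. All 3 Cav1-KO libraries and none of the 3 Cav1-RC libraries are of mice on the western blot list. In the fit with the blot list term, Myom2 had -1.10 (standard error 0.57, adjusted p = 0.294) and the list a median of -0.57, both of the opposite sign. The list of genes named in Fig. 9B had a median log2 fold change of 0.68 over 21 genes, 17 higher and 4 lower (adjusted p = 0.00764) in the same comparison, and with the blot list term a median of -0.11 (adjusted p = 0.991). Fig. 9B sums up changes found in these same libraries, so this list is not independent evidence.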

In hypoxia (**Figure 8**), comparing male Cav1-RC to Cav1-KO showed many muscle related pathways and the specific gene *myom2* in males being upregulated that were also upregulated in the normoxic comparison. Since many of these GOs were also upregulated in Cav1-KO and downregulated in hypoxia, this suggests the changes to muscle cell development gene expression may not be as simple as upregulation or downregulation, but rather that Caveolin-1 maintains intercellular signaling needed to regulate healthy muscle development that may be disrupted by chronic hypoxia. The muscle cell development GO was also upregulated in female hypoxia, though to a less significant degree. On the other hand, hypoxic female Cav1-RC mice showed upregulation of many of the same neutrophil and leukocyte related gene ontologies seen in the male normoxia comparison. This suggests that immune dysregulation and muscle development may be a common factor in both male and female PAH, but the degree of change and factors required to induce such changes show a sex-specific pattern. 

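In hypoxic female Cav1-RC against Cav1-KO, the cardiac muscle list had a median log2 fold change of 0.63 over 53 genes, 45 higher and 8 lower (adjusted p = 7.35e-05), with 12 genes called higher, among them Myh6 at 1.56 (standard error 0.30, adjusted p = 0.0115). The skeletal muscle list had a median of 0.24 (adjusted p = 0.687), against -0.28 (adjusted p = 0.563) in males, and the smooth muscle list 0.00060 (adjusted p = 0.905) against -0.046 (adjusted p = 0.899). The female minus male difference for the cardiac list was -1.04 (adjusted p = 4.21e-18), with 49 of 53 genes below 0 (fry adjusted p = 0.534). As in males, every Cav1-KO and no Cav1-RC library is listed, and the blot list term turned the female median to -1.65.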

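The neutrophil list had a median log2 fold change of 0.99 over 37 genes, 27 higher and 10 lower (adjusted p = 5.56e-05) in hypoxic female Cav1-RC against Cav1-KO, with 16 genes called higher, among them Mmp9 at 2.46 (standard error 0.25, adjusted p = 0.00193). In hypoxic males it had a median log2 fold change of 0.87 over 36 genes, 30 higher and 6 lower (adjusted p = 0.00691), with 7 called higher. As an interaction, the female minus male difference was 0.19 (adjusted p = 0.0874). After the blot list term was added, the medians were 1.13 in females and 0.96 in males. The interferon response list had 0.27 (adjusted p = 0.00433) in females and -0.076 (adjusted p = 0.682) in males, and 0.53 and 0.20 with that term.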

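In hypoxic Cav1-RC against Cav1-KO, the T cell list had a median log2 fold change of 0.94 over 34 genes, 30 higher and 4 lower (adjusted p = 1.49e-06) in females and a median log2 fold change of 0.53 over 34 genes, 26 higher and 8 lower (adjusted p = 0.00679) in males, with 12 and 8 genes called higher. The B cell list had a median log2 fold change of 1.42 over 23 genes, 22 higher and 1 lower (adjusted p = 8.37e-08) in females and a median log2 fold change of 1.01 over 23 genes, 22 higher and 1 lower (adjusted p = 3.02e-05) in males, with 12 and 11 called higher. Cd8b1 rose by 2.35 (standard error 0.28, adjusted p = 0.00285) in females and 2.42 (standard error 0.29, adjusted p = 5.26e-04) in males, and Ms4a1 by 1.87 (standard error 0.31, adjusted p = 0.0075) and 1.84 (standard error 0.26, adjusted p = 9.09e-04). Between the sexes, the female minus male difference was 0.27 (adjusted p = 0.00131) for the T cell list and 0.35 (adjusted p = 1.01e-04) for the B cell list. For T cells it was 0.13 without female Cav1-KO hypoxia replicate 2, the library with Y chromosome genes, and 0.14 without replicate 1, neither with an adjusted p under 0.05. With the blot list term the T cell medians were 0.96 and 0.65, and the B cell medians 1.69 and 1.21, in females and males.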

Interestingly, across both males and females a variety of differentiation-related gene ontologies were found to be upregulated including muscle and cardiomyocyte cell differentiation, and a female-specific upregulation of T-Cell, B-cell, lymphocyte, and myeloid differentiation. This is particularly surprising considering the Cav1-RC mice only restore Cav1 expression to the endothelium. This suggests a role for Cav1-mediated endothelial signaling in maintaining adjacent cell identities. 

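The BMP signaling list had a median log2 fold change of 0.13 over 48 genes, 27 higher and 21 lower (adjusted p = 0.138) in hypoxic male Cav1-RC against Cav1-KO, with 6 genes called higher and 3 lower. Fry gave an adjusted p = 0.0575, and the blot list term a median of -0.091. Bmp5 (ENSMUSG00000032179, chromosome 9 from 75775364 to 75900310) had 30.6 ± 6.05 CPM (SD, n = 3) in Cav1-RC against 7.98 ± 3.08 (SD, n = 3) in Cav1-KO, a log2 fold change of 1.95 (standard error 0.29, adjusted p = 0.00114), with no overlap between the libraries, and with the blot list term -0.32 (standard error 0.33, adjusted p = 0.657). Gdf2 (ENSMUSG00000072625, chromosome 14 from 33941039 to 33947198) was below the filter on low counts in this comparison and was not tested in it. Its FPKM was 0.221 ± 0.1404 (SD, n = 3) in Cav1-RC and 0.00419 ± 0.00725 (SD, n = 3) in Cav1-KO, where it was listed at 0 in at least 1 library, and 0.172 ± 0.149 (SD, n = 3) in Control. Gdf2 was called higher with no low-count filter (adjusted p = 1.67e-04), with DESeq2's Wald test (adjusted p = 0.00247), with the fit over all 34 libraries (adjusted p = 0.00336), and in the 4 fits without 1 library that tested it. It was not called with limma on log2(FPKM + 1) (adjusted p = 0.0921). In the fit over all libraries with the blot list term, Gdf2 had an adjusted p = 0.0613 in males and 0.0532 in females.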

Finally, though not in the top 20 upregulated GOs, hypoxic Cav1-RC males demonstrated a significant increase in the BMP signaling pathway GO with upregulated genes such as *BMP5* and *GDF2* (BMP9). 

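In hypoxic female Cav1-RC against Cav1-KO, Rbpj had 60.8 ± 3.51 CPM (SD, n = 3) against 28.5 ± 1.71 (SD, n = 3), a log2 fold change of 1.10 (standard error 0.12, adjusted p = 0.00233), and 0.97 (standard error 0.12, adjusted p = 0.00326) when summed with its pseudogenes. Bmp5 had 30.03 ± 5.704 CPM (SD, n = 3) against 11.1 ± 0.724 (SD, n = 3), 1.44 (standard error 0.17, adjusted p = 0.00285). For both genes every Cav1-RC library exceeded every Cav1-KO library. Under the blot list term, Rbpj had 0.71 (standard error 0.13, adjusted p = 0.00219) and Bmp5 -0.83 (standard error 0.33, adjusted p = 0.148). The BMP signaling list had a median log2 fold change of 0.15 over 48 genes, 29 higher and 19 lower (adjusted p = 0.241) in these females. In the other comparisons of Cav1-RC with Cav1-KO, Rbpj had 1.05 (standard error 0.21, adjusted p = 0.283) in normoxic females, 1.09 (standard error 0.086, adjusted p = 2.31e-05) in normoxic males and 0.98 (standard error 0.087, adjusted p = 1.94e-04) in hypoxic males. Without male Cav1-RC normoxia replicate 1 the change in normoxic males was 0.99, under the threshold.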

Notably female mice also saw restored expression of BMP genes such as *RBPJ* and *BMP5* though the gene ontology itself was not significant. Thus, in our model Cav1 depletion leads to a reduction of BMP signaling that is then restored with reconstitution of Cav1 in the endothelial cells that coincides with restored survivability in hypoxia.

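Of the genes called in Cav1-KO against Control and also tested in Cav1-RC against Cav1-KO, 89.5% of 19 went the opposite way in Cav1-RC in normoxic females, 92.4% of 793 in normoxic males, 87.5% of 128 in hypoxic females and 92.1% of 152 in hypoxic males. Called in the opposite direction were 4, 190, 63 and 91 of them. Both comparisons share the Cav1-KO libraries, which alone makes opposite signs common. In 10 simulations of counts with no change in any group, the mean share among as many genes, those of smallest p, was 95.5%, 89.1%, 92.2% and 90.1%. The genes picked there are noise alone, so these shares do not show what real Cav1-KO changes would give without restoration. In Cav1-RC against Control, 41.2%, 18.1%, 22.8% and 24.8% of the genes tested there were still called in the direction of Cav1-KO. From the lower BMP signaling in Cav1-KO and its rise in Cav1-RC in Fig. 8, beside the restored survival in hypoxia, the paper concludes that loss of Cav1 reduces BMP signaling and that endothelial Cav1 restores it.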

**Figure 7:**
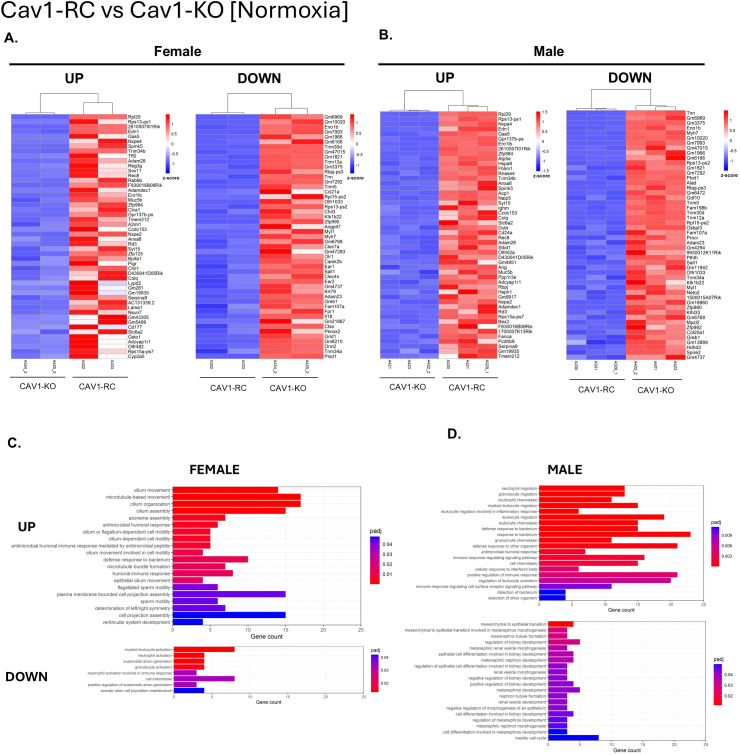
Pairwise comparison of differentially expressed genes between endothelial Caveolin-1 reconsituted (Cav1-RC) and Caveolin-1 knockout (Cav1-KO) mouse lungs in normoxic conditions. Male (Cav1-KO n=3, Cav1-RC n=3) and female (Cav1-KO n=2, Cav1-RC n=3) comparisons were performed separately. The top 50 differentially expressed genes (DEG) upregulated and downregulated are shown in descending order of significance based on adjusted P-value (P_adj_) for **(A)** female and **(B)** male lungs. DEG thresholds were set at Log2Foldchange > 1, P_adj_ <0.05. Z-score coloring represents relative gene expression across all groups. Samples are sorted by complete hierarchical clustering. Gene Ontology (GO) analysis for **(C)** Female and **(D)** Male samples are shown as the top 20 gene ontologies in descending order of P_adj_. The X-axis represents the number of DEGs in this comparison that underlies the significant GO.

**Figure 8:**
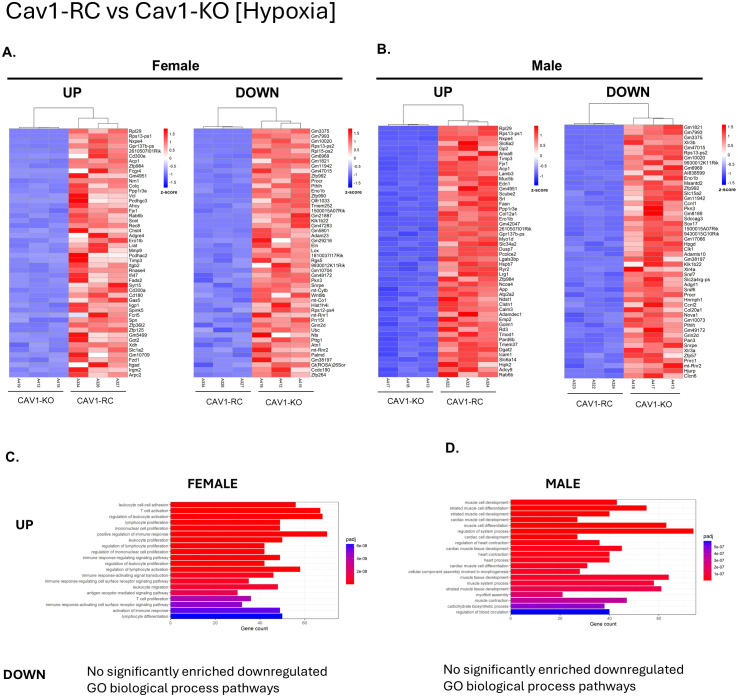
Pairwise comparison of differentially expressed genes endothelial Caveolin-1 reconsituted (Cav1-RC) and Caveolin-1 knockout (Cav1-KO) mouse lungs in hypoxic conditions. Male and female comparisons were performed separately (n=3 for each group). The top 50 differentially expressed genes (DEG) upregulated and downregulated are shown in descending order of significance based on adjusted P-value (P_adj_) for **(A)** female and **(B)** male lungs. DEG thresholds were set at Log2Foldchange > 1, P_adj_ <0.05. Z-score coloring represents relative gene expression across all groups. Samples are sorted by complete hierarchical clustering. Gene Ontology (GO) analysis for **(C)** Female and **(D)** Male samples are shown as the top 20 gene ontologies in descending order of P_adj_. The X-axis represents the number of DEGs in this comparison that underlies the significant GO.

### Changes to Caveolin-1 expression results in changes in the expression of known PAH risk factors

In order to determine how modulating *caveolin-1* expression impacts the expression of other genes associated with heritable PAH risk, we generated a heatmap of previously characterized PAH risk factor genes that shows the average expression in each experimental group (**Figure 9A**). 

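In the deposited FPKM, Bmp10 was listed at 0 FPKM in every library of 11 groups, and at a mean of 0.003203 in male Control normoxia, where it had a highest value of 0.00961 and a lowest of 0.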

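In hypoxic against normoxic Cav1-KO, the log2 fold change of Smad9 (ENSMUSG00000027796, chromosome 3 from 54755582 to 54801257) was -1.17 (standard error 0.25, adjusted p = 0.0114) in females and -1.10 (standard error 0.12, adjusted p = 1.83e-04) in males, and that of Smad4 (ENSMUSG00000024515, chromosome 18 from 73639009 to 73703780) was -0.41 (standard error 0.10, adjusted p = 0.0166) and -0.53 (standard error 0.11, adjusted p = 0.00422). Every hypoxic library was below every normoxic one for both genes. Without female Cav1-KO hypoxia replicate 3 Smad9 had -0.98 in females, under the threshold. With the blot list term, which these groups share with oxygen level, Smad9 had -0.39 and -0.33, and Smad4 0.16 and 0.033. Against hypoxic Control, Smad9 had -1.61 (standard error 0.35, adjusted p = 0.0792) in females and -0.26 (standard error 0.17, adjusted p = 0.435) in males, and Smad4 -0.45 (standard error 0.17, adjusted p = 0.142) and -0.061 (standard error 0.12, adjusted p = 0.8296). Smad9 passed both thresholds in females without female Control hypoxia replicate 1, with -1.89. For Smad4 in males the value was 0.068 without male Cav1-KO hypoxia replicate 1.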

Smad9 and Smad4 demonstrate similar expression patterns as evidenced by hierarchical clustering indicating a reduction of expression in Cav1-KO in hypoxia and hinting at some loss and/or dysregulation of BMP signaling in both males and females. Similarly, BMP-related genes such as BMPR2 are downregulated compared to their respective normoxia wildtype groups. 

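Relative to the normoxic Control of the same sex, the log2 ratio of mean Bmpr2 FPKM was -0.14 (exact permutation p = 0.7) in hypoxic Control, -0.51 (exact permutation p = 0.2) in hypoxic Cav1-KO and -0.37 (exact permutation p = 0.3) in hypoxic Cav1-RC females. In males it was -0.68 (exact permutation p = 0.1), -0.11 (exact permutation p = 0.8) and -0.074 (exact permutation p = 0.9). Each p is from an exact permutation test, two-sided, on 3 against 3 libraries, for which 0.1 is the smallest possible.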

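Smad1 (ENSMUSG00000031681, chromosome 8 from 79338395 to 79399518) had 54.5 ± 0.892 CPM (SD, n = 3) in hypoxic female Cav1-KO against 39.9 ± 0.5895 (SD, n = 3) in Control, a log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.0862), with no overlap between the libraries. In hypoxic males it had 52.1 ± 5.92 CPM (SD, n = 3) against 49.6 ± 1.14 (SD, n = 3), 0.074 (standard error 0.11, adjusted p = 0.751), with overlap. Against normoxic Control, the log2 ratio of mean Smad1 FPKM was 0.47 in female and 0.46 in male hypoxic Cav1-KO, and 0.37 in hypoxic male Control, each with an exact permutation p = 0.1.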

Smad1, on the other hand, is upregulated in male and female KO hypoxia, indicating that signaling in PAH may favor TGF-β over BMP signaling. 

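In the order normoxic females, normoxic males, hypoxic females and hypoxic males, the log2 fold changes in Cav1-KO against Control were -0.078, 0.28, -0.66 and 0.039 for Tbx4, 0.30, 0.59, 0.97 and 0.23 for Sox17, 0.052, -0.078, 0.22 and -0.074 for Eif2ak4 and 0.31, 0.27, -0.080 and 0.36 for Aqp11, and those of Smad1 in normoxia 0.32 and 0.27. None was called. In Cav1-RC against Cav1-KO they were -0.24, -0.17, 0.32 and 0.034 for Tbx4, 0.036, -0.46, -1.13 and -1.34 for Sox17, -0.17, -0.071, -0.25 and -0.25 for Smad1, -0.046, -0.0099, -0.10 and -0.26 for Eif2ak4 and -0.74, -0.34, -0.20 and -0.30 for Aqp11. Sox17 was called lower in hypoxic females (standard error 0.21, adjusted p = 0.0109) and hypoxic males (standard error 0.11, adjusted p = 1.65e-04), with no overlap between the libraries. Without Cav1-KO replicate 3 the female value was -0.92, under the threshold, and it also lay under it without Cav1-RC replicate 3. Once the blot list term was included, Sox17 had -0.47 and -0.67 in those 2 comparisons. Without female Control hypoxia replicate 1, Sox17 in hypoxic female Cav1-KO against Control was 1.48 and passed both thresholds. The sign of several of the smaller values turns with 1 library, such as Tbx4 in hypoxic male Cav1-KO (-0.054 without replicate 1 of that group) and Aqp11 in hypoxic female Cav1-KO (0.092 without replicate 3).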

Notably many of the genes on the lower portion of the heatmap such as *Tbx4, Sox17*, and *Smad1* appear generally downregulated with Cav1-KO and then restored in Cav1-RC (or the inverse pattern with *Eif2ak4 and Aqp11*). Overall, these findings emphasize the role that endothelial caveolin-1 expression plays in the regulation of many of these genes known to confer risk for developing PAH.

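For 8 genes named with Fig. 9A, Bmpr2, Smad9, Smad4, Smad1, Tbx4, Sox17, Eif2ak4 and Aqp11, the mean FPKM of each hypoxic group was also set against the normoxic Control of the same sex. For Sox17 the log2 ratios were 1.31 in hypoxic Cav1-KO females and 1.59 in males, 0.33 and 1.34 in hypoxic Control, and 0.20 and 0.26 in hypoxic Cav1-RC. For Smad9 they were -1.18 and -0.76 in hypoxic Cav1-KO, 0.42 and -0.52 in hypoxic Control, and -0.14 and 0.070 in hypoxic Cav1-RC. No exact permutation p in these comparisons of 3 libraries with 3 can be below 0.1.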

**Figure 9:**
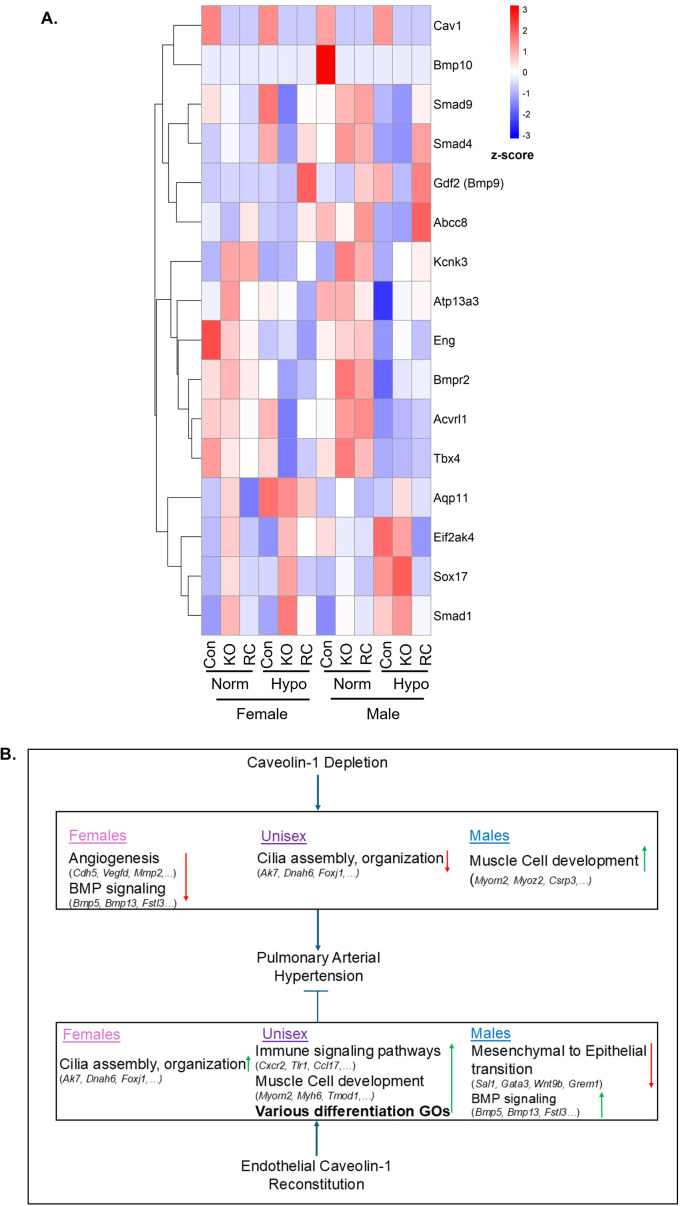
Summary of the effect of Caveolin-1 (Cav1) genetic status, hypoxia, and sex on the expression of known pulmonary arterial hypertension (PAH) risk factors and summary figure of transcriptional changes found in Cav1 genetic modulation. **(A)** A heatmap of genes associated with heritable PAH risk. Each group represents the average expression of these genes across all samples in the group. Genes are organized by hierarchical clustering to demonstrate similar patterns of expression across the groups. (n = 2 – 3) **(B)** Summary figure showing which transcriptional pathways are modulated during global Cav1 knockout or endothelial Cav1 reconstitution. Gene ontologies are distinguished by which sex, or both, they show significant change.

## Discussion

In this study we investigated the role of caveolin-1 in PAH development by utilizing a hypoxia-induced PAH model in conjunction with models of global Cav1 knockout (Cav1-KO) and endothelial-exclusive Cav1 expression (Cav1-RC). Our data demonstrated that expressing Cav1 in the endothelium restored mouse survivability in hypoxia compared to Cav1-KO counterparts, and that males died at higher rates in a manner comparable to human PAH patients. Physiological data demonstrated that both male and female Cav1-KO mice in hypoxia experienced increased RVSP and RVH, but there was also a female-specific impact on RVFWT, which was not significantly increased in males. RNA-sequencing of these mouse lungs helped us elucidate the underlying transcriptomic changes in our model of PAH, and a summary of the transcriptomic changes are shown in **Figure 9B**. We propose that subtle sex-specific transcriptomic changes to angiogenesis, BMP signaling, immune regulation, and muscle cell differentiation in Cav1-KO and sex-specific dynamics of RVFWT, blood oxygen levels, and lactate may account for the sex differences we found in hypoxia survival which deserve further investigation. Previous literature points to connections between most of these pathways and the pathophysiology of PAH development (Southgate et al., 2020; Erewele et al., 2022), but our data specifically ties these pathways to modulation of caveolin-1 expression. One particularly surprising finding was the GOs related to cilia assembly and organization. A recent study has tied caveolin-1 expression to changes in multicilliated epithelial cell differentiation in the airways (Wickham, 2016), and there is evidence of changes to endothelial cilia development in the context of PAH (Ali, 2024). Thus, further studies are necessary to determine whether these transcriptomic changes impact either ciliated cell morphology or functioning of endothelial cilia.

The results of this project also demonstrate the value of caveolin-1 knockout mice for studying hypoxia-induced PAH. Many animal models of PAH have been utilized, including chronic hypoxia alone (Boucherat et al., 2022), and our results show that hypoxia is sufficient to increase RVSP and RV hypertrophy. However, other physiological changes consistent with PAH, particularly an increase in RVFWT, only presented in Cav1-KO mice in chronic hypoxia. Additionally, the combination of Cav1-KO and hypoxia further increased RVSP and RV hypertrophy, positioning this double-hit model as one of severe PAH. While fully elucidating the complexities of PAH development will rely on the use of many models, we argue that the severe PAH model of Cav1-KO + hypoxia deserves further consideration.

One limitation of this study is that the global Cav1-KO limits our ability to investigate cell-specific transcriptomic changes. Our data reveals how endothelial Cav1 modulation can influence the expression of non-endothelial genes, such as muscle or cardiac differentiation, hinting at Cav1-modulated paracrine signaling in maintaining cell identity. This notion can be further explored using single-cell RNA-sequencing and EC-specific Cav1 knockout models, which our group is currently working towards.

Another limitation is elucidating a mechanism for the substantial sex differences seen in our data and in human patients. The most obvious mechanisms to investigate would either be gene expression from sex chromosomes or hormone-induced transcriptomic changes. While the field has thoroughly documented the sex differences in disease risk and outcome, the underlying mechanism for this difference is another PAH mystery. Combining our Cav1-KO + hypoxia model with other models for investigating sex differences, such as the Four Core genotype (De Vries et al., 2002; Arnold and Chen, 2009) or gonadectomies, may be useful in elucidating this question and will be incorporated into future investigations.

Based on our observations, the strongest candidates for transcriptomic pathways with unique sex dynamics in PAH development would be angiogenesis and muscle cell development. In our experiments, female mice demonstrated more significant changes to angiogenic signaling than males, particularly the downregulation seen in the female Cav1-KO hypoxia group. Dysregulated angiogenic signaling and aberrant angiogenesis are key hallmarks of PAH (Pathology and pathobiology of pulmonary hypertension: state of the art and research perspectives, 2019; Southgate et al., 2020), and our data suggests more substantial transcriptomic changes to angiogenic signaling in experimental females than in males. Key genes uniquely downregulated in female Cav1-KO hypoxia are *cdh5, vegfd*, and *mmp2.* This sex-specific dysregulation of angiogenic signaling may contribute to aberrant angiogenesis and may explain increased female susceptibility to PAH in human patients, which deserves extra investigation. 

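In hypoxic female Cav1-KO against Control, the log2 fold change of Cdh5 (ENSMUSG00000031871, chromosome 8 from 104101625 to 104144511) was -1.07 (standard error 0.29, adjusted p = 0.0928), that of Vegfd (ENSMUSG00000031380, chromosome X from 164373378 to 164402650) -1.25 (standard error 0.23, adjusted p = 0.0645) and that of Mmp2 (ENSMUSG00000031740, chromosome 8 from 92827291 to 92853420) -1.80 (standard error 0.33, adjusted p = 0.0645). Every Cav1-KO library was below every Control library for the 3 genes, and none passed the adjusted threshold with all libraries. All 3 passed both thresholds without female Control hypoxia replicate 1, with -1.30, -1.44 and -2.11. Without that library, every Cav1-KO and no Control library of this comparison is on the western blot list, so the list and genotype go together. In hypoxic males the values were -0.10 (standard error 0.14, adjusted p = 0.755), -0.50 (standard error 0.19, adjusted p = 0.206) and -0.70 (standard error 0.23, adjusted p = 0.159). In CPM every Cav1-KO male was also below every Control male for Vegfd and Mmp2 (in FPKM for Mmp2 but not for Vegfd), where 10% of the arrangements of 3 against 3 separate the groups by chance in one direction or the other. Mmp2 passed both in males without Cav1-KO replicate 2, with -1.03, and Cdh5 was 0.023 without Control replicate 2. Tested directly, the female minus male differences were -0.99 (adjusted p = 0.257), -0.77 (adjusted p = 0.281) and -1.12 (adjusted p = 0.267). In the fit with the blot list term, the female values were -0.49, -0.87 and -1.03.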

Changes to BMP signaling may also underly the changes in angiogenic signaling, though in that case there was also male-specific upregulation in Cav1-RC.

Similarly, muscle cell development showed more substantial transcriptomic changes in the male experimental mice compared to the female groups, and smooth muscle hypertrophy has been identified as a physiological hallmark of PAH development (Pathology and pathobiology of pulmonary hypertension: state of the art and research perspectives, 2019; Southgate et al., 2020; Ruopp and Cockrill, 2022). In our data, the genes uniquely upregulated in males were *myom2, myoz2*, and *csrp3.* While there are also changes to muscle cell development seen in female RC mice, they are more significantly altered in male mice, particularly in Cav1-KO. 

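In hypoxic male Cav1-KO against Control, Myom2 had 2.02 (standard error 0.64, adjusted p = 0.146), Myoz2 (ENSMUSG00000028116, chromosome 3 from 123006206 to 123035015) 1.45 (standard error 0.43, adjusted p = 0.126) and Csrp3 (ENSMUSG00000030470, chromosome 7 from 48830398 to 48848033) 1.66 (standard error 0.49, adjusted p = 0.126). The libraries of the 2 groups overlapped for the 3 genes. Without male Cav1-KO hypoxia replicate 2, Myoz2 and Csrp3 passed both thresholds, with 1.83 and 2.08. In hypoxic females they had -1.39 (standard error 0.97, adjusted p = 0.354), 0.46 (standard error 0.71, adjusted p = 0.675) and 0.31 (standard error 0.82, adjusted p = 0.809). Without female Control hypoxia replicate 1 these were -1.95, -0.057 and -0.22, the first past both thresholds, and with the blot list term 2.25, 2.31 and 2.70. The female minus male differences were -3.45 (adjusted p = 0.264), -1.02 (adjusted p = 0.552) and -1.37 (adjusted p = 0.503).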

In combination with data showing increased mortality in chronic hypoxia, this dysregulation of muscle cell development may lead to the muscle cell hypertrophy seen in PAH patients and the increased mortality rate of male PAH patients, which deserves further investigation. 

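In hypoxic female Cav1-RC against Cav1-KO, the log2 fold change of Myom2 was 1.64 (standard error 0.40, adjusted p = 0.0237), that of Myoz2 0.045 (standard error 0.34, adjusted p = 0.936) and that of Csrp3 0.088 (standard error 0.39, adjusted p = 0.889). In hypoxic males Myoz2 had 1.30 (standard error 0.36, adjusted p = 0.0164) and Csrp3 1.92 (standard error 0.42, adjusted p = 0.00658), both called. Myom2 in females was not called without any 1 of Cav1-KO replicate 1, Cav1-KO replicate 2 and Cav1-RC replicate 3, with values down to 1.33, and Myoz2 in males not without Cav1-KO replicate 2, with 0.94. In normoxic females Myom2, Myoz2 and Csrp3 had -0.15 (standard error 1.02, adjusted p = 0.964), -0.74 (standard error 0.71, adjusted p = 0.778) and -0.72 (standard error 0.83, adjusted p = 0.8002). The 2 Cav1-RC libraries differ, as Myom2 was 0.75 without replicate 1 and -3.21 without replicate 2. In normoxic males Myoz2 and Csrp3 had -0.26 and 0.036. After the blot list term was added, Myom2 had -2.42 in hypoxic females, of the opposite sign.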

*Myom2* is found upregulated in both male Cav1-KO and in both sexes of Cav1-RC, whereas *myoz2* and *csrp3* were not upregulated in both sexes of Cav1-RC like they were in Cav1-KO males. Thus, investigating these genes and pathways and their sex dynamic during hypoxia in caveolin depleted conditions may illuminate how these subtle differences lead to substantial differences in PAH outcome.

Ultimately, this study aimed to uncover sex-specific physiological and transcriptomic changes that underly the development of PAH induced by hypoxia and Cav-1 depletion. The reduction of hypoxia-induced mortality in Cav1-RC mice clearly demonstrated the vital role that endothelial Cav1 expression plays in preventing PAH development, and thus we investigated the underlying transcriptomics. While many of the pathways known to contribute to PAH development were found in both males and females (BMP signaling, cilia organization, muscle cell development, etc.), the degree of transcriptional change, specific genes within pathways, and the exact conditions that induced the change were not identical. Clearly PAH and its unique sex dynamic do not come from any single factor, and thus fully investigating it will require a fully nuanced understanding of these pathways and how they are regulated.

## Methods

### Mouse experiments

Cav1^-/-^ (Cav1^tm1Mls^/J) and B6/129SJ2 wild-type control mice were originally purchased from Jackson Labs. Cav1-RC mice (Murata et al., 2007) were obtained from William Sessa, Yale University. All animal experiments were approved by the Institutional Animal Care and Use Committee of the University of Illinois Chicago.

*Chronic Hypoxia Exposure.* Mice were exposed to hypoxic conditions via a hypoxia chamber that utilizes nitrogen gas to displace oxygen to a final concentration of 10%. This level is maintained by an automatic electronic oxygen meter, keeping the approximate oxygen gas content at 10%. This was maintained for 8 weeks in the case of survival studies, or 6 weeks for tissue isolation and echocardiography. The mice were observed daily for symptoms such as pain, distress, lethargy, or other signs of ill health, at which point they were humanely euthanized.

### Animal models of pulmonary arterial hypertension and hemodynamic measurements

In the mouse model of hypoxia-mediated pulmonary arterial hypertension, the mice mentioned above were exposed to hypoxia (10% O_2_) in a ventilated chamber (Biospherix, New York) for up to 6 weeks. Following exposure, right ventricular systolic pressure (RVSP) was determined by right heart catheterization using a Millar pressure transducer catheter. Fulton index, a weight ratio of the right ventricle divided by the sum of left ventricle and septum (RV/(LV+S)), was measured to determine the extent of right ventricular hypertrophy (RVH). 

*Rodent echocardiography.* Mouse heart function was assessed using functional rodent echocardiography, following previously described procedures. Briefly, the animals were anesthetized with inhaled isoflurane administered through a nose cone. Transthoracic echo was performed using the VisualSonics Vevo 2100 (VisualSonics Inc., Toronto, ON, Canada) and MS-550D transducer. RVFWT was measured during end-diastole at the parasternal short-axis mitral valve level using two-dimensional (2D) imaging or at the parasternal long-axis RV outflow tract level using M-mode imaging. Pulse-wave Doppler echo was utilized to record pulmonary blood outflow at the level of the aortic valve in the long-axis view, enabling measurement of PAT and PET. TAPSE was measured in 2D M-mode echocardiograms obtained from the apical four-chamber view. The cursor was positioned on the lateral tricuspid annulus near the free RV wall, aligning it as closely as possible to the apex of the heart.

### Left ventricular measurements

LV systolic functions were assessed using M-mode echocardiograms obtained from the LV parasternal short-axis view, recorded at the level of the two papillary muscles. Calculation of LV ejection fraction (EF), cardiac output (CO), stroke volume (SV), and fractional shortening (FS) normalized by body weight was performed. LV diastolic functions were evaluated from apical 4-chamber views. Doppler-mode echocardiograms were used to acquire mitral flow velocity, including peak early (E) and atrial (A) velocities, as well as isovolumic relaxation time (IVRT). Additionally, left ventricular global longitudinal strain (LV GLS), an important clinical parameter indicating heart recovery from heart failure, was measured using strain imaging analysis of LV B-mode videos. All the aforementioned parameters were averaged over three cardiac cycles.

### Blood collection for gas measurement

For each mouse, approximately 100 μL of blood was extracted from the anterior vena cava using a sterile syringe without the use of anti-coagulant. The samples were then injected into individual i-STAT CG4+ cartridges (Abbott, #03P85-51) to approximately the recommended 95 μL volume. Cartridges were placed into an i-STAT 1 machine (Abbott, #04P7501) for automated analysis of blood gases.

*Western blot.* Lung tissue was homogenized in lysis buffer [(Tris buffer pH 7.5, 150 nM NaCI, 1 mM NaF, 1mM EDTA, 1 mM Na3VO4, 44 µg/ml phenylmethylsulfonyl fluoride [PMSF], 1% protease inhibitor cocktail and 2% ODG)] using a tissue homogenizer. Samples were then centrifuged for 20 minutes at 16, 000 x g at 4 °C followed by protein quantification using a Pierce BCA protein assay kit (Thermoscientific #23225). Samples were prepared in 4 x sample buffer (Biorad, #1610747) at a concentration of 50 ug per well with heat denaturation. Samples were then loaded onto midi size TGX stain-free gels (4-15%) followed by transfer onto a low fluorescence PVDF membranes using a turbo-transfer system. After 1 hr block with skim milk at room temperature (RT), samples were incubated with mouse Caveolin-1 (BD Biosciences, #610407) overnight at 4 °C. After washing with tris-based saline with 0.05% Tween, membranes were incubated with anti-mouse-horse radish peroxidase (HRP) for 1 hr at RT. A chemi-doc Biorad imager in conjunction with ECL-max was used to develop the membranes.

### RNA sequencing

Whole lungs were collected from experimental mice and whole RNA was extracted using TRIzol reagent (Invitrogen, #15596026) with chloroform extraction. RNA was shipped to Novagene (Sacramento, CA) who processed the samples for sequencing. Samples underwent quality control and RNA integrity number (RIN) led to one sample being excluded from sequencing and analysis. For library construction, messenger RNA was purified from total RNA by poly-A enrichment and reverse transcribed to construct directional libraries. NovaSeq 6000 PE150 was used for paired-end sequencing of libraries. Sequences were mapped to mus musculus reference genome mm10 using hisat2 2.0.5 with default parameters. Read numbers and fragments per kilobase of transcript per million mapped reads (FPKM) were calculated using featureCounts 1.5.0-p3 with default parameters. Each group contains n=3 mice except female Cav1-KO normoxia and female Cav1-RC normoxia which contain n=2.

Quantitative PCR. Lung RNA was isolated using standard TRIzol reagent (Invitrogen, #15596026) with chloroform extraction. First, lung tissue was preserved in RNAlater (Invitrogen, #AM7020) during tissue collection and processed with TRIzol using a tissue homogenizer. RNA was eluted using RNAse free water and quantified RNA was reverse-transcribed into cDNA with High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific, #4368814). RT-qPCR was performed using FastStart Universal SYBR Green Master mix (Sigma Aldrich, #4913914001) with the following primers:

*BMPR2* Forward: 5’ CTGGCCATGATGAAGGGGTT 3’.
*BMPR2* Reverse: 5’ AGAATTGGGCCTCTGTGCTC 3’.
*DKK2* Forward: 5’ GACAACTCCTAACCGCACCA 3’.
*DKK2* Reverse: 5’ CTCCTCTGCTCCTCTGTCCT 3’.
*eNOS* Forward: 5’ ATGTGCTGCCCCTGTTACTC 3’.
*eNOS* Reverse: 5’ CACAGGTCCCTCATGCCAAT 3’.
*RBPJ* Forward: 5’ TTCAGTTGTGGTGTGTGGCT 3’.
*RBPJ* Reverse: 5’ GGCCTGCCTTCCAATCTCTT 3’.
*Actin Beta* Forward: 5’ GGCTGTATTCCCCTCCATCG 3’.
*Actin Beta* Reverse: 5’ CCAGTTGGTAACAATGCCATGT 3’.

### Differential gene expression and gene ontology analysis

DEG and GO analysis was performed using the Novomagic platform from Novogene. Pairwise comparison of treatment/genotype groups were performed with Deseq2 1.20.0. Genes were considered differentially expressed when |log_2_fold change > 1| and the adjusted p-value (or P_adj_) < 0.05. Heatmaps, bar graphs, and PCA chart were generated using previously developed R packages (Love et al., 2014; Wickham, 2016; Sievert, 2020; Neuwirth, 2022; Ali, 2024; Chang, 2025; Kolde, 2025; Vaidyanathan et al., 2025; Wickham and Bryan, 2025; Wickham et al., 2025). Heatmaps of DEGs shown were generated using normalized FPKM expression values. These DEGs were input to clusterProfiler 3.8.1 for GO analysis and threshold was set to P_adj_ < 0.05.

### Statistical analysis

Experimental data is shown here as the mean value and +/- standard error mean (SEM) for experimentally independent replicates. Three-way ANOVA was performed with sex, hypoxia status, and genotype as the three factors. Multiple comparisons analysis was performed between every group using Bonferonni’s multiple comparisons test. Significant comparisons between groups that differ by a single factor are shown in each graph analyzed by three-way ANOVA. Data was analyzed using Graphpad Prism 10. Significance of comparisons are shown using standard demarcation: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and (not significant) *ns p* > 0.05.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE316502.

# Supplementary material for: Transcriptomic profiling of the sex-linked biological pathways of severe pulmonary arterial hypertension associated with endothelial cell caveolin-1 depletion and chronic hypoxia
**Source:** Front Physiol. 2026 May 8;17:1794886. doi: 10.3389/fphys.2026.1794886
**Supplement:** Supplementary file 1

## Slide 1
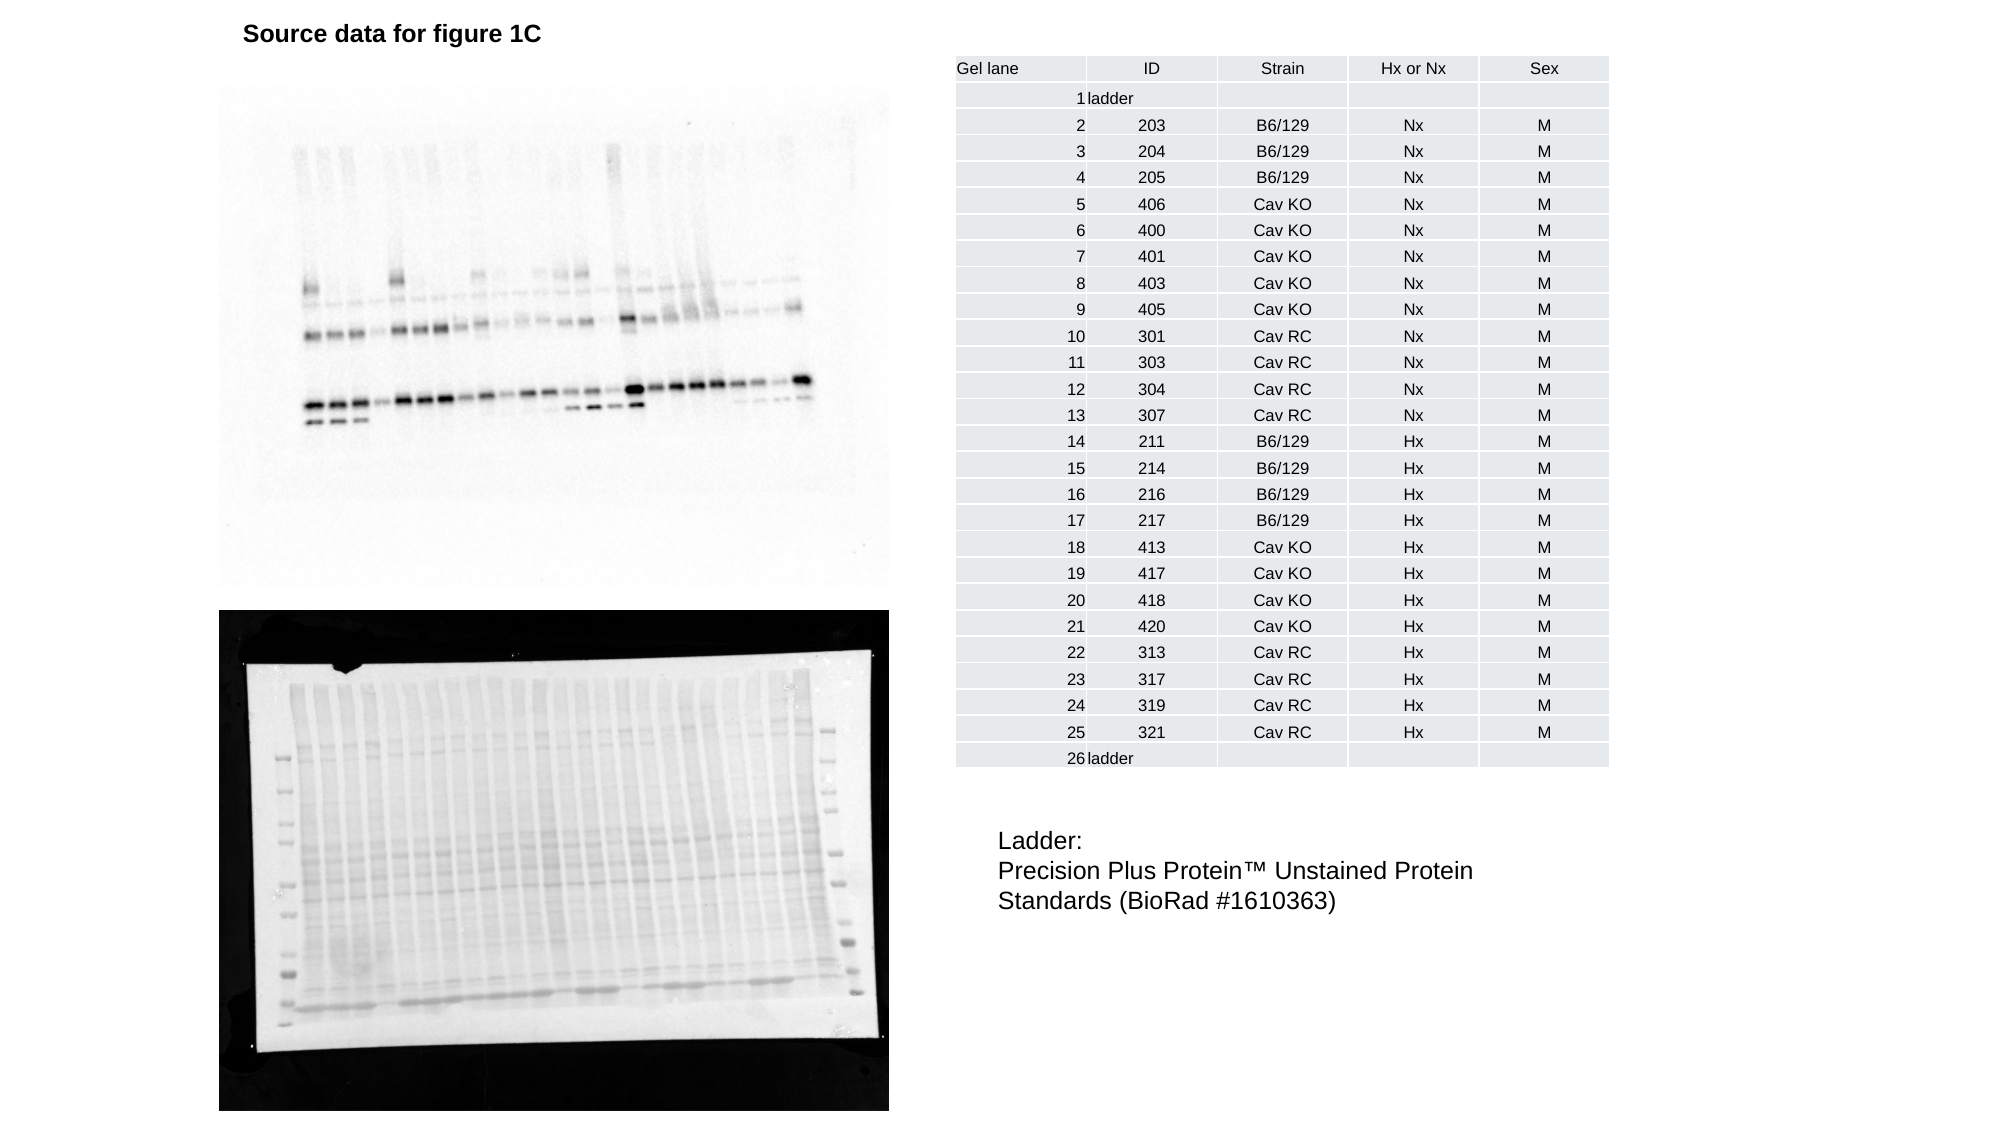

Source data for figure 1C
| Gel lane | ID | Strain | Hx or Nx | Sex |
| --- | --- | --- | --- | --- |
| 1 | ladder | | | |
| 2 | 203 | B6/129 | Nx | M |
| 3 | 204 | B6/129 | Nx | M |
| 4 | 205 | B6/129 | Nx | M |
| 5 | 406 | Cav KO | Nx | M |
| 6 | 400 | Cav KO | Nx | M |
| 7 | 401 | Cav KO | Nx | M |
| 8 | 403 | Cav KO | Nx | M |
| 9 | 405 | Cav KO | Nx | M |
| 10 | 301 | Cav RC | Nx | M |
| 11 | 303 | Cav RC | Nx | M |
| 12 | 304 | Cav RC | Nx | M |
| 13 | 307 | Cav RC | Nx | M |
| 14 | 211 | B6/129 | Hx | M |
| 15 | 214 | B6/129 | Hx | M |
| 16 | 216 | B6/129 | Hx | M |
| 17 | 217 | B6/129 | Hx | M |
| 18 | 413 | Cav KO | Hx | M |
| 19 | 417 | Cav KO | Hx | M |
| 20 | 418 | Cav KO | Hx | M |
| 21 | 420 | Cav KO | Hx | M |
| 22 | 313 | Cav RC | Hx | M |
| 23 | 317 | Cav RC | Hx | M |
| 24 | 319 | Cav RC | Hx | M |
| 25 | 321 | Cav RC | Hx | M |
| 26 | ladder | | | |
Ladder:
Precision Plus Protein™ Unstained Protein Standards (BioRad #1610363)

## Slide 2
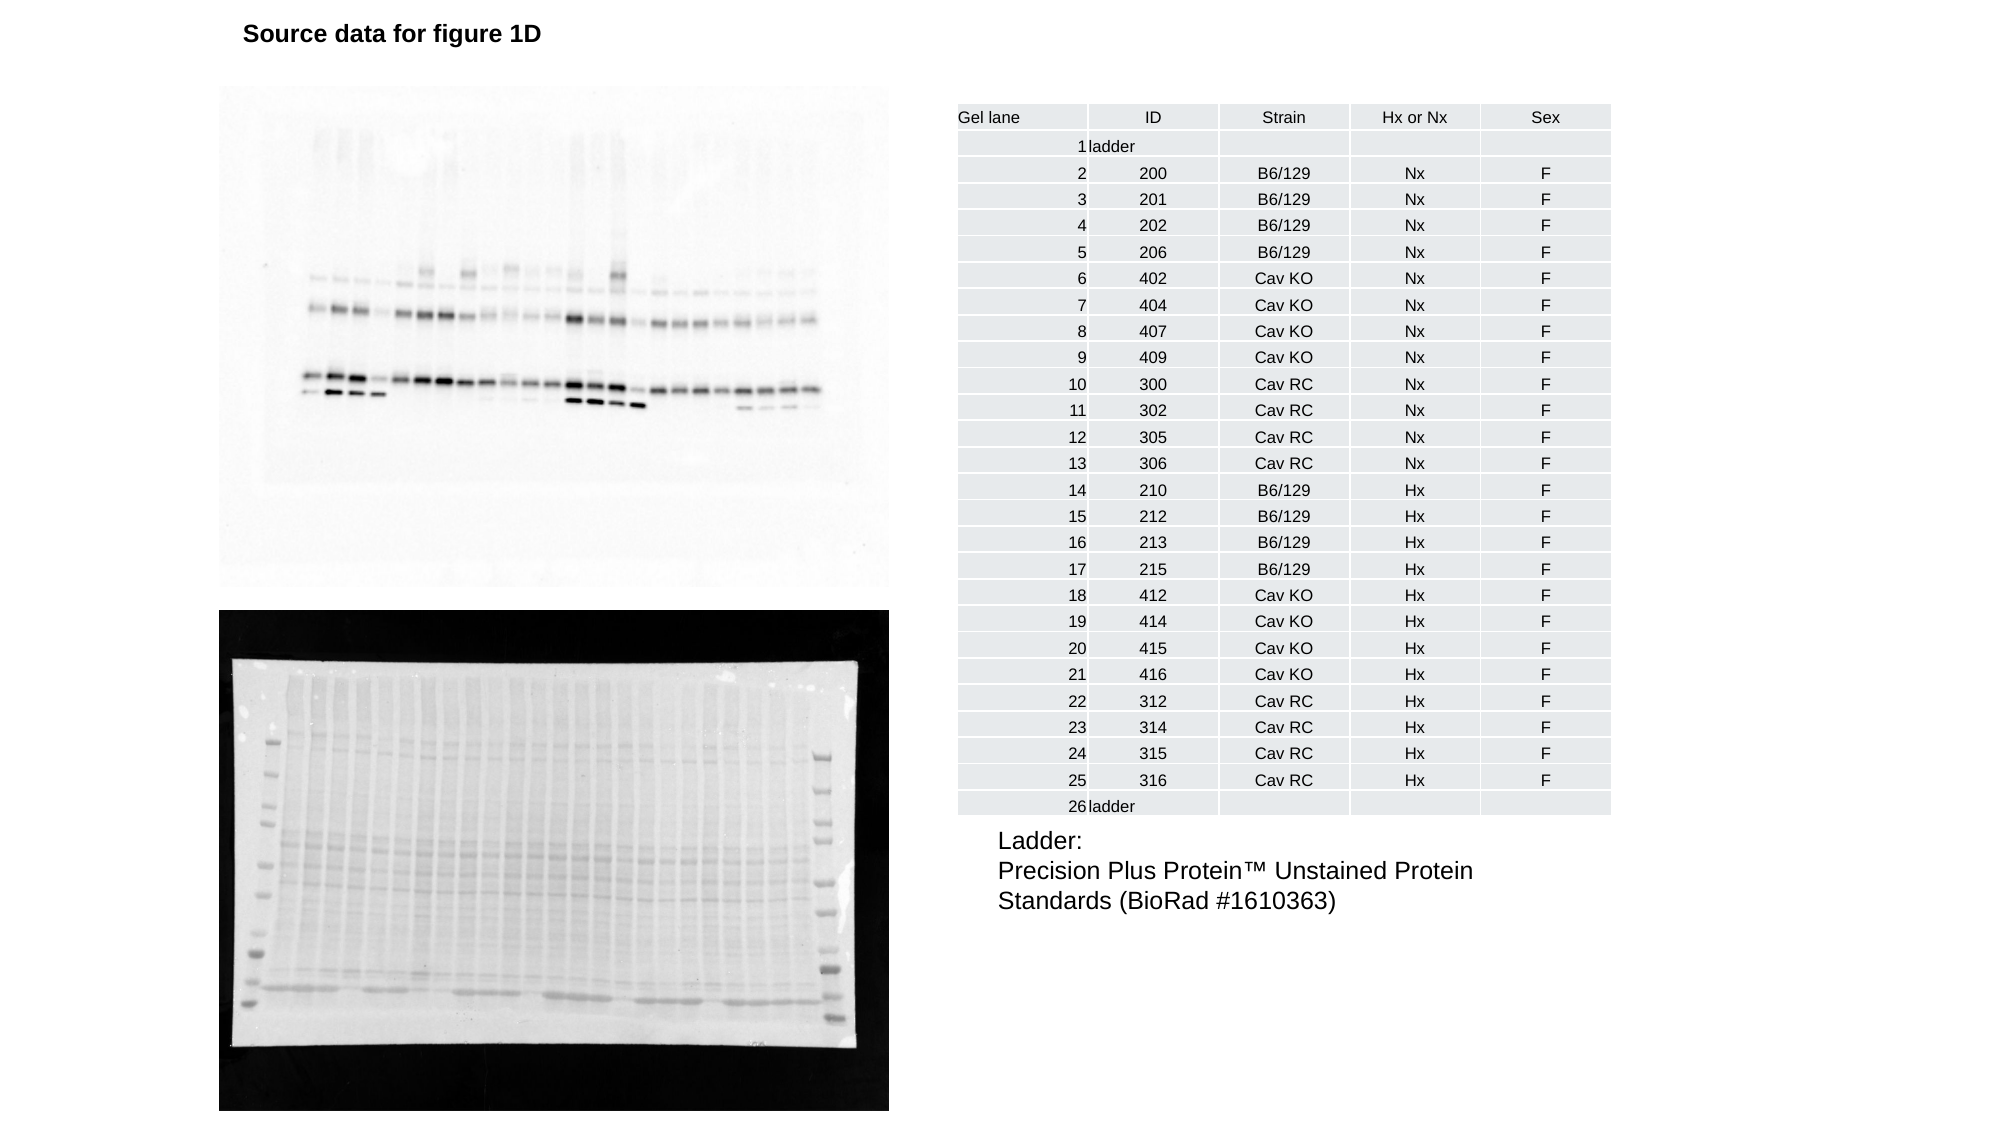

Source data for figure 1D
| Gel lane | ID | Strain | Hx or Nx | Sex |
| --- | --- | --- | --- | --- |
| 1 | ladder | | | |
| 2 | 200 | B6/129 | Nx | F |
| 3 | 201 | B6/129 | Nx | F |
| 4 | 202 | B6/129 | Nx | F |
| 5 | 206 | B6/129 | Nx | F |
| 6 | 402 | Cav KO | Nx | F |
| 7 | 404 | Cav KO | Nx | F |
| 8 | 407 | Cav KO | Nx | F |
| 9 | 409 | Cav KO | Nx | F |
| 10 | 300 | Cav RC | Nx | F |
| 11 | 302 | Cav RC | Nx | F |
| 12 | 305 | Cav RC | Nx | F |
| 13 | 306 | Cav RC | Nx | F |
| 14 | 210 | B6/129 | Hx | F |
| 15 | 212 | B6/129 | Hx | F |
| 16 | 213 | B6/129 | Hx | F |
| 17 | 215 | B6/129 | Hx | F |
| 18 | 412 | Cav KO | Hx | F |
| 19 | 414 | Cav KO | Hx | F |
| 20 | 415 | Cav KO | Hx | F |
| 21 | 416 | Cav KO | Hx | F |
| 22 | 312 | Cav RC | Hx | F |
| 23 | 314 | Cav RC | Hx | F |
| 24 | 315 | Cav RC | Hx | F |
| 25 | 316 | Cav RC | Hx | F |
| 26 | ladder | | | |
Ladder:
Precision Plus Protein™ Unstained Protein Standards (BioRad #1610363)

## Slide 3
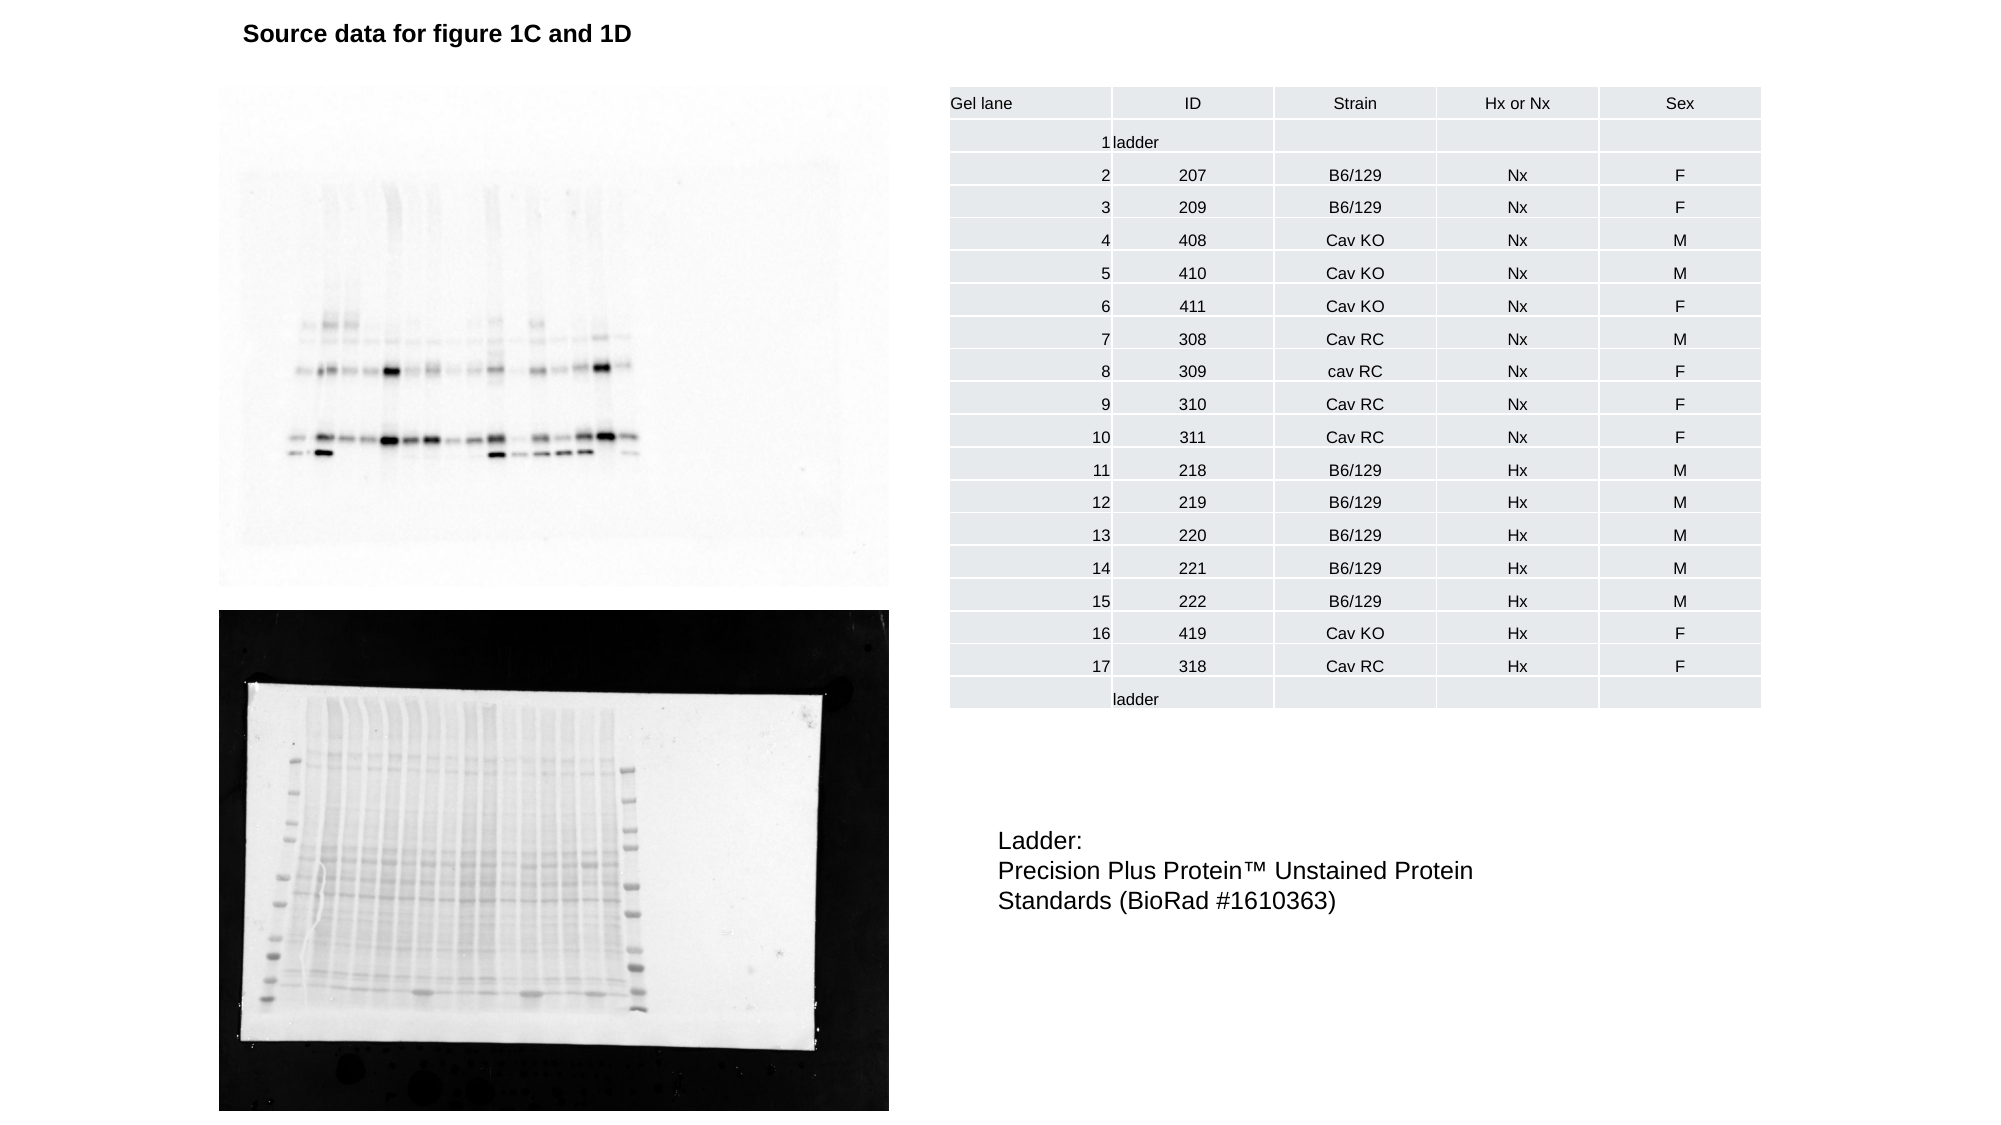

Source data for figure 1C and 1D
| Gel lane | ID | Strain | Hx or Nx | Sex |
| --- | --- | --- | --- | --- |
| 1 | ladder | | | |
| 2 | 207 | B6/129 | Nx | F |
| 3 | 209 | B6/129 | Nx | F |
| 4 | 408 | Cav KO | Nx | M |
| 5 | 410 | Cav KO | Nx | M |
| 6 | 411 | Cav KO | Nx | F |
| 7 | 308 | Cav RC | Nx | M |
| 8 | 309 | cav RC | Nx | F |
| 9 | 310 | Cav RC | Nx | F |
| 10 | 311 | Cav RC | Nx | F |
| 11 | 218 | B6/129 | Hx | M |
| 12 | 219 | B6/129 | Hx | M |
| 13 | 220 | B6/129 | Hx | M |
| 14 | 221 | B6/129 | Hx | M |
| 15 | 222 | B6/129 | Hx | M |
| 16 | 419 | Cav KO | Hx | F |
| 17 | 318 | Cav RC | Hx | F |
| | ladder | | | |
Ladder:
Precision Plus Protein™ Unstained Protein Standards (BioRad #1610363)

# Supplementary material for: Transcriptomic profiling of the sex-linked biological pathways of severe pulmonary arterial hypertension associated with endothelial cell caveolin-1 depletion and chronic hypoxia
**Source:** Front Physiol. 2026 May 8;17:1794886. doi: 10.3389/fphys.2026.1794886
**Supplement:** Supplementary file 2

## Slide 1
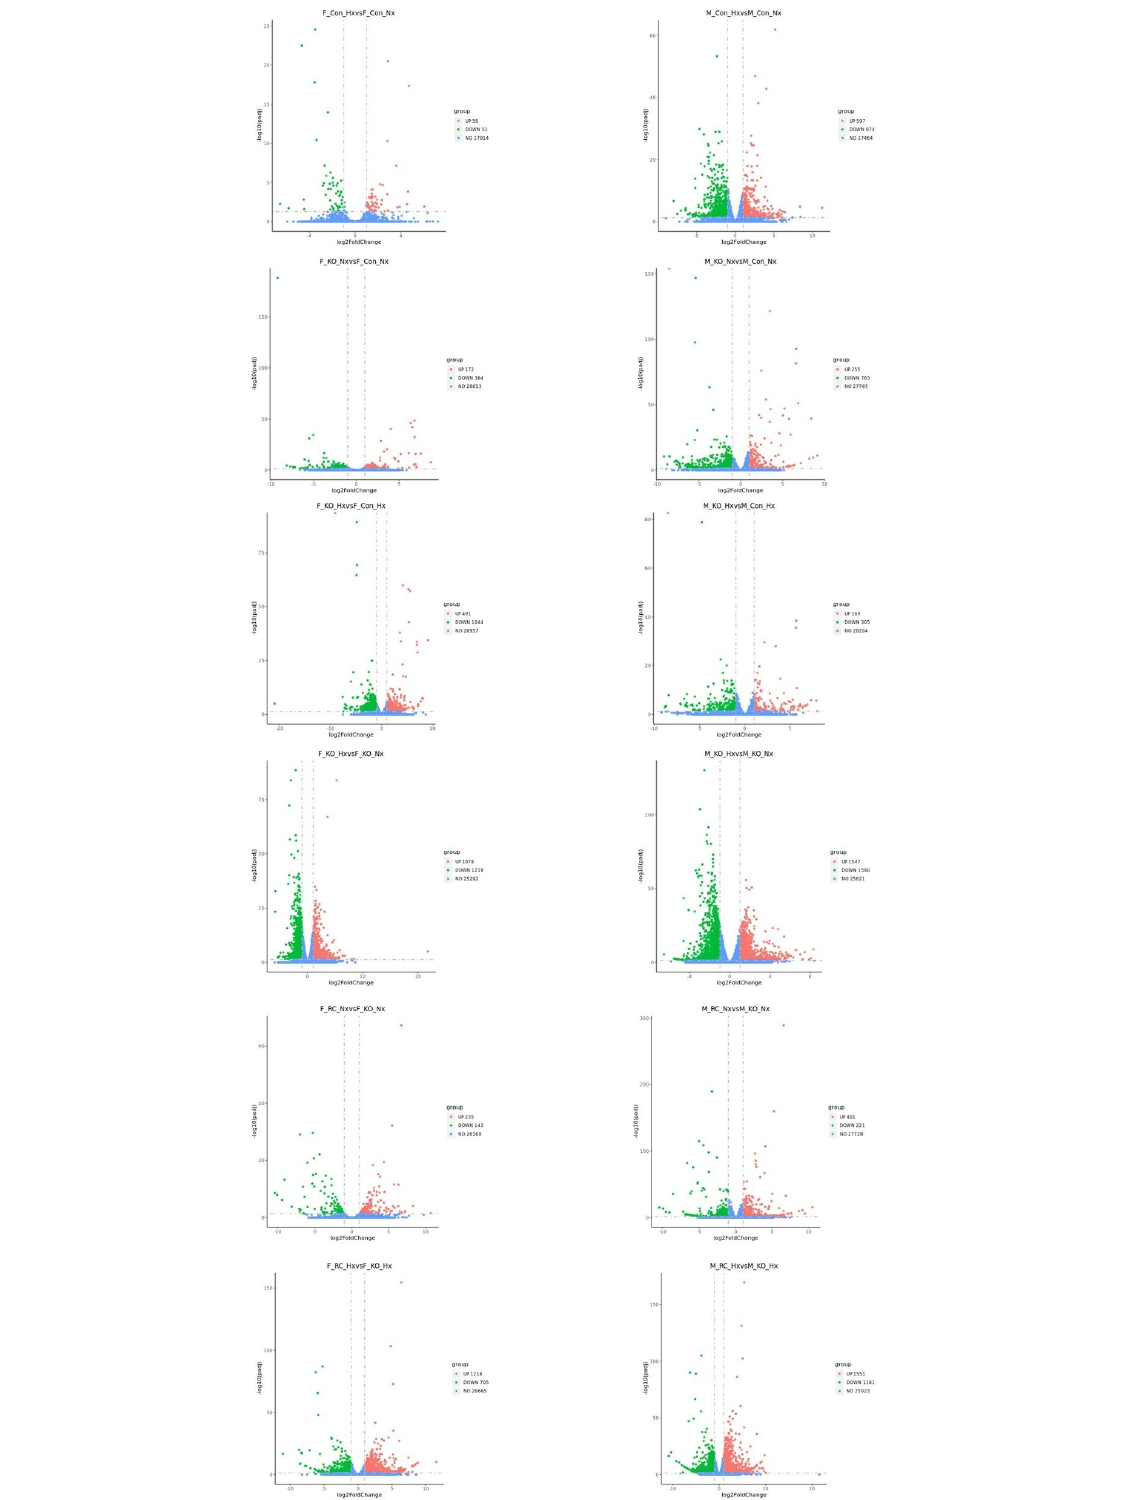

## Slide 2
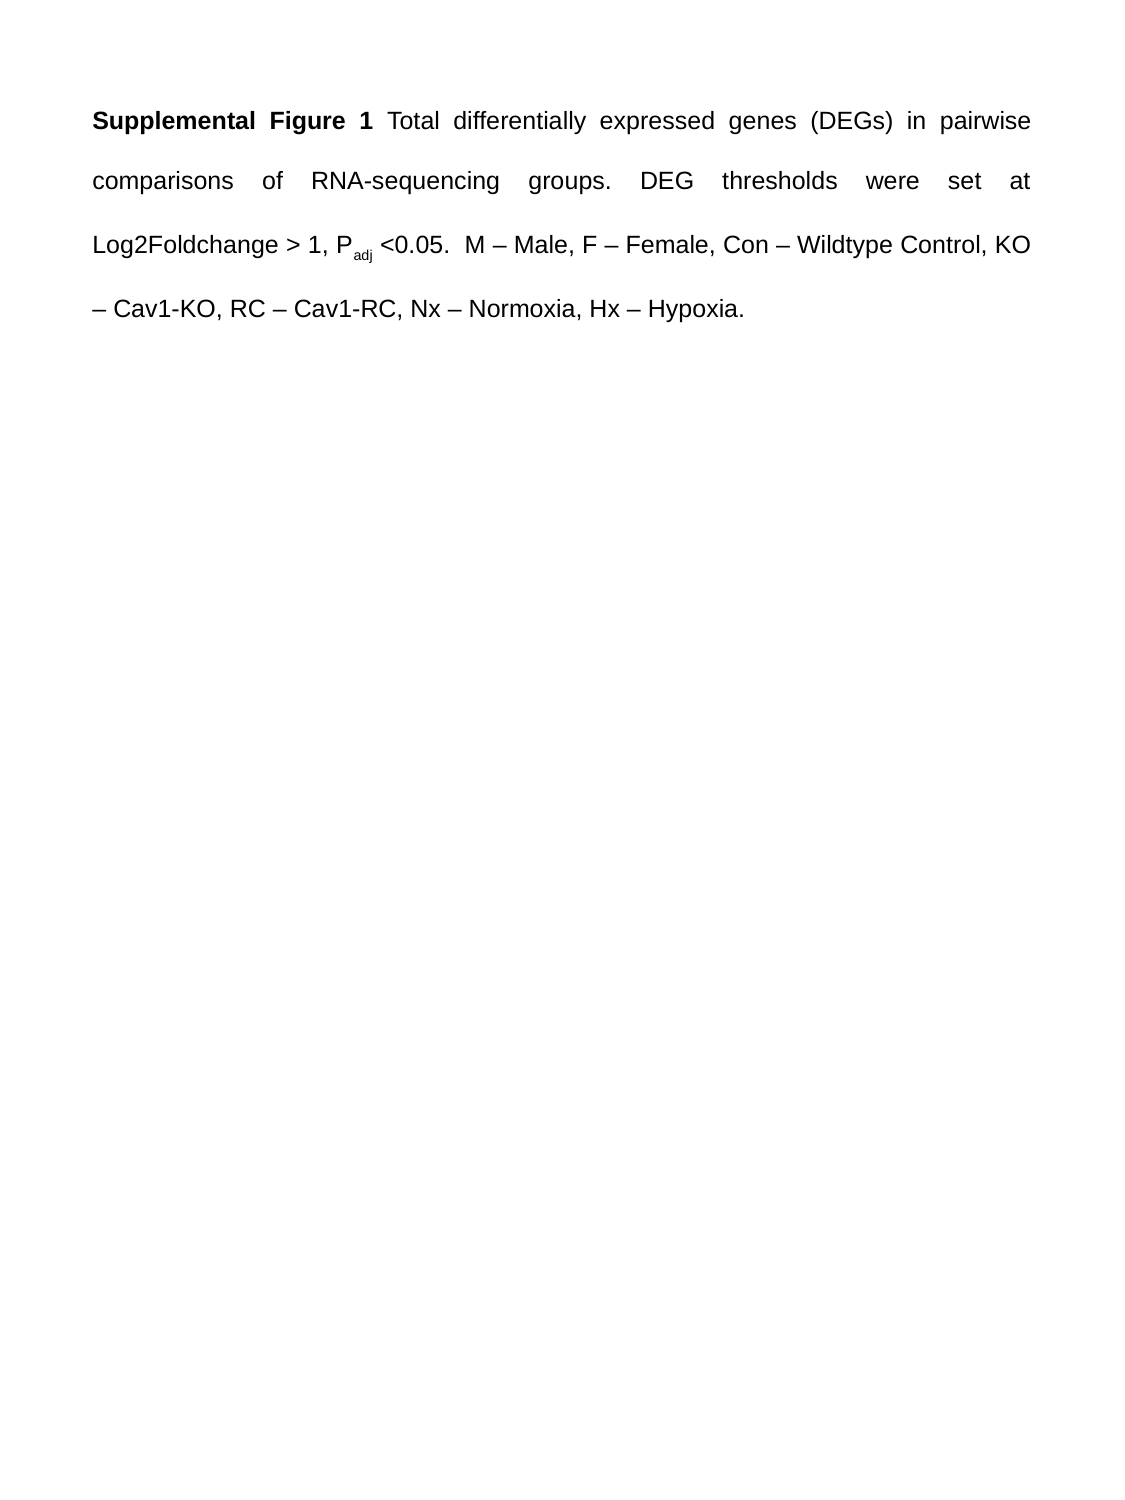

Supplemental Figure 1 Total differentially expressed genes (DEGs) in pairwise comparisons of RNA-sequencing groups. DEG thresholds were set at Log2Foldchange > 1, Padj <0.05. M – Male, F – Female, Con – Wildtype Control, KO – Cav1-KO, RC – Cav1-RC, Nx – Normoxia, Hx – Hypoxia.

## Slide 3
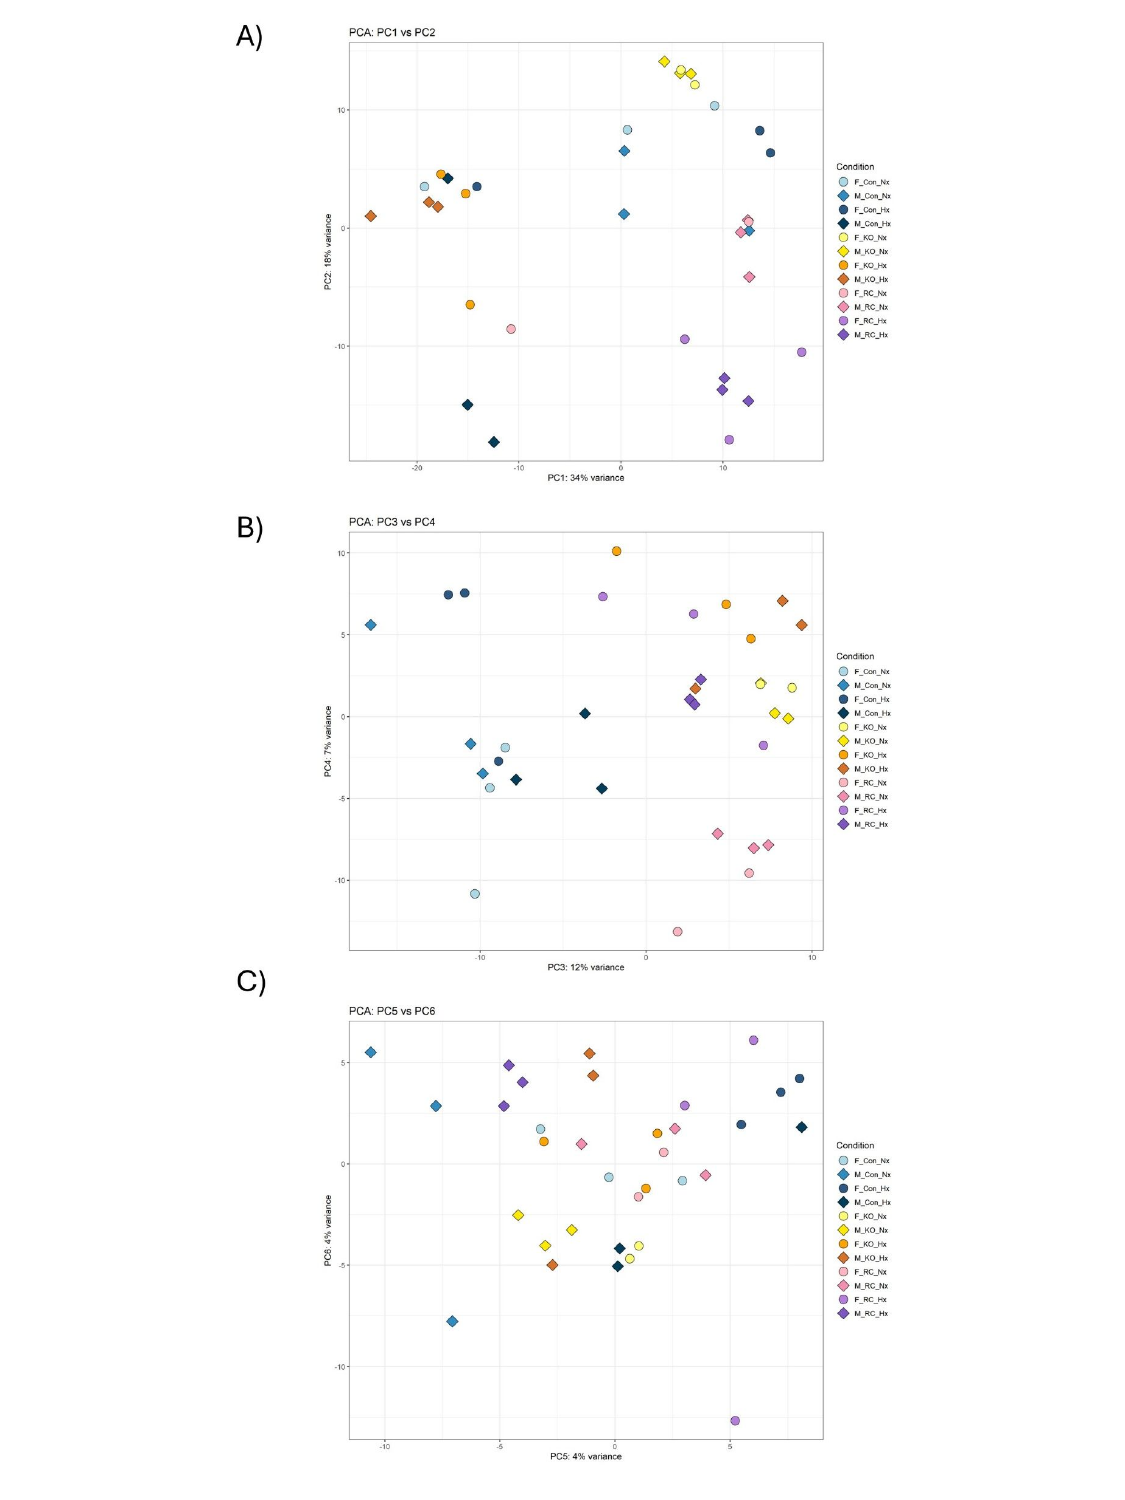

## Slide 4
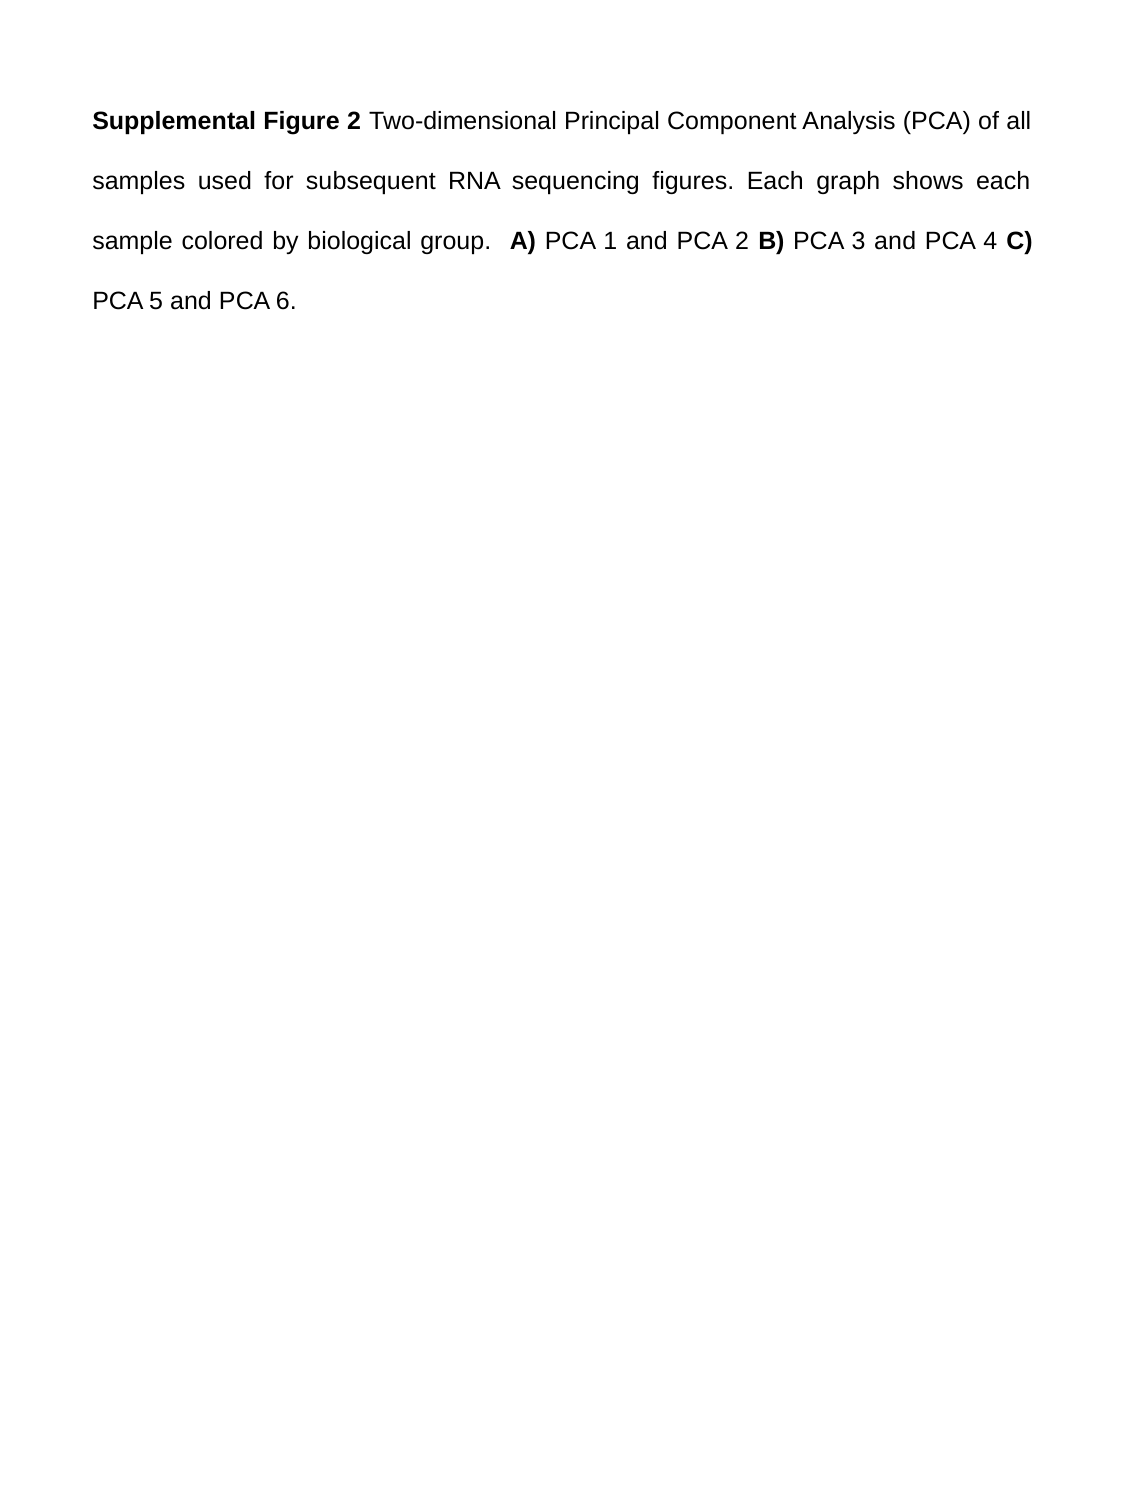

Supplemental Figure 2 Two-dimensional Principal Component Analysis (PCA) of all samples used for subsequent RNA sequencing figures. Each graph shows each sample colored by biological group. A) PCA 1 and PCA 2 B) PCA 3 and PCA 4 C) PCA 5 and PCA 6.

## Slide 5
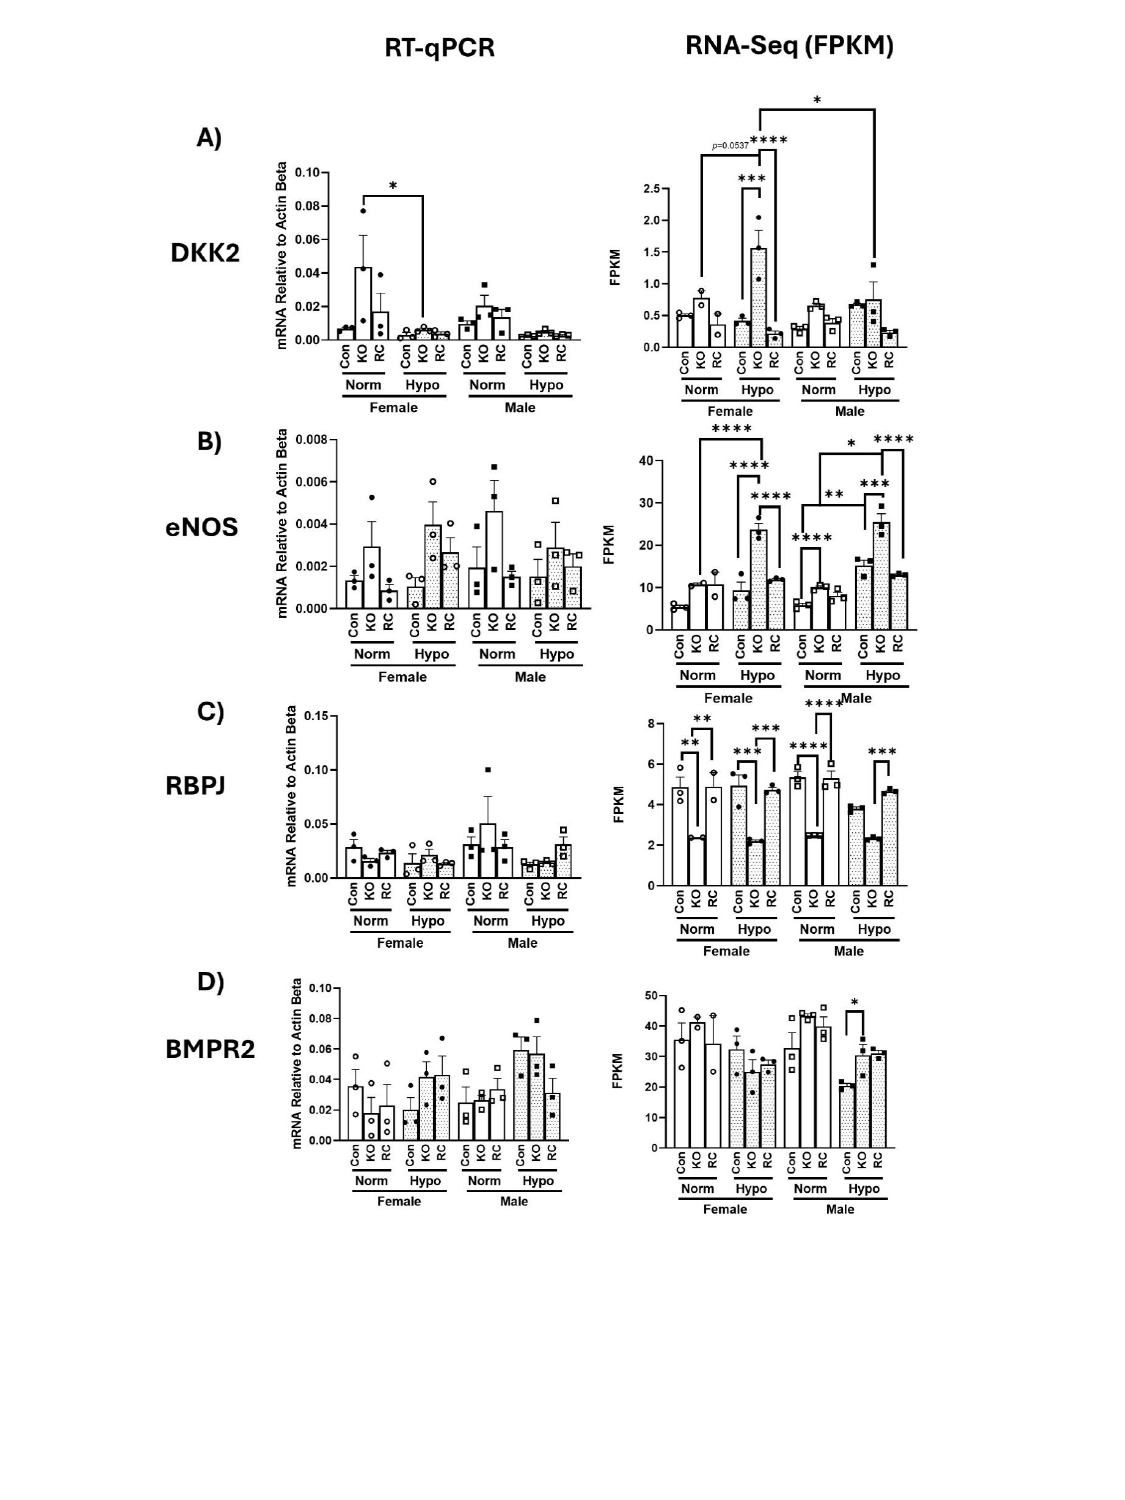

## Slide 6
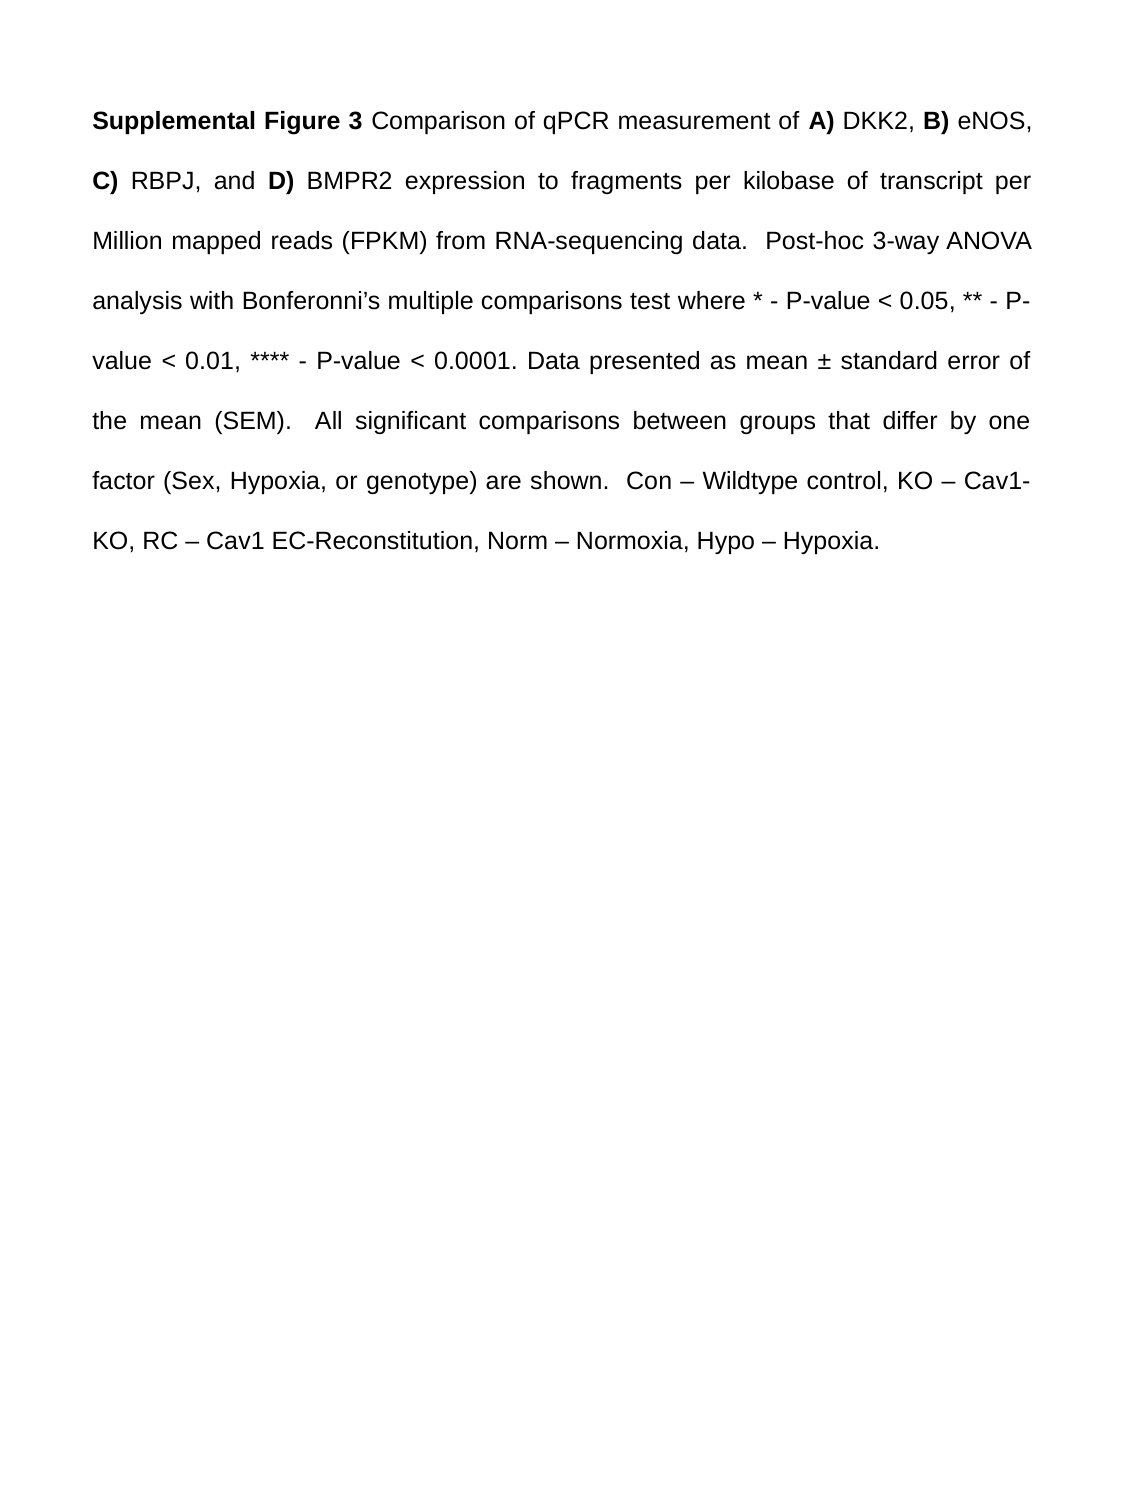

Supplemental Figure 3 Comparison of qPCR measurement of A) DKK2, B) eNOS, C) RBPJ, and D) BMPR2 expression to fragments per kilobase of transcript per Million mapped reads (FPKM) from RNA-sequencing data. Post-hoc 3-way ANOVA analysis with Bonferonni’s multiple comparisons test where * - P-value < 0.05, ** - P-value < 0.01, **** - P-value < 0.0001. Data presented as mean ± standard error of the mean (SEM). All significant comparisons between groups that differ by one factor (Sex, Hypoxia, or genotype) are shown. Con – Wildtype control, KO – Cav1-KO, RC – Cav1 EC-Reconstitution, Norm – Normoxia, Hypo – Hypoxia.

## Slide 7
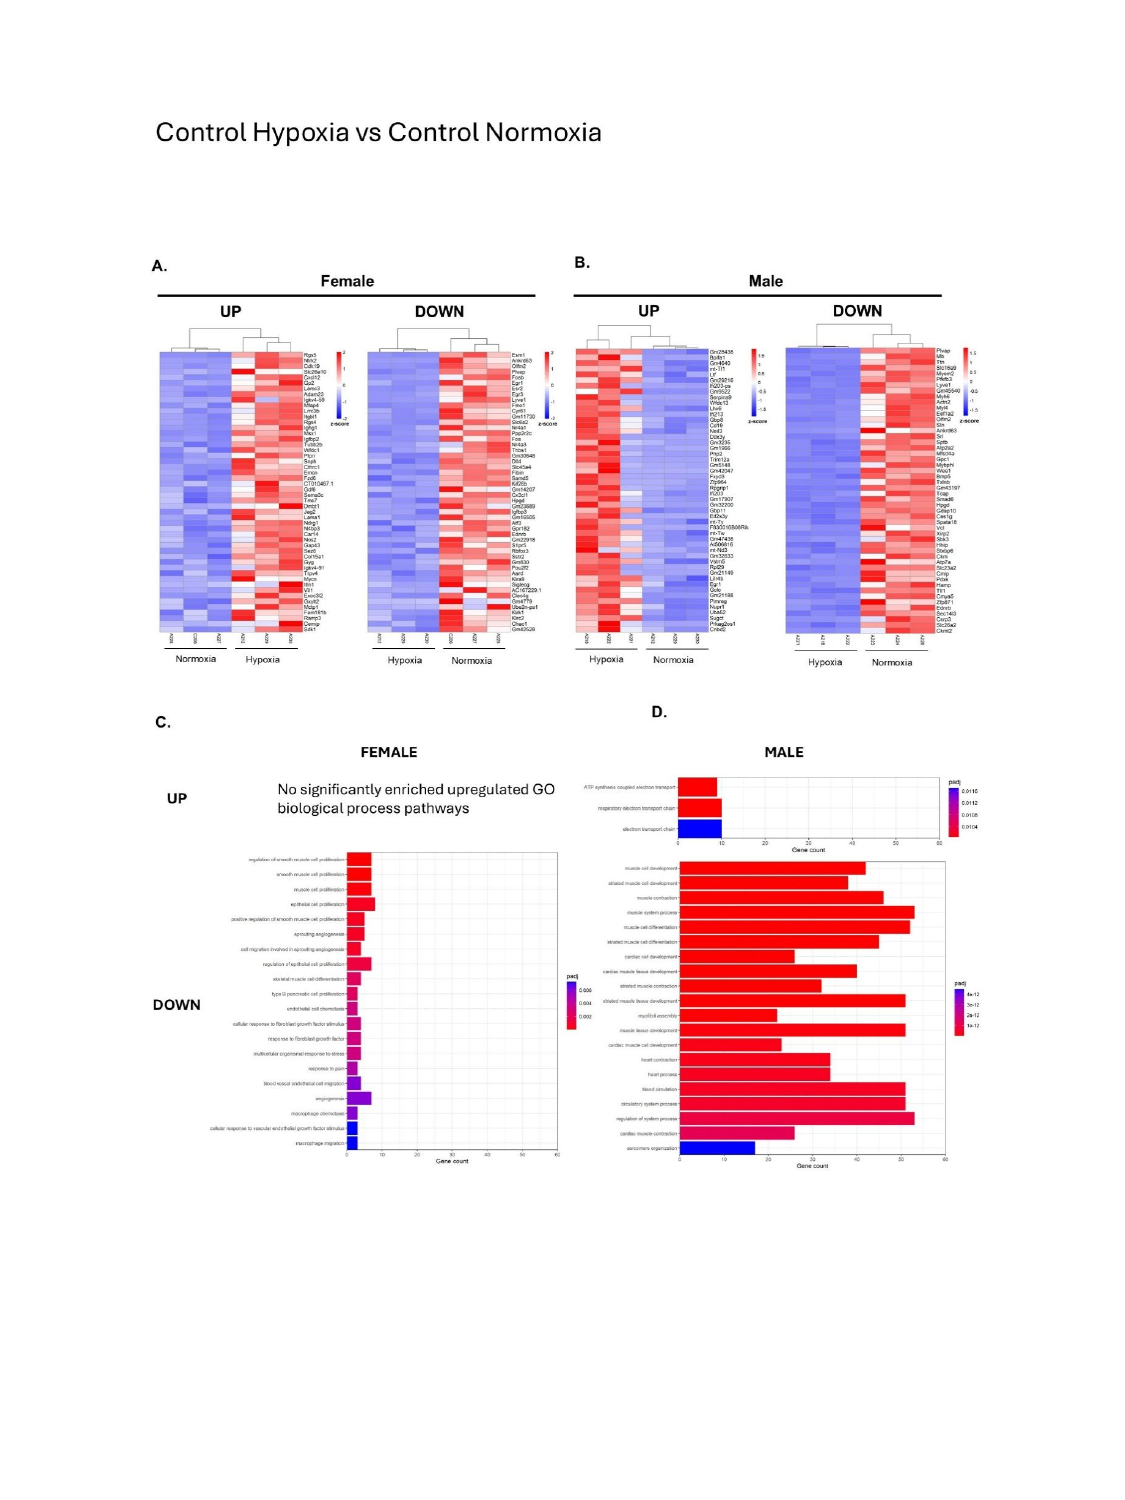

## Slide 8
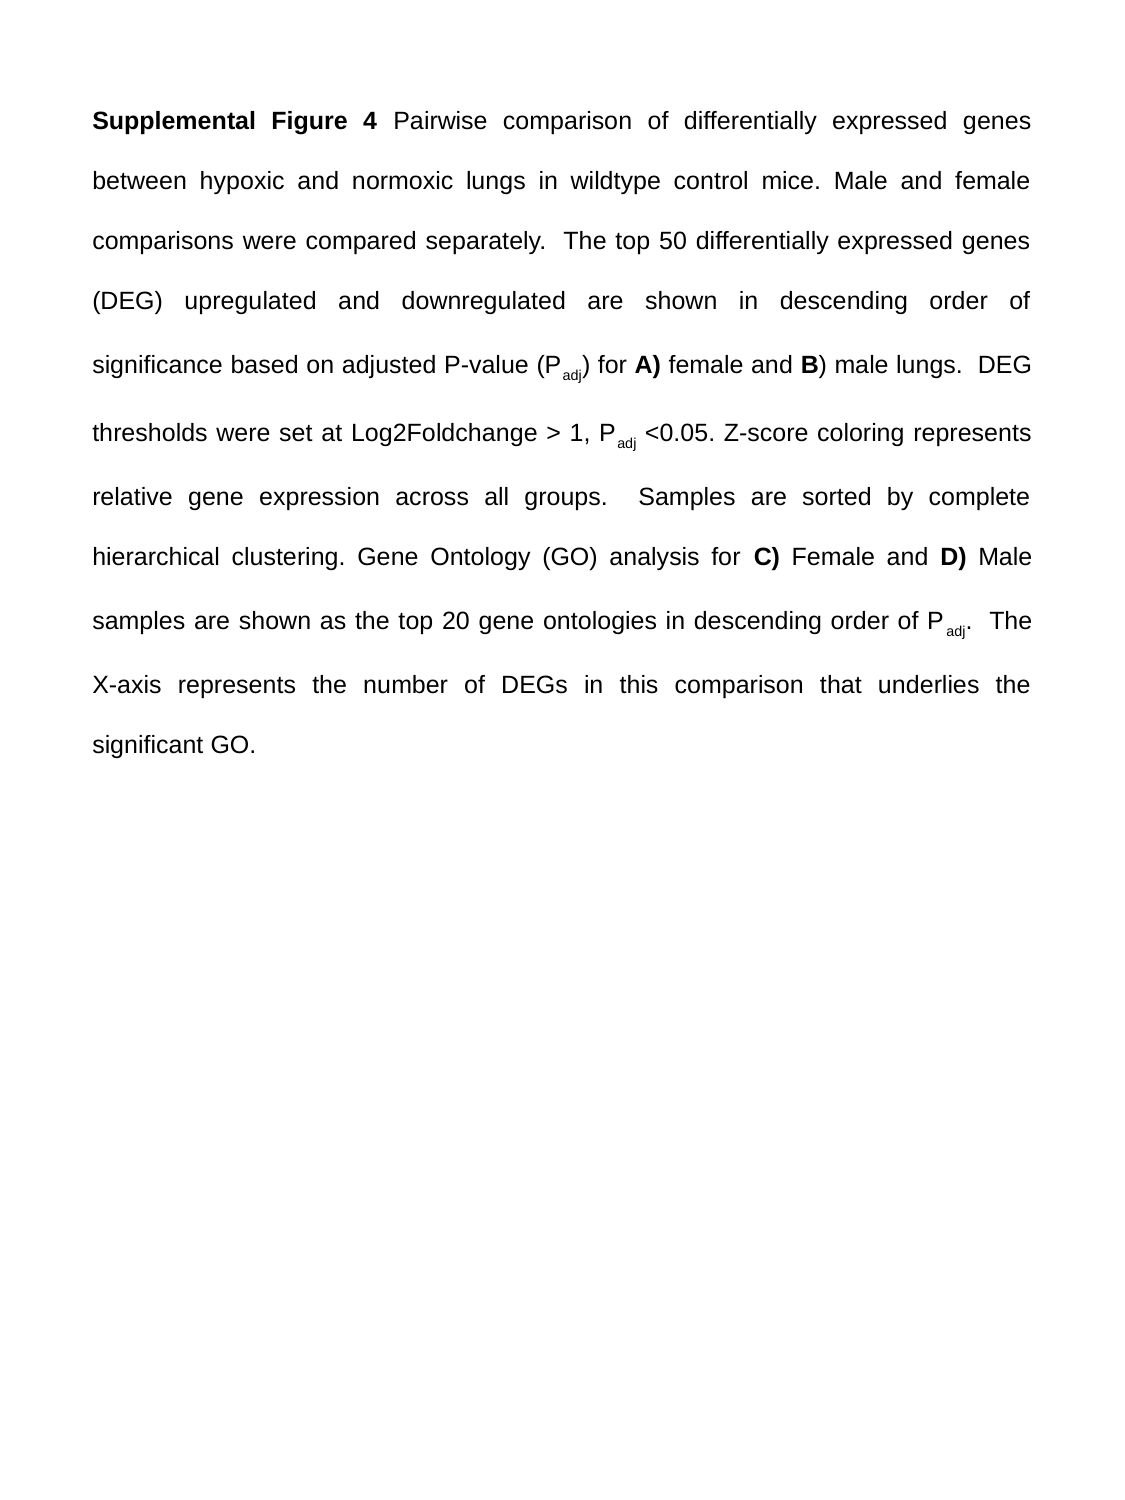

Supplemental Figure 4 Pairwise comparison of differentially expressed genes between hypoxic and normoxic lungs in wildtype control mice. Male and female comparisons were compared separately. The top 50 differentially expressed genes (DEG) upregulated and downregulated are shown in descending order of significance based on adjusted P-value (Padj) for A) female and B) male lungs. DEG thresholds were set at Log2Foldchange > 1, Padj <0.05. Z-score coloring represents relative gene expression across all groups. Samples are sorted by complete hierarchical clustering. Gene Ontology (GO) analysis for C) Female and D) Male samples are shown as the top 20 gene ontologies in descending order of Padj. The X-axis represents the number of DEGs in this comparison that underlies the significant GO.

## Slide 9
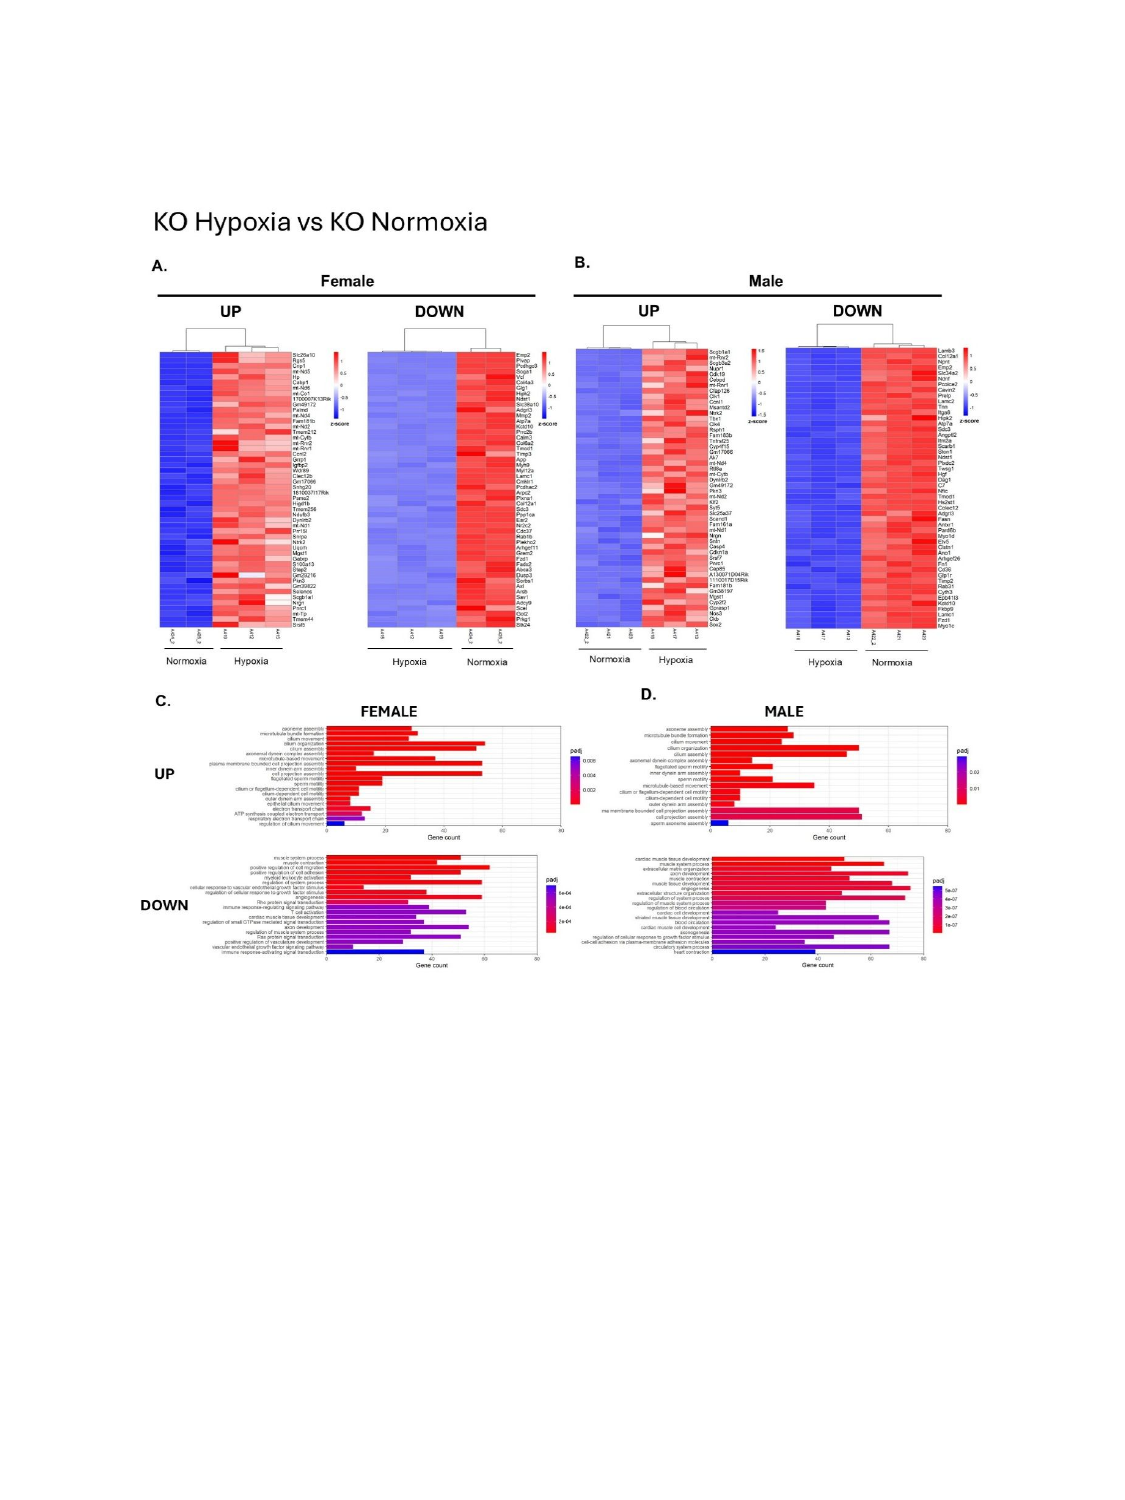

## Slide 10
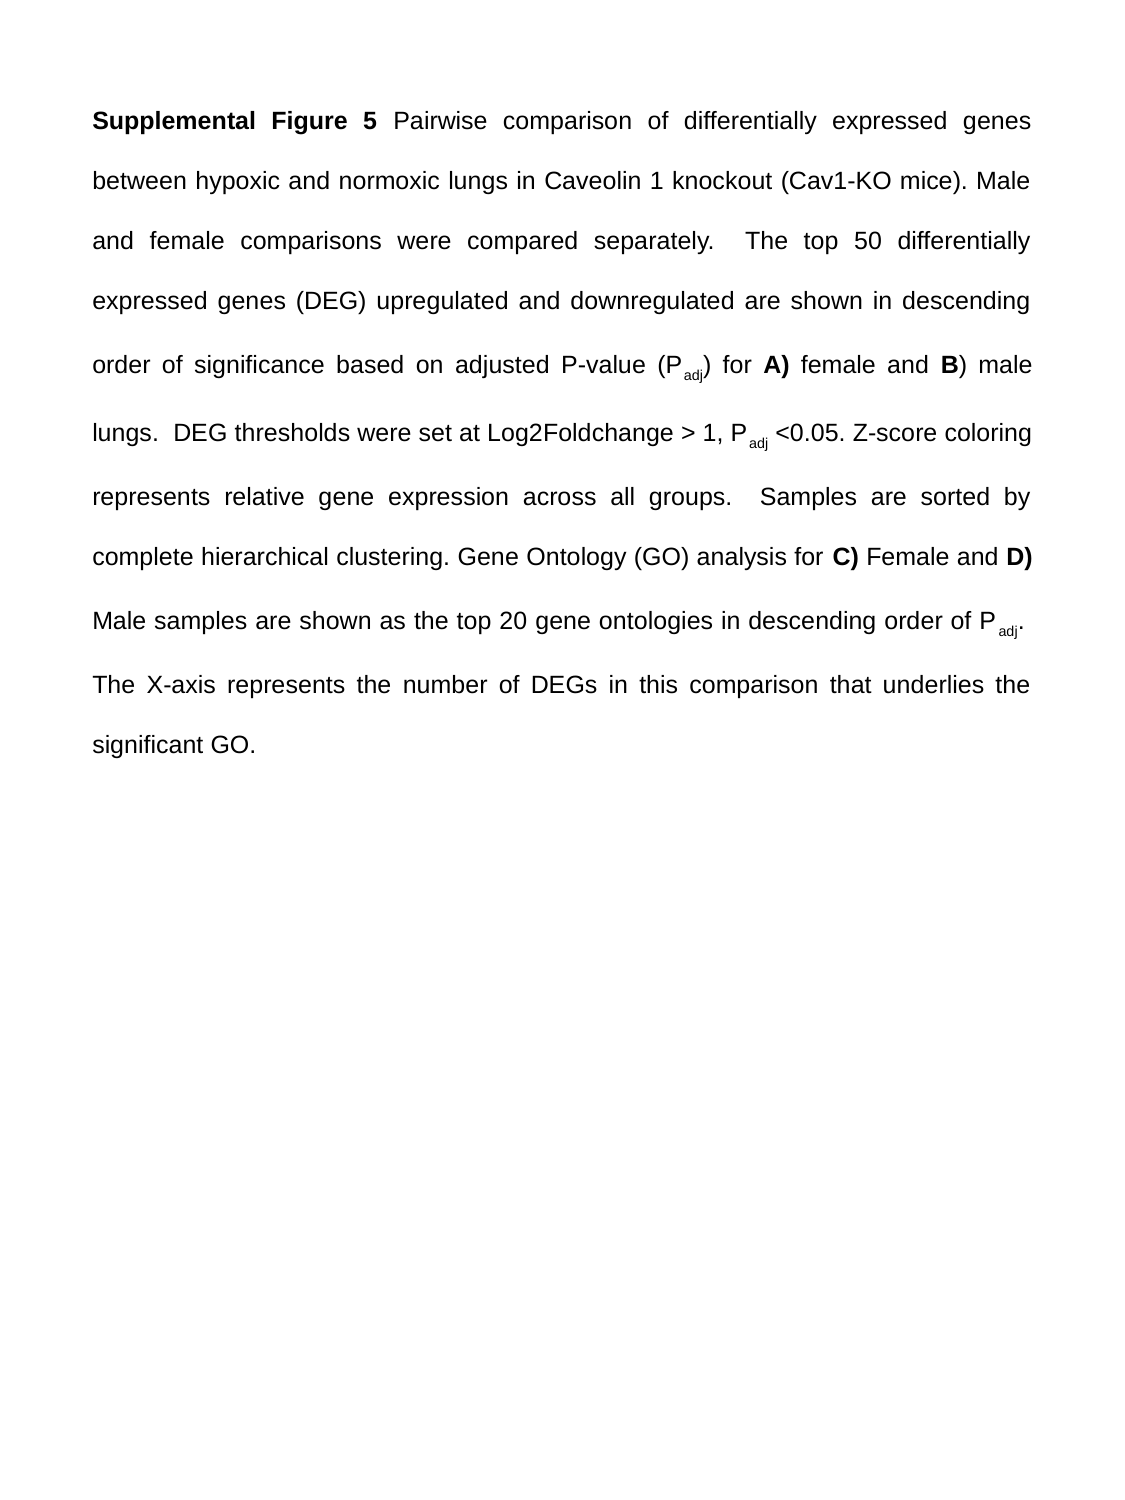

Supplemental Figure 5 Pairwise comparison of differentially expressed genes between hypoxic and normoxic lungs in Caveolin 1 knockout (Cav1-KO mice). Male and female comparisons were compared separately. The top 50 differentially expressed genes (DEG) upregulated and downregulated are shown in descending order of significance based on adjusted P-value (Padj) for A) female and B) male lungs. DEG thresholds were set at Log2Foldchange > 1, Padj <0.05. Z-score coloring represents relative gene expression across all groups. Samples are sorted by complete hierarchical clustering. Gene Ontology (GO) analysis for C) Female and D) Male samples are shown as the top 20 gene ontologies in descending order of Padj. The X-axis represents the number of DEGs in this comparison that underlies the significant GO.

How the deposited data were processed for this re-analysis (not part of the article)

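RNA of whole lungs from 34 mice in 12 groups (Control, Cav1-KO or Cav1-RC, female or male, 6 weeks of normoxia or of 10% oxygen) was compared. The labels leave the group of 1 further library uncertain, and it is reported only as its own values. The animals' survival, hemodynamics, echocardiography, blood gases, western blots and qPCR were not analysed here, nor were the reads themselves. Groups follow the labels throughout, also for the libraries whose Xist and Y chromosome genes go against their label.

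The authors deposited, for 54532 genes, raw counts of read pairs, which they had made by mapping the reads to mm10 with HISAT2 and counting with featureCounts, both at default parameters. They state no strand setting beyond these defaults, so antisense and overlapping genes and near-identical copies may share reads. The authors also deposited the FPKM of the same genes, made from these counts by dividing by gene length and library size. In these files the FPKM equals the count divided by gene length and by the library's total count times 1 factor per library, between 0.928 and 1.13, and this factor has a Pearson correlation of 0.981 with the inverse of the TMM factor. Gene identifiers, symbols, types and coordinates are those of the authors' count table.

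Depth ranged from 12425535 to 33343006 counts per library (median 18015172.5). A count of 3 was used as the floor, the upper limit that a count of 0 allows, and floors and intervals cover counting error only. CPM values were computed from the counts with edgeR's TMM factors.

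Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3, by TMM normalization, filterByExpr on the groups compared (which kept 16981 to 17853 genes), estimateDisp, glmQLFit and glmQLFTest with their defaults, with the libraries of the 2 groups only and no covariate. A gene was called at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p under 0.05, the paper's thresholds. The 12 pairwise comparisons of the paper and Cav1-RC against Control for each sex and oxygen level were made, 16 in all. Differences between the sexes were tested as the interaction, the female minus the male log2 fold change, and both sexes together as the mean of their fold changes, each on the libraries of 4 groups. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic. Single values of 2 groups were compared by exact permutation of the libraries, and overlap of calls with gene types or positions by Fisher's exact test.

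Gene ontology enrichment was not repeated. Instead, 21 lists written from gene symbols stand for the processes the paper names and for cell types of the lung. They are motile cilia (99 genes), cardiac muscle (54), skeletal muscle (22), smooth muscle (22), BMP signaling (56), angiogenesis (78), vasoconstriction (26), spindle and kinetochore (72), erythroid (34), neutrophil (39), interferon response (40), T cell (34), B cell (24), club cell (15), alveolar type 1 (14), alveolar type 2 (15), endothelial (30), genes of Fig. 9B (22), and the female-specific and male-specific genes of the sex check. 1 further list is not reported here. Each was tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 on voom values, with Benjamini-Hochberg adjustment over all lists and comparisons together. The 330 tests of the pairwise comparisons and the 126 of the sex differences were adjusted as 2 families.

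Genes named in the text follow a rule. It takes every gene the paper names in its text or in Fig. 9 for the comparison, Cav1, in each comparison up to 3 genes per direction with the smallest adjusted p among called genes whose libraries do not overlap between the groups, for a list up to 3 genes with the smallest adjusted p, and the pairs of parent gene and pseudogene. Where another gene is named, the text says what singled it out.

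Principal components were computed from log2 CPM with a prior count of 2 over the 19870 genes that filterByExpr keeps for the 12 groups, centred and not scaled. For restoration, the share of genes called in Cav1-KO that go the other way in Cav1-RC against Cav1-KO was set against 10 simulations. These held no change in any group, and were made since both comparisons share the Cav1-KO libraries. Genes within 20 Mb of Cav1 were counted among the called and the tested genes. Where a comparison had at least 3 libraries per group, the libraries were also split in every other way into groups of the same sizes, or in 100 ways drawn with a fixed seed where there are more.

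As alternatives, DESeq2's size factors, the Wald test of DESeq2 1.42.0, no low-count filter, 1 fit over all 34 libraries, no threshold on the fold change, protein-coding genes only, limma on log2(FPKM + 1) and log2(FPKM + 0.1) with and without a filter on a mean FPKM of 0.1, a replicate block, each library left out in turn, camera with an estimated correlation, fry, and lists without the genes the paper names were computed. The authors used DESeq2 for each pair of groups. A term for the 12 animals on the western blot list was added to the fit over all libraries.

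The procedures were tested on simulated data, with counts drawn from the real means and library sizes and 200 genes changed 4-fold. edgeR recovered 98% of the 200.0 changed genes among 17198.0 tested, with 6.0 false calls for 3 libraries against 3, and 82% of the 200.0 changed genes among 16892.0 tested, with 19.0 false calls for 2 against 3. DESeq2 recovered 99.5% of the 200.0 changed genes among 17439.0 tested, with 4.0 false calls, and 90% of the 200.0 changed genes among 17269.0 tested, with 51.0 false calls. For limma on log2(FPKM + 1) it was 85.5% of the 200.0 changed genes among 17439.0 tested, with 4.0 false calls, and 49.5% of the 200.0 changed genes among 17269.0 tested, with 5.0 false calls. The interaction recovered 80.5% of the 200.0 changed genes among 18430.0 tested, with 11.0 false calls, the mean of the sexes 97% of the 200.0 changed genes among 18434.0 tested, with 5.0 false calls, and the fit with the blot list term 97% of the 200.0 changed genes among 19272.0 tested, with 6.0 false calls. camera and fry each called the 1 list that had been shifted, of 21.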

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

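The comparisons, the gene lists with their tests and the alternatives were fixed before the data were examined. The blot list term and the tests of what lies behind each result were chosen only after the results were seen. Exceptions are the tests of cardiac muscle for the muscle genes, of blood for the erythroid genes and of airway for the cilia genes.

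11 results of 9 gene lists that stand for processes the paper discusses changed by different amounts in the 2 sexes, by a test of the difference itself with camera at its default correlation between genes. Values here are female minus male median log2 fold changes. 63 of all such tests had an adjusted p under 0.05. With the correlation estimated from the data, or with fry, none did, and 9 and 14 had an unadjusted p under 0.05. For the 11 results here the adjusted p lay between 0.654 and 0.839 with the estimated correlation and between 0.432 and 0.856 with fry. Tests not taken up here include the spindle and kinetochore list in normoxic Cav1-KO against Control (0.97, camera adjusted p = 1.5e-22, the smallest of all). They also include the interferon response list there (0.72, adjusted p = 2.39e-07) and the motile cilia list in hypoxic Cav1-KO against Control (0.47, adjusted p = 3.09e-06). No single gene was called as different between the sexes in any of the 6 contrasts, with 650 to 3271 genes at an unadjusted p under 0.05, except under some of the alternatives given in the next part.

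In normoxia, the motile cilia list differed by 0.75 (1.28 in females, 0.57 in males, adjusted p = 1.74e-14) in Cav1-RC against Cav1-KO, but by 0.077 without female Cav1-RC normoxia replicate 1, 1.18 without replicate 2 of that group and 0.23 with the blot list term. The neutrophil list differed by -1.05 (-0.025 in females, 1.005 in males, adjusted p = 6.08e-07), and by -0.48 without female Cav1-KO normoxia replicate 1. In Cav1-KO against Control the T cell list differed by 0.45 (-0.58 in females, -0.88 in males, adjusted p = 0.00128). It was 0.20 without male Control normoxia replicate 1 and 0.29 without female Control normoxia replicate 2, both with an adjusted p above 0.05, and 0.24 without female Cav1-KO normoxia replicate 1. Only 2 libraries each stand for Cav1-KO and Cav1-RC females, so no split of the libraries was tested. The 2 libraries labelled male Cav1-RC normoxia whose sex genes are those of females are in the first 2 of these differences. For the cilia list, a candidate explanation is the amount of airway in each piece of lung, since the club cell list moved with it (1.67 in females and 0.53 in males). A difference between the sexes stays open as well, and the cause of the other 2 differences was not tested.

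In hypoxic Cav1-KO against Control, the differences were 1.19 (0.77 in females, -0.48 in males, adjusted p = 4.21e-18) for the spindle and kinetochore list, -1.94 (0.34 in females, 2.09 in males, adjusted p = 5.62e-06) for the erythroid list, -1.30 (-0.43 in females, 0.95 in males, adjusted p = 0.00568) for the cardiac muscle list, -0.39 (-0.29 in females, 0.074 in males, adjusted p = 2.29e-04) for the BMP signaling list, -0.37 (-0.19 in females, 0.15 in males, adjusted p = 4.81e-04) for the angiogenesis list and -0.54 (-0.78 in females, -0.23 in males, adjusted p = 0.00432) for the vasoconstriction list. Libraries were exchanged between the sexes within Cav1-KO and within Control, in 100 splits with the real one included. The numbers with a difference as large were 1, 10, 30, 14, 17 and 12. A random grouping of the libraries therefore stays open for all of these but the spindle and kinetochore list. That list had 0.77 without female Cav1-KO hypoxia replicate 2, whose Y chromosome genes go against its label, and the vasoconstriction list -0.35 without male Control hypoxia replicate 1. Hypoxic Cav1-KO libraries of both sexes and hypoxic male Control libraries are all of animals on the western blot list, and 2 of the 3 hypoxic female Control libraries are not, so the list is confounded with sex in this contrast. With the blot list term the differences were 1.26, -1.08, 0.46, -0.10, -0.021 and -0.26, in the same order, so that the cardiac muscle difference changed sign and those of BMP signaling and angiogenesis were no longer past the threshold. A batch that goes with the list may therefore account for part of them, and an effect of sex on the response to Cav1 loss stays open as untested.

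The cardiac muscle difference in hypoxic Cav1-KO against Control was no longer past the threshold without any 1 of 5 libraries. These are male Cav1-KO hypoxia replicate 3, male Cav1-KO hypoxia replicate 1, female Cav1-KO hypoxia replicate 1, female Control hypoxia replicate 3 and female Control hypoxia replicate 2, and the difference lay between -1.21 and -0.95 without them. In Cav1-RC against Cav1-KO under hypoxia, the cardiac muscle list differed by -1.04 (0.63 in females, 1.69 in males, adjusted p = 4.21e-18), by -0.61 without female Cav1-KO hypoxia replicate 3 and by -0.69 without male Cav1-KO hypoxia replicate 2. A candidate explanation for these changes is the amount of cardiac muscle in the piece of lung. Of its 54 genes, 46 to 53 were tested in these comparisons, and 5 stand on other lists too. Myh6, an abundant one, had 54.7 ± 23.01 CPM in hypoxic Control males (mean and SD, n = 3), 108 ± 48.7 in Cav1-KO and 534 ± 74.1 in Cav1-RC, and 349 ± 274, 129 ± 44.3 and 381 ± 128 in females. Within groups single cardiac genes followed the cardiac list with a median correlation of 0.924, whereas the list's correlation with the smooth muscle list, over 34 libraries less their group means, was 0.303 (permutation p = 0.083, Spearman 0.371, permutation p = 0.032 and 0.063 adjusted for 2 tests). It was 0.249 without the 2 farthest libraries, 0.0789 among libraries on the blot list and 0.562 among the others, so cardiac muscle and muscle in general cannot be told apart from the spread within groups, in which the smooth muscle list varied little (SD 0.143 against 0.694). Between groups, more muscle of every kind is argued against in hypoxic male Cav1-KO against Control, where the cardiac muscle list changed by 0.95 and the smooth muscle list by -0.40 (17 of 22 genes lower, -0.58 to -0.29 without any 1 library). In Cav1-RC against Cav1-KO the smooth muscle genes went both ways, which decides nothing. An effect of sex on these changes stays open, while oxygen level was the same in every library of these comparisons.

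The T cell list in hypoxic Cav1-RC against Cav1-KO differed between the sexes by 0.27 (0.94 in females, 0.53 in males, adjusted p = 0.00131). The value was 0.13 without female Cav1-KO hypoxia replicate 2 and 0.14 without replicate 1 of that group, both with an adjusted p above 0.05. It was 0.55 without replicate 3 and 0.16 without female Cav1-RC hypoxia replicate 2. In both sexes every Cav1-KO library of this contrast is on the western blot list and no Cav1-RC library is. What lies behind this difference was not tested.

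The erythroid list rose in hypoxic male Cav1-KO against Control, and a candidate explanation is blood left in the lung. Of the 34 genes, 27 were tested and 1 stands on another list. Hbb-bs had 863 to 8664 CPM in Cav1-KO and 85.9 to 345 CPM in Control. The list's median was 2.09, 1.50 without male Cav1-KO hypoxia replicate 3 and 2.94 without replicate 2. The 4 hemoglobin genes tested had a median log2 fold change of 5.66 and the 23 other erythroid genes 1.48. Over 34 libraries less their group means, the 2 sets had a Pearson correlation of 0.821 and a Spearman correlation of 0.892 (permutation p = 1e-05, the smallest that the permutations can give, and the same after adjustment). It was 0.7696 without the 2 farthest libraries, 0.8699 among the libraries on the blot list and 0.764 among the others. Made in the lung or carried by blood, the transcripts would move together in this way, and erythroid cell development, which the paper names, stays open.

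In 3 of the 18 libraries labelled male, the sex genes go against the label, which the paper does not report. Xist was 749 CPM in the library labelled male Cav1-RC normoxia replicate 1, 866 CPM in the library labelled male Cav1-RC normoxia replicate 2 and 777 CPM in the library labelled male Control hypoxia replicate 2. The 16 libraries labelled female had 363 to 997 CPM and the 15 other libraries labelled male at most 4.29 CPM. A mixture with male tissue is argued against by the 4 Y chromosome genes, whose sum in the 3 reached at most 0.435% of the mean of the 15. A candidate explanation is that these samples are of females, with an error in the sex recorded or in the label, and where such an error arose was not tested. The comparisons of males that use these libraries are Cav1-RC against Cav1-KO and against Control in normoxia, Cav1-KO and Cav1-RC against Control in hypoxia, and hypoxia against normoxia in Control. No biological explanation was tested.

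The library labelled female Cav1-KO hypoxia replicate 2 had 7.82 CPM of the Y chromosome gene Ddx3y, while the other libraries labelled female had at most 2.56 CPM over all 4 Y chromosome genes. Ddx3y, Eif2s3y, Kdm5d and Uty stood at 6.88%, 7.04%, 5.57% and 8.34% of their mean in the 15 male libraries with low Xist, and their sum at 6.91%. A wrong label alone is argued against by its Xist of 710.2 CPM. RNA of a Control male as the admixture is argued against by its Cav1 of 2.12 CPM, where the same share of Control lung would bring 78.4 CPM. A candidate explanation is a small share of RNA from a male without Cav1 in the sample. No biological explanation was tested.

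On the first principal component, the 12 libraries of animals that the supplementary table of the western blots lists lay apart from the 22 others, by a gap of 25.03% of its range. In a fit over all libraries with a term for that list, 2685 of 19870 genes were called between the listed animals and the others. The paper does not compare these animals, and the labels give 1 batch for all libraries. Oxygen level as the cause is argued against by the 2 listed normoxia libraries, which reached at most -49.4, and by the other hypoxia libraries, which were at least at 20.3. Library size is argued against, since 94.1% of the libraries had totals in the range that both kinds share. Cardiac muscle transcripts were lower in the listed animals, with a median log2 fold change of -2.14 for the list (adjusted p = 6.55e-15, or 0.412 with the correlation estimated from the data) and 33.3 to 175 CPM of Myh6 against 297 to 751 CPM in the others, and less cardiac muscle in these samples stays open as the cause of that part. As the cause of the whole separation it is argued against by the 13 mitochondrial protein genes, all higher in the listed animals with a median log2 fold change of 1.12, and by a gap of 23.3% without the muscle genes. The motile cilia list was higher in the listed animals, with a median of 0.81 (adjusted p = 1.75e-14, or 0.485 with the estimated correlation). The club cell list had 0.92 (adjusted p = 0.0029, or 0.495). More airway in these samples therefore stays open as the cause of that part. Gene length bias and a few abundant genes are argued against by gaps of 22.7% among genes of middle length and 25.1% without the most abundant genes. The separation was not seen when only the genes of largest variance were used.

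A candidate explanation is a batch of tissue handling or library preparation that goes with the list. In the 3 groups that hold both kinds of animal (female Control normoxia, female Control hypoxia and female Cav1-RC normoxia), the listed against other difference correlated across genes with the 6 comparisons in which 1 group is listed and the other not, with a mean of 0.669. The 4 comparisons with neither or both groups listed gave -0.242 to 0.0269. The real assignment of the listed animals gave the largest mean of the 18 possible within these groups, where the next gave 0.574. In the 6 comparisons the list and the condition cannot be told apart from these groups alone, since no group holds both kinds. They are hypoxia against normoxia in Cav1-KO of both sexes and in Control males, Cav1-RC against Cav1-KO in hypoxia in both sexes, and Cav1-RC against Control in hypoxic males. Within each genotype, every listed animal that was sequenced has a lower animal number than every other one. The list and the numbering of the animals therefore cannot be told apart. Age, litter or the day of killing, which the labels do not give, stay open as untested.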

How the results depend on the processing

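The blot list term, a term for the 12 animals that the supplementary table of the western blots lists, was chosen after seeing the data, unlike the other alternatives given here. Everything here is set against the pairwise edgeR fit with TMM normalization, genes kept by filterByExpr and no block. A count of genes is taken as moved when it is more than 1.5 times larger or smaller, and a gene or list as changed when it crosses the threshold or its direction flips. Values without a test (FPKM ratios, components, percentages of changes that go the other way, and fits that leave a group with 1 library) are taken as moved when they move by more than the spread between replicates. Counts written with e+02 are rounded to 2 digits.

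Counts of called genes in the pairwise fits, to which the counts given for the alternatives refer, were as follows. 21 in normoxic females, 136 in hypoxic females, 872 in normoxic males and 165 in hypoxic males were called for Cav1-KO against Control. 17 in normoxic females, 1588 in hypoxic females, 616 in normoxic males and 2534 in hypoxic males were called for Cav1-RC against Cav1-KO. 24 in normoxic females, 144 in hypoxic females, 433 in normoxic males and 1700 in hypoxic males were called for Cav1-RC against Control. 3 in females and 1136 in males were called for hypoxia against normoxia in Control. 2353 in females and 3065 in males were called for hypoxia against normoxia in Cav1-KO. None of the 6 differences between the sexes had a called gene, with 650 to 3271 genes at an unadjusted p under 0.05.

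DESeq2's size factors in place of TMM moved none of the 22 counts of genes, 105 list results, every named gene result and 4 percentages of changes that go the other way, in direction or in side of the threshold. Taking the genes that the paper names out of the lists changed 1 of the 105 list results, that of the genes of Fig. 9B in hypoxic male Cav1-RC against Cav1-KO, which fell under the threshold.

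The Wald test of DESeq2, the package the paper used, moved 13 of the 22 counts of genes, all of them upwards. 536 in normoxic females, 1530 in hypoxic females and 474 in hypoxic males were called for Cav1-KO against Control. 374 in normoxic females were called for Cav1-RC against Cav1-KO. 189 in normoxic females and 543 in hypoxic females were called for Cav1-RC against Control. 107 in females were called for hypoxia against normoxia in Control. 1 for Cav1-KO against Control in normoxic animals, 98 for Cav1-RC against Cav1-KO in normoxic animals, 176 for Cav1-KO against Control in hypoxic animals, 10 for Cav1-RC against Cav1-KO in hypoxic animals, 63 for hypoxia against normoxia in Control and 12 for hypoxia against normoxia in Cav1-KO differed between the sexes. 13 of the named gene results changed (13 stronger), all now past the threshold. On simulated counts of 2 libraries against 3 it recovered 90% of the changed genes with 51.0 false calls, edgeR 82% with 19.0. The cause in these data was not tested.

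Without the low-count filter 15 of 22 counts moved, all upwards, although more genes were tested. 717 in normoxic females, 1022 in hypoxic females and 667 in hypoxic males were called for Cav1-KO against Control. 937 in normoxic females and 938 in normoxic males were called for Cav1-RC against Cav1-KO. 155 in normoxic females, 293 in hypoxic females and 759 in normoxic males were called for Cav1-RC against Control. 34 in females were called for hypoxia against normoxia in Control. 1 for Cav1-KO against Control in normoxic animals, 252 for Cav1-RC against Cav1-KO in normoxic animals, 167 for Cav1-KO against Control in hypoxic animals, 159 for Cav1-RC against Cav1-KO in hypoxic animals, 9 for hypoxia against normoxia in Control and 261 for hypoxia against normoxia in Cav1-KO differed between the sexes. 7 of the 105 list results changed (2 weaker, 3 stronger and 2 reversed), with smooth muscle reversed to -0.0086 in hypoxic females (from 0.00060) for Cav1-RC against Cav1-KO and skeletal muscle reversed to 0.22 in normoxic males (from -0.0064) for Cav1-RC against Cav1-KO, and 15 of the named gene results changed (15 stronger). The cause was not tested.

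One fit over all 34 libraries with a shared estimate of the spread moved 10 of 22 counts, upwards except in the comparison of Cav1-RC with Cav1-KO in normoxic males. 503 in normoxic females, 1872 in hypoxic females and 409 in hypoxic males were called for Cav1-KO against Control. 319 in normoxic females and 272 in normoxic males were called for Cav1-RC against Cav1-KO. 231 in normoxic females and 518 in hypoxic females were called for Cav1-RC against Control. 1.5e+02 (77 higher and 74 lower) in females were called for hypoxia against normoxia in Control. 37 for Cav1-KO against Control in hypoxic animals and 51 for hypoxia against normoxia in Control differed between the sexes. Skeletal muscle reversed to -0.11 in hypoxic males (from 0.18) for Cav1-KO against Control, 0.011 in normoxic males (from -0.0064) for Cav1-RC against Cav1-KO. Smooth muscle reversed to -0.00082 in hypoxic females (from 0.00060) for Cav1-RC against Cav1-KO. 5 of the 105 list results changed (2 weaker and 3 reversed). 13 of the named gene results changed (3 weaker and 10 stronger). Of the Cav1-KO changes, 93.4% in normoxic females, 93.9% in hypoxic females and 90.5% in hypoxic males went the other way in Cav1-RC. The cause was not tested.

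With the blot list term, in that same fit over all libraries, 16 of 22 counts moved. 384 in normoxic females, 431 in hypoxic females and 607 in hypoxic males were called for Cav1-KO against Control. 172 in normoxic females, 4.2e+02 (267 of them higher) in hypoxic females, 360 in normoxic males and 436 in hypoxic males were called for Cav1-RC against Cav1-KO. 318 in normoxic females, 863 in hypoxic females and 67 in hypoxic males were called for Cav1-RC against Control. 573 in females and 339 in males were called for hypoxia against normoxia in Control. 55 in females and 79 in males were called for hypoxia against normoxia in Cav1-KO. 5 for Cav1-KO against Control in hypoxic animals and 1 for hypoxia against normoxia in Control differed between the sexes. In the 6 comparisons that set listed animals against others in every library, the term and the comparison are told apart only through the 3 groups that hold both kinds, so these counts rest on few libraries. The counts differ from those of the fit over all 34 libraries by the term alone.

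These lists changed direction with the blot list term. Motile cilia had 0.51 in hypoxic females (from -0.28) and 0.78 in hypoxic males (from -0.061) for Cav1-RC against Cav1-KO, 0.10 in normoxic animals (from -0.15) for the difference between the sexes of Cav1-KO against Control, -0.39 in hypoxic females (from 0.074) for Cav1-KO against Control, -0.35 in males (from 0.45) for hypoxia against normoxia in Control. Cardiac muscle had -0.57 in hypoxic males (from 1.69), -1.65 in hypoxic females (from 0.63) and 0.34 in normoxic females (from -0.31) for Cav1-RC against Cav1-KO, 1.58 in hypoxic females (from -0.43) and -0.24 in normoxic females (from 0.26) for Cav1-KO against Control, 1.596 in females (from -0.73) and 1.003 in males (from -1.11) for hypoxia against normoxia in Cav1-KO, 0.46 in hypoxic animals (from -1.30) for the difference between the sexes of Cav1-KO against Control. Skeletal muscle had -0.10 in hypoxic males (from 0.18) for Cav1-KO against Control, 0.057 in hypoxic males (from -0.28) and 0.011 in normoxic males (from -0.0064) for Cav1-RC against Cav1-KO. Angiogenesis had 0.12 in hypoxic females (from -0.19) for Cav1-KO against Control. BMP signaling had -0.24 in hypoxic females (from 0.15) and -0.091 in hypoxic males (from 0.13) for Cav1-RC against Cav1-KO. Neutrophil had -0.080 in hypoxic females (from 0.031) for Cav1-KO against Control. Genes of Fig. 9B had -0.11 in hypoxic males (from 0.68) for Cav1-RC against Cav1-KO. Interferon response had 0.20 in hypoxic males (from -0.076) for Cav1-RC against Cav1-KO. Among the results no longer past the threshold with this term was BMP signaling in hypoxic female Cav1-KO against Control, at -0.071 (from -0.29). Others were the differences between the sexes of hypoxic Cav1-KO against Control, at -0.10 (from -0.39) for BMP signaling and -0.021 (from -0.37) for angiogenesis. Over all 105 list results, 6 fell under the threshold in the same direction and 2 rose past it. The cause of each was not tested.

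Named genes that changed direction with the blot list term, as log2 fold changes, were these. Bmpr2 had 0.070 in hypoxic females (from -0.38) for Cav1-KO against Control. Bmp6 had 0.27 in hypoxic females (from -0.20) for Cav1-KO against Control. Bmp5 had -0.83 in hypoxic females (from 1.44) and -0.32 in hypoxic males (from 1.95) for Cav1-RC against Cav1-KO. Myom2 had 2.25 in hypoxic females (from -1.39) for Cav1-KO against Control, 0.77 in normoxic females (from -0.15), -2.42 in hypoxic females (from 1.64) and -1.10 in hypoxic males (from 2.96) for Cav1-RC against Cav1-KO. Myoz2 had -2.09 in hypoxic females (from 0.045) and -0.83 in hypoxic males (from 1.30) for Cav1-RC against Cav1-KO. Csrp3 had -2.60 in hypoxic females (from 0.088) and -0.77 in hypoxic males (from 1.92) for Cav1-RC against Cav1-KO. Smad4 had 0.16 in females (from -0.41) and 0.033 in males (from -0.53) for hypoxia against normoxia in Cav1-KO. Tbx4 had -0.18 in hypoxic males (from 0.034) for Cav1-RC against Cav1-KO. Sox17 had -0.29 in normoxic females (from 0.036) for Cav1-RC against Cav1-KO. Aqp11 had 0.086 in hypoxic females (from -0.080) for Cav1-KO against Control. 9 further named gene results fell under the threshold and 11 rose past it. The 4 percentages of changes that go the other way did not move.

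Dropping the threshold on the fold change can only add genes, and moved 10 of 22 counts. 1995 in normoxic males and 284 in hypoxic males were called for Cav1-KO against Control. 3680 in hypoxic females, 2139 in normoxic males and 7646 in hypoxic males were called for Cav1-RC against Cav1-KO. 741 in normoxic males and 6347 in hypoxic males were called for Cav1-RC against Control. 2862 in males were called for hypoxia against normoxia in Control. 6769 in females and 9529 in males were called for hypoxia against normoxia in Cav1-KO. No gene was added to the differences between the sexes.

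Keeping only protein-coding genes tests fewer genes, and moved 4 of 16 counts, those with the fewest calls. 13 in normoxic females were called for Cav1-KO against Control. 1 in normoxic females was called for Cav1-RC against Cav1-KO. 11 in normoxic females were called for Cav1-RC against Control. 5 in females were called for hypoxia against normoxia in Control. 

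limma on log2(FPKM + 1) moved 13 of 16 counts, all downwards. 85 in hypoxic females, 267 in normoxic males and 50 in hypoxic males were called for Cav1-KO against Control. 5 in normoxic females, 755 in hypoxic females, 196 in normoxic males and 1122 in hypoxic males were called for Cav1-RC against Cav1-KO. 13 in normoxic females, 193 in normoxic males and 700 in hypoxic males were called for Cav1-RC against Control. 393 in males were called for hypoxia against normoxia in Control. 1052 in females and 1323 in males were called for hypoxia against normoxia in Cav1-KO. By its construction the added 1 shrinks the fold changes of genes with a low FPKM.

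limma on log2(FPKM + 0.1) moved 7 of them. 57 in normoxic females, 534 in normoxic males and 58 in hypoxic males were called for Cav1-KO against Control. 0 in normoxic females were called for Cav1-RC against Cav1-KO. 44 in normoxic females were called for Cav1-RC against Control. 7 in females and 573 in males were called for hypoxia against normoxia in Control. The 0 stands beside 1728 genes with an unadjusted p under 0.05. The cause was not tested.

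limma on log2(FPKM + 1) with no FPKM filter tests more genes, and lowered all 16 counts. 10 in normoxic females, 47 in hypoxic females, 199 in normoxic males and 23 in hypoxic males were called for Cav1-KO against Control. 0 in normoxic females, 545 in hypoxic females, 167 in normoxic males and 1003 in hypoxic males were called for Cav1-RC against Cav1-KO. 10 in normoxic females, 64 in hypoxic females, 1.5e+02 (87 higher and 64 lower) in normoxic males and 611 in hypoxic males were called for Cav1-RC against Control. 0 in females and 238 in males were called for hypoxia against normoxia in Control. 929 in females and 1249 in males were called for hypoxia against normoxia in Cav1-KO. The 0 counts stand beside 2046 and 1478 genes with an unadjusted p under 0.05.

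Camera with the correlation between genes estimated from the data moved 70 of the 105 list results to the other side of the threshold, and fry 65. The medians do not depend on the test. Among the results that answer a comparison, these fell short of the threshold under both and past it under camera at 0.01. Motile cilia had -1.21 in normoxic females and -1.10 in normoxic males for Cav1-KO against Control, 1.28 in normoxic females for Cav1-RC against Cav1-KO, 0.75 in normoxic animals for the difference between the sexes of Cav1-RC against Cav1-KO. T cell had -0.88 in normoxic males for Cav1-KO against Control, 0.94 in hypoxic females for Cav1-RC against Cav1-KO, 0.45 in normoxic animals for the difference between the sexes of Cav1-KO against Control. Spindle and kinetochore had 0.77 in hypoxic females for Cav1-KO against Control, 1.19 in hypoxic animals for the difference between the sexes of Cav1-KO against Control. Erythroid had 2.09 in hypoxic males for Cav1-KO against Control, -1.94 in hypoxic animals for the difference between the sexes of Cav1-KO against Control. Cardiac muscle had 0.95 in hypoxic males for Cav1-KO against Control, 1.69 in hypoxic males for Cav1-RC against Cav1-KO, -1.30 in hypoxic animals for the difference between the sexes of Cav1-KO against Control. BMP signaling had -0.29 in hypoxic females for Cav1-KO against Control, -0.39 in hypoxic animals for the difference between the sexes of Cav1-KO against Control. Vasoconstriction had -0.78 in hypoxic females for Cav1-KO against Control, -0.54 in hypoxic animals for the difference between the sexes of Cav1-KO against Control. Neutrophil had -1.05 in normoxic animals for the difference between the sexes of Cav1-RC against Cav1-KO. Angiogenesis had -0.37 in hypoxic animals for the difference between the sexes of Cav1-KO against Control. Both alternatives allow by construction for more correlation between the genes of a list than camera at 0.01 does, and on simulated counts without such correlation camera at 0.01 and fry each called the 1 changed list and none of the other 20.

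The share of variance was 29.5% on component 1 and 13.1% on component 2, and became 32.1% on component 1 with log2(FPKM + 1), 19.5% on component 1 and 9.44% on component 2 with log2(FPKM + 0.1), 32.7% on component 1 and 15.97% on component 2 with the genes of largest variance alone, and 23.3% on component 1 and 10.8% on component 2 with no low-count filter. The genes that enter differ by construction. CPM with TMM in place of FPKM reversed 1 of 80 FPKM ratios, that of Nos3 in normoxic female Cav1-RC against Cav1-KO, which went from 0.0014 to -0.0081, both near 0.

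Summing a gene with its named pseudogenes took 3 of 8 results under the threshold: Rbpj in normoxic males at -0.66 (from -1.11) for Cav1-KO against Control, Rbpj in normoxic males at 0.65 (from 1.09) for Cav1-RC against Cav1-KO and Rbpj in hypoxic females at 0.97 (from 1.10) for Cav1-RC against Cav1-KO. The sums hold the pseudogenes' own counts, so a change is smaller by construction where these went the other way.

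In the labels the groups share replicate numbers, with no statement that a number marks a pair. Only for 0 of the 12 comparisons was the correlation of the deviations from the group means over 0.1 for every pair of same-numbered libraries, with means of 0.046 for same-numbered and -0.024 for other pairs, so the libraries share only a number. With the replicate number as a block (replicate block), 7 of 22 counts moved. 888 in normoxic females and 27 in hypoxic females were called for Cav1-KO against Control. 389 in normoxic females were called for Cav1-RC against Cav1-KO. 169 in normoxic females were called for Cav1-RC against Control. 29 in females were called for hypoxia against normoxia in Control. 1 for Cav1-RC against Cav1-KO in normoxic animals and 1 for hypoxia against normoxia in Control differed between the sexes. Neutrophil had 0.053 in normoxic females (from -0.025) for Cav1-RC against Cav1-KO, -0.013 in normoxic females (from 0.050) and -0.14 in hypoxic females (from 0.031) for Cav1-KO against Control. Motile cilia had -0.38 in normoxic animals (from -0.15) for the difference between the sexes of Cav1-KO against Control. Smooth muscle had -0.023 in hypoxic females (from 0.00060) for Cav1-RC against Cav1-KO. Interferon response had 0.029 in hypoxic males (from -0.076) for Cav1-RC against Cav1-KO. Dkk2 had -0.035 in hypoxic males (from 0.13) for Cav1-KO against Control. 3 list results and 3 named gene results fell under the threshold under the replicate block and 2 list results and 3 named genes rose past it. In the female normoxic groups the block also drops the library whose number the other group lacks.

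Leaving out 1 library at a time moved 55 of 141 counts. 2 to 445 genes were called over 3 fits for Cav1-KO against Control in normoxic females (lowest without Control replicate 2, highest without Control replicate 1). 4 to 16 genes were called over 3 fits for Cav1-RC against Control in normoxic females (lowest without Control replicate 2). 17 to 4297 genes were called over 6 fits for Cav1-KO against Control in hypoxic females (lowest without Cav1-KO replicate 3, highest without Control replicate 1). 828 to 1797 genes were called over 6 fits for Cav1-RC against Cav1-KO in hypoxic females (lowest without Cav1-KO replicate 2). 21 to 222 genes were called over 6 fits for Cav1-RC against Control in hypoxic females (lowest without Cav1-RC replicate 1, highest without Control replicate 1). 0 to 2 genes were called over 6 fits for hypoxia against normoxia in Control in females. 393 to 1735 genes were called over 6 fits for Cav1-KO against Control in normoxic males (lowest without Cav1-KO replicate 3, highest without Control replicate 1). 2.3e+02 (128 higher and 100 lower) to 1096 genes were called over 6 fits for Cav1-RC against Control in normoxic males (lowest without Cav1-RC replicate 1, highest without Control replicate 1). 38 to 541 genes were called over 6 fits for Cav1-KO against Control in hypoxic males (lowest without Cav1-KO replicate 3, highest without Control replicate 2). 204 to 1730 genes were called over 6 fits for hypoxia against normoxia in Control in males (lowest without hypoxic Control replicate 3, highest without hypoxic Control replicate 2). 0 to 1 genes were called over 9 fits for the difference between the sexes of Cav1-KO against Control in normoxic animals (highest without female Control replicate 3). 0 to 24 genes were called over 6 fits for the difference between the sexes of Cav1-RC against Cav1-KO in normoxic animals (highest without male Cav1-KO replicate 2). 0 to 2977 genes were called over 12 fits for the difference between the sexes of Cav1-KO against Control in hypoxic animals (highest without female Control replicate 1). 0 to 9 genes were called over 12 fits for the difference between the sexes of Cav1-RC against Cav1-KO in hypoxic animals (highest without male Cav1-KO replicate 2). 0 to 2848 genes were called over 12 fits for the difference between the sexes of hypoxia against normoxia in Control (highest without female hypoxic Control replicate 1). 0 to 18 genes were called over 9 fits for the difference between the sexes of hypoxia against normoxia in Cav1-KO (highest without male hypoxic Cav1-KO replicate 2). The fits with 0 calls in Control females had 340 to 3958 genes with an unadjusted p under 0.05, and those with 0 calls among the differences between the sexes 426 to 5601. Every fit of hypoxic female Cav1-KO against Control moved by over 1.5 times. The only listed animal of the hypoxic female Control group is replicate 1, without which the groups differ in the list in every library, and the number of calls was then the largest of these fits. The Control libraries left, replicates 2 and 3, are also those with low long noncoding RNAs. Their median log2 deviations over these genes were -0.50 and -0.53, so this and the list cannot be told apart there. Fewer libraries leave less power by construction, which cannot explain a rise.

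Of the 669 list medians with 1 library left out, 577 kept direction and side of the threshold, 19 fell under it, 19 rose past it, 39 changed direction and 15 without a test moved. Ranges over the fits, where a result that answers a comparison changed or any list reversed, were as follows. Motile cilia had 0.63 to 1.78 for Cav1-RC against Cav1-KO in normoxic females (moved without Cav1-RC replicate 1). Motile cilia had -0.11 to 0.067 for Cav1-RC against Cav1-KO in hypoxic males (changed direction without Cav1-KO replicate 2 and Cav1-RC replicate 2). Motile cilia had -0.34 to 0.018 for the difference between the sexes of Cav1-KO against Control in normoxic animals (past the threshold without female Control replicate 3 and male Control replicates 2 and 3, changed direction without male Control replicate 1 and female Control replicate 1). Motile cilia had 0.077 to 1.18 for the difference between the sexes of Cav1-RC against Cav1-KO in normoxic animals (moved without female Cav1-RC replicates 1 and 2). Motile cilia had -0.42 to 0.14 for hypoxia against normoxia in Control in females (changed direction without hypoxic Control replicates 2 and 3 and normoxic Control replicates 1 and 2). Motile cilia had -0.14 to 0.42 for Cav1-KO against Control in hypoxic females (changed direction without Cav1-KO replicate 3 and Control replicates 2 and 3). T cell had 0.20 to 0.58 for the difference between the sexes of Cav1-KO against Control in normoxic animals (under the threshold without female Control replicate 2 and male Control replicate 1). Neutrophil had -0.31 to 0.13 for Cav1-RC against Cav1-KO in normoxic females (changed direction without Cav1-KO replicate 1). Neutrophil had -0.34 to 0.29 for Cav1-KO against Control in normoxic females (changed direction without Cav1-KO replicate 1 and Control replicate 2). Neutrophil had -1.28 to -0.48 for the difference between the sexes of Cav1-RC against Cav1-KO in normoxic animals (moved without female Cav1-KO replicate 1). Neutrophil had -0.29 to 0.20 for Cav1-KO against Control in hypoxic females (changed direction without Cav1-KO replicate 3). Neutrophil had -0.40 to 0.45 for Cav1-KO against Control in hypoxic males (changed direction without Cav1-KO replicate 3). Interferon response had -0.20 to 0.41 for Cav1-RC against Cav1-KO in hypoxic males (changed direction without Cav1-KO replicate 1 and Cav1-RC replicate 1). Spindle and kinetochore had -0.13 to 0.27 for Cav1-KO against Control in normoxic males (changed direction without Control replicate 3). Cardiac muscle had -0.34 to 0.42 for hypoxia against normoxia in Control in females (changed direction without normoxic Control replicate 2 and hypoxic Control replicate 1). Cardiac muscle had -1.89 to 0.31 for Cav1-RC against Cav1-KO in normoxic females (changed direction without Cav1-RC replicate 1). Cardiac muscle had -0.086 to 0.18 for Cav1-RC against Cav1-KO in normoxic males (changed direction without Cav1-RC replicate 3 and Cav1-KO replicate 2). Cardiac muscle had -1.82 to -0.95 for the difference between the sexes of Cav1-KO against Control in hypoxic animals (under the threshold without male Cav1-KO replicates 1 and 3, female Cav1-KO replicate 1 and female Control replicates 2 and 3). Cardiac muscle had -0.12 to 0.64 for Cav1-KO against Control in normoxic females (changed direction without Control replicate 1). Skeletal muscle had -0.016 to 0.48 for Cav1-KO against Control in hypoxic females (changed direction without Control replicate 2). Skeletal muscle had -0.092 to 0.27 for Cav1-KO against Control in hypoxic males (changed direction without Cav1-KO replicate 2 and Control replicate 1). Skeletal muscle had -0.21 to 0.29 for Cav1-RC against Cav1-KO in hypoxic females (changed direction without Cav1-RC replicate 3). Smooth muscle had -0.14 to 0.20 for Cav1-RC against Cav1-KO in hypoxic females (changed direction without Cav1-KO replicates 1 and 2 and Cav1-RC replicate 3). Smooth muscle had -0.25 to 0.062 for Cav1-KO against Control in normoxic males (changed direction without Control replicate 3). Smooth muscle had -0.15 to 0.11 for Cav1-RC against Cav1-KO in hypoxic males (changed direction without Cav1-KO replicate 2 and Cav1-RC replicate 3). BMP signaling had -0.44 to -0.21 for Cav1-KO against Control in hypoxic females (under the threshold without Cav1-KO replicate 3). Angiogenesis had -0.34 to -0.11 for Cav1-KO against Control in hypoxic females (past the threshold without Cav1-KO replicate 1 and Control replicate 1). Alveolar type 1 cell had -0.14 to 0.080 for Cav1-KO against Control in hypoxic males (changed direction without Control replicate 2). Endothelial cell had -0.12 to 0.047 for Cav1-KO against Control in hypoxic females (changed direction without Cav1-KO replicates 1 and 2 and Control replicate 1). Fits that leave a group with 1 library have no test and no call. The cause was not tested.

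Of the 646 named gene values with 1 library left out, 18 fell under the threshold, 20 rose past it, 31 changed direction and 13 without a test moved. Ranges of the log2 fold changes that changed direction were as follows, with the libraries without which they did. Dkk2 had -0.49 to 0.44 for Cav1-KO against Control in hypoxic males (without Cav1-KO replicate 2). Bmp6 had -0.57 to 0.042 for Cav1-KO against Control in hypoxic females (without Cav1-KO replicate 3). Smad6 had -0.52 to 0.27 for Cav1-KO against Control in hypoxic females (without Cav1-KO replicate 3 and Control replicate 1). Myom2 had -3.21 to 0.75 for Cav1-RC against Cav1-KO in normoxic females (without Cav1-RC replicate 1). Myoz2 had -0.057 to 0.79 for Cav1-KO against Control in hypoxic females (without Control replicate 1), -2.43 to 0.0032 for Cav1-RC against Cav1-KO in normoxic females (without Cav1-RC replicate 1), -0.26 to 0.44 for Cav1-RC against Cav1-KO in hypoxic females (without Cav1-KO replicates 1 and 2 and Cav1-RC replicate 3). Csrp3 had -0.28 to 0.72 for Cav1-KO against Control in hypoxic females (without Cav1-KO replicate 3 and Control replicate 1), -2.89 to 0.10 for Cav1-RC against Cav1-KO in normoxic females (without Cav1-RC replicate 1), -0.10 to 0.22 for Cav1-RC against Cav1-KO in normoxic males (without Cav1-RC replicates 2 and 3 and Cav1-KO replicate 2), -0.22 to 0.68 for Cav1-RC against Cav1-KO in hypoxic females (without Cav1-KO replicates 1 and 2 and Cav1-RC replicate 3). Cdh5 had -0.19 to 0.023 for Cav1-KO against Control in hypoxic males (without Control replicate 2). Smad4 had -0.12 to 0.068 for Cav1-KO against Control in hypoxic males (without Cav1-KO replicate 1). Tbx4 had -0.054 to 0.13 for Cav1-KO against Control in hypoxic males (without Cav1-KO replicate 1), -0.060 to 0.15 for Cav1-RC against Cav1-KO in hypoxic males (without Cav1-KO replicate 2). Sox17 had -0.019 to 0.078 for Cav1-RC against Cav1-KO in normoxic females (without Cav1-RC replicate 1). Eif2ak4 had -0.16 to 0.011 for Cav1-KO against Control in hypoxic males (without Control replicate 2), -0.25 to 0.12 for Cav1-RC against Cav1-KO in normoxic females (without Cav1-RC replicate 1), -0.042 to 0.041 for Cav1-RC against Cav1-KO in normoxic males (without Cav1-KO replicate 1), -0.24 to 0.052 for Cav1-RC against Cav1-KO in hypoxic females (without Cav1-RC replicate 3). Aqp11 had -0.39 to 0.092 for Cav1-KO against Control in hypoxic females (without Cav1-KO replicates 2 and 3), -0.37 to 0.085 for Cav1-RC against Cav1-KO in hypoxic females (without Cav1-KO replicate 1). The cause was not tested.

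Of the 468 FPKM ratios with 1 library left out, 25 changed direction and 6 moved by more than the spread between replicates. Ranges of the log2 ratios that changed direction were as follows. Dkk2 had -0.48 to 0.47 for Cav1-KO against Control in hypoxic males (without hypoxic Cav1-KO replicate 2). Nos3 had -0.45 to 0.34 for Cav1-RC against Cav1-KO in normoxic females (without normoxic Cav1-RC replicate 1 and normoxic Cav1-KO replicate 2). Bmpr2 had -0.72 to 0.075 for Cav1-RC against Cav1-KO in normoxic females (without normoxic Cav1-RC replicate 1), -0.047 to 0.35 for Cav1-RC against Cav1-KO in hypoxic females (without hypoxic Cav1-KO replicate 3), -0.12 to 0.16 for Cav1-RC against Cav1-KO in hypoxic males (without hypoxic Cav1-RC replicate 1 and hypoxic Cav1-KO replicate 2), -0.31 to 0.073 for hypoxic Control against normoxic Control in females (without hypoxic Control replicate 1 and normoxic Control replicate 3), -0.25 to 0.13 for hypoxic Cav1-KO against normoxic Control in males (without hypoxic Cav1-KO replicate 2 and normoxic Control replicate 1), -0.22 to 0.16 for hypoxic Cav1-RC against normoxic Control in males (without normoxic Control replicate 1). Smad9 had -0.29 to 0.079 for hypoxic Cav1-RC against normoxic Control in females (without normoxic Control replicate 3), -0.80 to 0.10 for hypoxic Control against normoxic Control in males (without normoxic Control replicate 1), -0.21 to 0.69 for hypoxic Cav1-RC against normoxic Control in males (without normoxic Control replicates 2 and 3). Smad4 had -0.34 to 0.048 for hypoxic Cav1-KO against normoxic Control in females (without normoxic Control replicate 3). Smad1 had -0.0035 to 0.077 for hypoxic Control against normoxic Control in females (without normoxic Control replicates 1 and 2). Sox17 had -0.18 to 0.53 for hypoxic Control against normoxic Control in females (without hypoxic Control replicate 1). Eif2ak4 had -0.080 to 0.24 for hypoxic Cav1-RC against normoxic Control in females (without hypoxic Cav1-RC replicate 1). Aqp11 had -0.13 to 0.24 for hypoxic Control against normoxic Control in males (without hypoxic Control replicate 2 and normoxic Control replicates 2 and 3), -0.030 to 0.34 for hypoxic Cav1-RC against normoxic Control in males (without normoxic Control replicate 3). The cause was not tested.

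The percentage of Cav1-KO changes going the other way in Cav1-RC ranged from 89.9 to 100 in normoxic females, from 88.5 to 92.2 in normoxic males, from 75 to 94.8 in hypoxic females and from 86.1 to 92.9 in hypoxic males with 1 library left out. 20 of the 30 fits moved. In hypoxic females the value was highest without Control replicate 1, and 75 to 78.95 in the 5 fits without another library of Cav1-KO or Control. The number of called genes it rests on changes with each fit.

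Total counts of 12425535 to 33343006 per library limit what can be said of genes with few reads. Only 16981 to 17853 of 54532 genes passed the low-count filter in a pairwise fit. With 2 libraries in normoxic female Cav1-KO and in normoxic female Cav1-RC, leaving out either library of these groups gives no count of called genes, and comparing the 2 groups with each other has no such fit at all.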

Differences from the paper's values

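Values are those of the pairwise edgeR fit, and the alternatives named were set before the data were examined. The exception, and the one test here chosen only after the result was seen, is the blot list term, a term for the animals that the supplementary table of the western blots lists.

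In hypoxic against normoxic Control females, 1 gene was called higher against about 56 in the paper's Supplementary Figure 1, read by eye, and 2 lower against about 51 there. With DESeq2's Wald test they were 56 and 51. The fit over all 34 libraries gave 77 and 74, and these 2 alternatives closed both gaps. The others, among them each fit without 1 library, did not.

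In normoxic female Cav1-KO against Control, 14 genes were called higher against about 170 in the paper's Supplementary Figure 1, read by eye, and 7 lower against about 360 there. With DESeq2's Wald test they were 172 and 364. The fit over all 34 libraries, no low-count filter and the fit without female Control normoxia replicate 1 (180 and 265) closed both gaps too, and the replicate block the second (501). The blot list term, chosen after seeing the values, closed the first. The others did not.

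In hypoxic female Cav1-KO against Control, 55 genes were called higher against the paper's 491 in its text, and 81 lower against about 1000 in the paper's Supplementary Figure 1, read by eye. With DESeq2's Wald test they were 488 and 1042. No other alternative closed the first gap. The second was also closed by the fit over all 34 libraries (1065) and by no low-count filter (717), and by none of the others.

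In hypoxic male Cav1-KO against Control, 62 genes were called higher against about 170 in the paper's Supplementary Figure 1, read by eye, and 103 lower against about 300 there. With DESeq2's Wald test they were 169 and 305. The fit over all 34 libraries (149 and 260), no low-count filter (231 and 436) and the fit without male Control hypoxia replicate 2 (184 and 357) also closed both gaps, and the fit without male Cav1-KO hypoxia replicate 2 the first (158). The blot list term, chosen after seeing the values, closed both (238 and 369). The others did not.

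In normoxic female Cav1-RC against Cav1-KO, 5 genes were called higher against about 240 in the paper's Supplementary Figure 1, read by eye, and 12 lower against about 140 there. With DESeq2's Wald test they were 233 and 141. The fit over all 34 libraries and the replicate block also closed both gaps, and the others did not.

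The paper has Mns1 and Foxj1 lower in Cav1-KO of both sexes in normoxia. In females Mns1 had -1.58 (adjusted p = 0.116), and it was called with the fit over all 34 libraries, the fit without female Control normoxia replicate 1, the replicate block, no low-count filter and DESeq2's Wald test and with the blot list term, chosen after seeing the values, which gave -1.28 (adjusted p from 1.69e-04 to 0.587 over the alternatives). There Foxj1 had -1.03 (adjusted p = 0.201), and it was called with the fit without female Control normoxia replicate 1, the replicate block, no low-count filter and DESeq2's Wald test (adjusted p from 0.0142 to 0.658 over the alternatives). Both were called lower in males.

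For Dkk2 and Nos3 the paper shows a rise with Cav1-KO. Dkk2 had 0.62 (adjusted p = 0.546) in normoxic females, and no alternative called it (adjusted p from 0.365 to 0.765 over the alternatives). In hypoxic males it had 0.13 (adjusted p = 0.901), called under no alternative, with -0.035 under the replicate block and -0.49 without male Cav1-KO hypoxia replicate 2, both lower. Dkk2 had 1.90 (adjusted p = 0.0608) in hypoxic females, and it was called with the fit over all 34 libraries, the fit without female Control hypoxia replicate 1, no low-count filter and DESeq2's Wald test and with the blot list term, chosen after seeing the values, which gave 2.02 (adjusted p from 3.64e-05 to 0.242 over the alternatives). Nos3 had 0.97 (adjusted p = 0.158) in normoxic females, and it was called with the fit without female Control normoxia replicate 1 and with the blot list term, chosen after seeing the values, which gave 1.23 (adjusted p from 2.72e-05 to 0.658 over the alternatives). Nos3 had 1.33 (adjusted p = 0.0645) in hypoxic females, and it was called with the fit over all 34 libraries, the fit without female Control hypoxia replicate 1, no low-count filter and DESeq2's Wald test (adjusted p from 8.03e-05 to 0.268 over the alternatives). In males it had 0.77 (adjusted p = 0.00685) in normoxia and 0.72 (adjusted p = 0.0569) in hypoxia, under the fold change threshold in each alternative.

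In the paper Rbpj is lower in Cav1-KO and restored in Cav1-RC. Rbpj had -1.04 (adjusted p = 0.158) in normoxic female Cav1-KO, and it was called with the fit over all 34 libraries, the fit without female Control normoxia replicate 1, no low-count filter and DESeq2's Wald test and with the blot list term, chosen after seeing the values, which gave -1.14 (adjusted p from 4.17e-07 to 0.644 over the alternatives). Rbpj had 1.05 (adjusted p = 0.283) in normoxic female Cav1-RC against Cav1-KO, and it was called with the fit over all 34 libraries and no low-count filter and with the blot list term, chosen after seeing the values, which gave 1.21 (adjusted p from 1.19e-06 to 0.517 over the alternatives). The cilia genes in that comparison were not called either. Mns1 had 1.30 (adjusted p = 0.5305) there, and it was called with no low-count filter (adjusted p from 0.006699 to 0.529 over the alternatives). Foxj1 had 1.44 (adjusted p = 0.386) there, and it was called with the fit over all 34 libraries, the replicate block, no low-count filter and DESeq2's Wald test (adjusted p from 3.24e-05 to 0.386 over the alternatives).

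The paper finds Cdh5, Vegfd and Mmp2 lower in hypoxic Cav1-KO females alone. In the fit without female Control hypoxia replicate 1, the western blot list and genotype go together. Cdh5 had -1.07 (adjusted p = 0.0928) in females, and it was called with the fit over all 34 libraries, the fit without female Control hypoxia replicate 1, no low-count filter and DESeq2's Wald test (adjusted p from 0.00123 to 0.304 over the alternatives). Vegfd had -1.25 (adjusted p = 0.0645) in females, and it was called with the fit over all 34 libraries, the fit without female Control hypoxia replicate 1, no low-count filter and DESeq2's Wald test (adjusted p from 1.96e-04 to 0.268 over the alternatives). Mmp2 had -1.80 (adjusted p = 0.0645) in females, and it was called with the fit over all 34 libraries, the fit without female Control hypoxia replicate 1, no low-count filter and DESeq2's Wald test and with the blot list term, chosen after seeing the values, which gave -1.03 (adjusted p from 1.26e-05 to 0.268 over the alternatives). In males Mmp2 had -0.70 (adjusted p = 0.159) and was called lower without male Cav1-KO hypoxia replicate 2, with -1.03 (adjusted p from 0.009803 to 0.392 over the alternatives).

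The angiogenesis list, which stands for a process the paper finds lower in these females, had a median of -0.19 (adjusted p = 0.153). It passed the threshold without female Control hypoxia replicate 1 (-0.34) and without female Cav1-KO hypoxia replicate 1 (-0.24), with adjusted p from 0.0307 to 0.896 over the alternatives.

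Myom2, Myoz2 and Csrp3 are higher in hypoxic Cav1-KO males in the paper, and in males alone. Myom2 had 2.02 (adjusted p = 0.146) in males, and it was called with no low-count filter and DESeq2's Wald test and with the blot list term, chosen after seeing the values, which gave 2.09 (adjusted p from 0.006301 to 0.4102 over the alternatives). Myoz2 had 1.45 (adjusted p = 0.126) in males, and it was called with the fit without male Cav1-KO hypoxia replicate 2, no low-count filter and DESeq2's Wald test and with the blot list term, chosen after seeing the values, which gave 1.47 (adjusted p from 0.007596 to 0.353 over the alternatives). Csrp3 had 1.66 (adjusted p = 0.126) in males, and it was called with the fit without male Cav1-KO hypoxia replicate 2, no low-count filter and DESeq2's Wald test and with the blot list term, chosen after seeing the values, which gave 1.67 (adjusted p from 0.00235 to 0.358 over the alternatives). With that term all 3 were also called higher in females, at 2.25, 2.31 and 2.70. The paper also has Myom2 higher in normoxic male Cav1-RC and in Cav1-RC of both sexes. It had 0.24 (adjusted p = 0.144) in normoxic males and -0.15 (adjusted p = 0.964) in normoxic females, called under none of the alternatives. In hypoxic Cav1-RC it was called higher, as in the paper, with 2.96 (adjusted p = 0.00153) in males and 1.64 (adjusted p = 0.0237) in females (adjusted p from 5.09e-17 to 0.294 and from 8.22e-05 to 0.134 over the alternatives). With the blot list term Myom2 was of the opposite sign there in both sexes. In these comparisons the list and genotype go together.

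The paper describes the lower T and B cell activation in normoxic Cav1-KO as specific to males. In females the T cell list had a median of -0.58 (adjusted p = 7.67e-06) and the B cell list -0.61 (adjusted p = 0.00199), against -0.88 and -1.16 in males. Fry gave an adjusted p of 0.173 and 0.517 in females and of 0.0781 and 0.128 in males, past the threshold in neither sex. The female minus male differences were 0.45 (adjusted p = 0.00128) and 0.52 (adjusted p = 0.00128). Without female Control normoxia replicate 1 the female B cell median was -0.091, no longer past the threshold.

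Likewise, the rise of T and B cell genes in hypoxic Cav1-RC is described as specific to females. In males the T cell list had 0.53 (adjusted p = 0.00679) and the B cell list 1.01 (adjusted p = 3.02e-05), and in females 0.94 and 1.42. The differences between the sexes were 0.27 (adjusted p = 0.00131) and 0.35 (adjusted p = 1.01e-04). Fry gave the T and B cell lists an adjusted p of 0.0781 and 0.0576 in males and of 0.11 and 0.114 in females.

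In the paper neither male Cav1-RC group has a rise of the cilia gene ontologies. In normoxic males the motile cilia list had a median of 0.57 (adjusted p = 1.13e-25, fry adjusted p = 0.0505). Of the Cav1-RC libraries labelled male there, replicates 1 and 2 carry Xist at a female level (749 and 866 CPM). The value may therefore not stand for males. In females the list had 1.28, and 0.63 without female Cav1-RC normoxia replicate 1.

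Myeloid activation and chemotaxis are lower in normoxic female Cav1-RC in the paper. The neutrophil list had -0.025 (adjusted p = 0.988) there, with no alternative past the threshold (adjusted p from 0.514 to 0.995) and with 0.13 without female Cav1-KO normoxia replicate 1 and 0.053 under the replicate block.

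Neutrophil, leukocyte and interferon-beta processes are higher in normoxic Cav1-KO of both sexes in the paper. It states this where it compares Cav1-RC with Cav1-KO, and does not name the reference group. In Cav1-RC against Cav1-KO the neutrophil list had -0.025 in females and 1.005 in males, and the interferon response list 0.45 and 0.34. In Cav1-KO against Control, taken here, the neutrophil list had 0.050 (adjusted p = 0.889) in females and -0.11 (adjusted p = 0.104) in males. There the interferon response list had 0.12 (adjusted p = 0.276) in females and -0.70 (adjusted p = 0.00273), lower, in males. The female interferon median was past the threshold, higher, with the fit without female Control normoxia replicate 1 (adjusted p from 0.0175 to 0.917 over the alternatives), and the male one was -0.12 without male Control normoxia replicate 2. The neutrophil list was past the threshold, higher, under no alternative. In males it was past it, lower, with no low-count filter and without male Cav1-KO normoxia replicate 2 or male Control normoxia replicate 3.

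Muscle processes are higher in normoxic Cav1-RC of both sexes in the paper. The cardiac muscle list had 0.041 (adjusted p = 0.762) in males and -0.31 (adjusted p = 4.97e-04), lower, in females. It was past the threshold in males without male Cav1-RC normoxia replicate 1 (0.17, adjusted p from 0.00784 to 0.986 over the alternatives). In females it was higher with the blot list term, chosen after seeing the values, at 0.34, and 0.31 without female Cav1-RC normoxia replicate 1. The smooth muscle list had -0.034 (adjusted p = 0.118) and 0.32 (adjusted p = 0.0291) in males and females, and the skeletal muscle list -0.0064 (adjusted p = 0.286) and -0.19 (adjusted p = 0.333).

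BMP signaling is higher in hypoxic male Cav1-RC in the paper. The BMP signaling list had 0.13 (adjusted p = 0.138) there, past the threshold under no alternative (adjusted p from 0.0575 to 0.727), and -0.091 with the blot list term. Gdf2, which the paper names as higher there, was below the filter on low counts and was not tested in the pairwise fit. It was called higher with no low-count filter, DESeq2's Wald test, the fit over all 34 libraries, limma on log2(FPKM + 0.1) and the 4 fits without 1 library that tested it, and not with limma on log2(FPKM + 1) or the blot list term (adjusted p from 1.67e-04 to 0.09701 over these).

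For Fig. 9A the paper has Tbx4, Sox17 and Smad1 generally lower with Cav1-KO and Eif2ak4 and Aqp11 the other way. Against Control in normoxic females, normoxic males, hypoxic females and hypoxic males, Sox17 had 0.30, 0.59, 0.97 and 0.23 and Smad1 0.32, 0.27, 0.45 and 0.074, all higher in Cav1-KO. For Smad1 in hypoxia the paper also states a rise in Cav1-KO of both sexes, the direction seen here, so the difference is in normoxia. In the same order Tbx4 had -0.078, 0.28, -0.66 and 0.039, Eif2ak4 0.052, -0.078, 0.22 and -0.074 and Aqp11 0.31, 0.27, -0.080 and 0.36. None of these 20 changes was called. Sox17 in hypoxic females was called higher without female Control hypoxia replicate 1, at 1.48 (adjusted p from 9.05e-04 to 0.381 over the alternatives). Tbx4 in hypoxic males was -0.054 without male Cav1-KO hypoxia replicate 1, and Eif2ak4 there 0.011 without male Control hypoxia replicate 2. Aqp11 in hypoxic females was 0.092 without female Cav1-KO hypoxia replicate 3 and 0.0031 without replicate 2.

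Smad9 and Smad4 are lower in hypoxic Cav1-KO of both sexes in the paper. Against normoxic Cav1-KO this was so here as well, with Smad9 at -1.17 (adjusted p = 0.0114) in females and -1.10 (adjusted p = 1.83e-04) in males, both called, and Smad4 at -0.41 (adjusted p = 0.0166) and -0.53 (adjusted p = 0.00422). The list and oxygen level go together in these groups. With the blot list term, chosen after seeing the values, Smad9 changed less, and Smad4 was of the opposite sign in both sexes. In the pairwise fit, the difference from the paper is only against hypoxic Control. There Smad9 had -1.61 (adjusted p = 0.0792) in females, and it was called with the fit over all 34 libraries, the fit without female Control hypoxia replicate 1, no low-count filter and DESeq2's Wald test (adjusted p from 4.79e-04 to 0.275 over the alternatives). In males it had -0.26 (adjusted p = 0.435), called under no alternative. Smad4 had -0.45 (adjusted p = 0.142) in females and -0.061 (adjusted p = 0.8296) in males, called under none, and 0.068 in males without male Cav1-KO hypoxia replicate 1.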

Other observations

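As above, the comparisons, the gene lists with their tests and the alternatives were fixed before the data were examined. The blot list term and the tests of what lies behind each result were chosen only after the results were seen. Exceptions are the tests of a strain variant for the pseudogenes and of a flanking segment at Cav1. The tests of reads shared with pseudogenes for Rbpj and of airway for the cilia genes in normoxia are exceptions too.

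The library whose group the labels leave uncertain had 30930450 counts on genes. It had 4.68 CPM of Cav1, 668 of Xist, 0.648 of Ddx3y, 53610 of Scgb1a1, 17290 of mt-Co1, 12620 of Hbb-bs and 102 of Myh6. Its name carries the number of an animal on the western blot list, a normoxic Cav1-KO female. Its Scgb1a1, mt-Co1 and Myh6 lay within the ranges of the listed libraries (31450 to 69520, 10700 to 18370 and 33.3 to 175 CPM). They lay outside those of the others (13150 to 43510, 4564 to 8796 and 297 to 751 CPM). Hbb-bs lay above both ranges. With its identity uncertain, this library does not decide between the list and oxygen level.

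Cav1 in Cav1-RC lungs was at the level of Cav1-KO, 1.48 to 6.48 CPM against 1.62 to 3.93 CPM, and 977 to 1361 CPM in Control. The log2 fold change against Cav1-KO was 0.23 and 0.44 in normoxic and hypoxic females and -0.45 and 0.42 in males, none called. A candidate explanation is that transcripts of the rescue construct are not counted at the Cav1 gene, for example when it holds another sequence than the gene models. The paper reports low but detectable CAV1 protein in Cav1-RC lungs by western blot, higher in hypoxia, which argues against Cav1 not being transcribed there. Whether the transcripts are not counted or are too few to see in whole lung cannot be told apart, since the values (-0.45 for the change of largest size) would be the same and the reads were not analysed here.

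Pseudogenes were more frequent among the genes called for Cav1-KO against Control than among the tested genes in all 4 comparisons, with an adjusted p under 0.05 in 3. They were 28.6% against 4.74% in normoxic females (adjusted p = 0.00131), 11.8% against 5.16% in hypoxic females (adjusted p = 0.00492), 5.96% against 4.68% in normoxic males (adjusted p = 0.07002) and 9.09% against 4.79% in hypoxic males (adjusted p = 0.0209). 6 genes were called in all 4, Atp6v0c-ps2, Cav1, Gm13443, Gm6969, Gm9825 and Nxpe4, of which 4 are pseudogenes. A strain variant against the reference could give such calls, if the Cav1-KO and Control lines differ in it. It cannot be told apart from an effect of Cav1 loss here, since genotype and line go together and the reads were not analysed here.

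If a segment of another strain around Cav1 caused the calls for Cav1-KO against Control, called genes other than Cav1 would lie near it more often than tested ones. The shares within 20 Mb were 0.741% against 0.853% in hypoxic females, 0.804% against 0.837% in normoxic males and 0.6098% against 0.828% in hypoxic males, which argues against it as the cause of most calls there. In normoxic females the share was 5% against 0.851%, a single gene of 20, too few to tell. For single genes such a segment stays open. Gm9825 and Atp6v0c-ps2 lie on chromosome 6 like Cav1, from 7982541 and from 37806086, the second just beyond 20 Mb. Both were also called higher in all 4 comparisons of Cav1-RC with Control. Gm13443, on chromosome 2, was called higher in 3 of these. Of the 12 comparisons between genotypes, that of Cav1-RC with Control in hypoxic males had 1.65% against 0.856% (odds ratio 2.16, adjusted p = 0.00839). In it all Control animals and no Cav1-RC animal are on the western blot list, and its cause was not tested.

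Rbpj was lower in Cav1-KO while the pseudogene Rbpj-ps3 was higher. Reads moving from the gene to its named pseudogenes, and counted there, would leave their sum unchanged. The sum changed by -1.05 in hypoxic females, -0.66 in normoxic males and -0.62 in hypoxic males, each with an adjusted p under 0.05 (from 0.00573 to 0.0471). This argues against such a move of counted reads as the whole cause. Reads counted at no gene, or at a copy with another name, are outside the sum, so their loss stays open. In normoxic females it changed by -0.60 (standard error 0.21, adjusted p = 0.349), and shared reads and lower transcription cannot be told apart there with 2 Cav1-KO libraries. A strain difference in the gene stays open. For Atp6v0c the sum with its pseudogenes went the other way than the gene alone, 0.82 against -1.69 in normoxic males and 0.12 against -2.21 in hypoxic females.

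The cilia genes fell in normoxic Cav1-KO and rose in normoxic Cav1-RC, and a candidate explanation is the amount of airway in each piece of lung, since the club cell list moved the same way in normoxia. Its median log2 fold change was -1.47 in females and -0.98 in males for Cav1-KO against Control, and 1.67 and 0.53 for Cav1-RC against Cav1-KO. All 15 of its genes were tested, and none is on another list. Scgb1a1, an abundant one, had 19630 to 58460, 13150 to 14740 and 18150 to 69520 CPM in normoxic Control, Cav1-KO and Cav1-RC females, and 18580 to 43510, 15390 to 16540 and 19050 to 24050 in males. Without female Cav1-RC normoxia replicate 1, the motile cilia list had 0.63 in females, from 1.28. Within groups the 2 lists had a Pearson correlation of 0.725 and a Spearman correlation of 0.684 over 34 libraries (permutation p = 2e-05, also after adjustment), 0.715 without the 2 farthest, 0.632 among libraries on the western blot list and 0.773 among the others. In hypoxic male Cav1-KO against Control, where the motile cilia list had -0.43 (adjusted p = 3.96e-15) with 93 of 97 genes lower, the club cell list had 0.051, 8 genes higher and 7 lower, which does not decide whether airway accounts for that fall. In hypoxic females the 2 lists had 0.074 and 0.51. A change in ciliated cells or their genes, as the paper proposes, stays open beside it.

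In 3 libraries outside the western blot list, female Control hypoxia replicates 2 and 3 and female Cav1-RC hypoxia replicate 3, long noncoding RNAs were low. Over 791 antisense, 797 lincRNA and 42 snoRNA genes their median log2 deviations lay between -0.53 and -0.43, against -0.024 to 0.39 in the 19 other unlisted libraries, while their protein-coding medians were 0.048 to 0.076. Oxygen level is argued against by the 5 other unlisted hypoxia libraries, at 0.069 or more. A candidate explanation is less nuclear RNA in these samples. Xist was at most 418 CPM in them against at least 560.5 CPM in the 9 other unlisted libraries with Xist. Neat1 was at most 398 against at least 1164 CPM. Both are long noncoding RNAs themselves, so their values restate the pattern and do not test this explanation. Among the listed libraries, female Control normoxia replicate 1 had 426 CPM of Xist with a median of 0.25. These libraries were picked for the pattern, and no biological explanation was tested.

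Genes called in Cav1-KO against Control mostly went the other way in Cav1-RC against Cav1-KO. Both comparisons share the Cav1-KO libraries, which alone gives such a pattern. How much was measured in 10 simulations with no real change in any group, for genes picked from noise alone. The shares were 89.5% of 19 (simulated 95.5%, from 89.5% to 100%) in normoxic females, 87.5% of 128 (simulated 92.2%, from 88.5% to 95.5%) in hypoxic females, 92.4% of 793 (simulated 89.1%, from 87.5% to 91.2%) in normoxic males and 92.1% of 152 (simulated 90.1%, from 88.3% to 91.2%) in hypoxic males. In males the share lay above the largest simulated one. Fits without 1 library gave 88.5% to 92.2% in normoxia and 86.1% to 92.9% in hypoxia. The lowest were without male Control normoxia replicate 1 and without male Cav1-KO hypoxia replicate 3. Genes with a real Cav1-KO change were not simulated, and their share without any restoration is not known from this. The simulations therefore do not decide, in either sex, whether Cav1-RC undoes changes or shared libraries give the share. In hypoxic Cav1-RC against Cav1-KO the western blot list is confounded with genotype.

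In 12 comparisons with 3 libraries in each group, the 6 libraries were split in the 10 possible ways. Only 1 of the 10 splits, the real one, called as many genes in 10 of them, which is the smallest share the design can give. In Cav1-RC against Control in hypoxic females, 2 of the 10 splits called as many genes, the other with 1423 against 144 called. That split sets the 3 libraries with low noncoding RNAs (female Control hypoxia replicates 2 and 3 and female Cav1-RC hypoxia replicate 3) against the rest, so a technical difference between these libraries may be larger than that between the genotypes. In hypoxic against normoxic Control females 2 of the 10 splits called as many, the other with 1361 against 3. That split puts the 2 animals on the western blot list in the same group, with female Control normoxia replicate 2, and with the blot list term 573 genes were called between hypoxia and normoxia.

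The same splits were made for gene lists. 1 of the 10 splits, the real one, moved the list as far for motile cilia and T cell in normoxic male Cav1-KO against Control, T cell in hypoxic female Cav1-RC against Cav1-KO, spindle and kinetochore and vasoconstriction in hypoxic female Cav1-KO against Control, erythroid and cardiac muscle in hypoxic male Cav1-KO against Control, and cardiac muscle in hypoxic male Cav1-RC against Cav1-KO. For BMP signaling and angiogenesis in hypoxic female Cav1-KO against Control it was 2 and 3 of the 10.

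With both sexes together, 1, 1 and 4 of 100 splits within the sexes called as many genes for the mean effect of Cav1-KO against Control in hypoxia, of Cav1-RC against Cav1-KO in hypoxia and of hypoxia against normoxia in Control. For the differences between the sexes in the same contrasts, the 100 splits exchanged libraries between the sexes within each genotype and oxygen level. Of these, 19, 54 and 10 gave as many genes at an unadjusted p under 0.05 (3077, 756 and 3271 genes, none of them called).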
